# Elevated retrotransposon activity and genomic instability in primed pluripotent stem cells

**DOI:** 10.1186/s13059-021-02417-9

**Published:** 2021-07-09

**Authors:** Haifeng Fu, Weiyu Zhang, Niannian Li, Jiao Yang, Xiaoying Ye, Chenglei Tian, Xinyi Lu, Lin Liu

**Keywords:** Naïve and primed pluripotent state, Telomeres, 2C genes, Genome stability, Retrotransposons, Histone modifications

## Abstract

**Background:**

Naïve and primed pluripotent stem cells (PSCs) represent two different pluripotent states. Primed PSCs following in vitro culture exhibit lower developmental potency as evidenced by failure in germline chimera assays, unlike mouse naïve PSCs. However, the molecular mechanisms underlying the lower developmental competency of primed PSCs remain elusive.

**Results:**

We examine the regulation of telomere maintenance, retrotransposon activity, and genomic stability of primed PSCs and compare them with naïve PSCs. Surprisingly, primed PSCs only minimally maintain telomeres and show fragile telomeres, associated with declined DNA recombination and repair activity, in contrast to naïve PSCs that robustly elongate telomeres. Also, we identify LINE1 family integrant *L1Md_T* as naïve-specific retrotransposon and ERVK family integrant *IAPEz* to define primed PSCs, and their transcription is differentially regulated by heterochromatic histones and Dnmt3b. Notably, genomic instability of primed PSCs is increased, in association with aberrant retrotransposon activity.

**Conclusions:**

Our data suggest that fragile telomere, retrotransposon-associated genomic instability, and declined DNA recombination repair, together with reduced function of cell cycle and mitochondria, increased apoptosis, and differentiation properties may link to compromised developmental potency of primed PSCs, noticeably distinguishable from naïve PSCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02417-9.

## Background

Murine embryonic stem cells (mESCs) from preimplantation embryos resemble an earlier stage in development known as naïve pluripotent state. Primed epiblast stem cells (mEpiSCs) are derived from murine post-implantation epiblast embryos commonly known to be in primed pluripotent state [1, 2]. Human ESCs derived from preimplantation embryos are transcriptionally similar to mEpiSCs [2–4]. Naïve mESCs can be sustained in the presence of serum and leukemia inhibitory factor (LIF) condition [5], while the mEpiSCs can be maintained in the presence of FGF2 and Activin A condition [1, 2]. Naïve mouse pluripotent stem cells (mPSCs) exhibit germline competence as determined by chimera production test and can generate all-PSC mice by tetraploid embryo complementation (TEC) test, the most stringent functional assay of naïve pluripotency [6–9]. In contrast, primed mEpiSCs fail in germline competence and even rarely produce chimeras [1, 2], suggesting their reduced developmental and differentiation capacity. Under defined in vitro culture conditions, the primed mouse epiblast-like cells (mEpiLCs) can be established from naïve mESCs [10–12]. Naïve and primed pluripotent states exhibit different molecular signatures in the epigenome and transcriptome profile [3, 10, 11, 13–18].

Moreover, a “ground state” beyond naïve state has been achieved by culture under 2i/LIF condition (2i, GSK3, and MEK1/2 inhibitors) [19]. 2i reduces the DNA methyltransferases Dnmt3a/3b to promote hypomethylation and enhances Tet1/2 activity (consequently, increased 5-hydroxymethylcytosine (5hmC) levels) and “passive” loss of DNA methylation, resulting in a distinct transcriptional and epigenetic state that includes uniform expression of key pluripotency factors, such as Nanog and Prdm14 [20, 21]. Ground-state cells exhibit lower expression of lineage affiliated genes, reduced prevalence at promoters of the repressive histone modification H3K27me3, and fewer bivalent domains, which are thought to mark genes poised for either up- or downregulation [22]. Furthermore, female PSCs under the ground state or naïve state show both X chromosome activation, but inactivate one of the X chromosomes under primed state [18]. mESCs under 2i culture conditions also can produce all-ESC pups but prolonged inhibition with 2i could damage the developmental potential [23–25].

Notably, transposable elements, particularly endogenous retroviruses (ERVs) that have important roles in pluripotency, can wire the pluripotency network in humans and mice [26–33]. Naïve mouse ESCs periodically activate endogenous retrovirus (ERVs) and 2 cell (2C) genes [28]. ERVs together with other retrotransposons, including long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs) occupy approximately 40% of mammalian genomes, and mostly are conserved and evolved [34–36]. Nevertheless, retrotransposition of active LINEs and ERVs could induce genomic instability, disrupt regulatory elements, cause mutations, or drive genome evolution [34, 37]. Therefore, the repression of retrotransposons is critical for the maintenance of genome stability in ESCs [38]. For instance, Kap1 and histone 3.3 repress ERVs in mESCs [38–40]. In addition, telomere elongation and maintenance are essential for unlimited self-renewal and pluripotency of PSCs [41, 42]. Short telomeres impair differentiation capacity of ESCs [43]. Yet, regulation of transposable elements and telomere length in primed PSCs remains largely unclear.

In this study, we sought to delineate telomere and retrotransposon features association with the genomic stability of primed PSCs in comparison with those of naïve PSCs in mice, given that the two states have been functionally defined by developmental pluripotency in vivo.

## Results

### Conversion of naïve mESCs to primed mEpiSCs results in repression of DNA recombination repair pathway

Naïve mESCs with distal Oct4 GFP fluorescence were maintained in serum/LIF medium on mitomycin C-inactivated MEFs served as feeder cells. The GFP reporter fluorescence driven by distal *Oct4* promoter and enhancer can indicate the naïve state of pluripotency [4, 44–46]. We converted naïve mESCs into the primed state by culture in F/A medium (Fgf2 + ActivinA) based on the method described previously [1, 11, 18, 47]. Primed mEpiSCs also were cultured on feeder cells, like naïve mESCs [25]. Domed shaped naïve ES colonies began to flatten within 48 h following culture in F/A medium, as shown in a previous report [11].

To achieve stable state, we expanded the cells for five passages (P5, relatively early passages) and also for additional 10 or 15 passages (P15 or P20, relatively late passages) under naïve and primed conditions (Fig. 1a). Primed mEpiSCs grew as flat but larger colonies and were thus morphologically distinctive from naïve mESCs showing compact, dome-shaped but smaller colonies (Fig. 1b; and Additional file 1: Figure S1a). The GFP reporter fluorescence indicating the naïve state of pluripotency extinguished following conversion into primed state (Fig. 1b). Analysis of cell cycle at P5 showed that cells under primed state displayed extended G1 phase (Additional file 1: Figure S1b), in contrast to naïve mESCs with shorter G1 phase [48, 49]. The primed cells expressed two core pluripotent factors Oct4 and Nanog, but at levels lower than those of naïve cells (Additional file 1: Figure S1c, e, f), as shown previously [11, 12, 18]. Additionally, expression of an important naïve marker SSEA1 was reduced in primed cells (Additional file 1: Figure S1e, f), whereas *Dnmt3b*, a marker gene of primed state [2], was upregulated in primed cells (Additional file 1: Figure S1d, g). By RNA-seq analysis, naïve mESCs highly expressed known naïve marker genes such as *Rex1*, *Stella*, *Esrrb*, *Tbx3*, and *Nr0b1* [3], while marker genes for primed state such as *Otx2*, *Oct6*, *Fgf5*, *T*, *Cer1*, and *Pitx2* [2] were upregulated at either passage 5 or 15 (Additional file 1: Figure S1h). 

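Poly(A) RNA from CBA × C57 naïve mESCs and from the primed mEpiSCs converted from them was sequenced at P5 and P15, with 2 libraries for each state at each passage. A further library was made from MEFs, the embryonic fibroblasts that serve as feeder cells for both states. The authors trimmed the reads with Cutadapt, aligned them to mm10 (GRCm38) with HISAT2, and counted them per Ensembl gene with featureCounts. The deposited values are raw counts over 54232 gene IDs, and how reads with several alignments were counted is not named in the paper's text. Total counts per library were 20985136 and 20906807 for naïve cells and 17775081 and 15918658 for primed cells at P5. At P15 they were 14378051 and 16450941 for naïve cells and 17264223 and 17368714 for primed cells, and MEFs had 25646547. Expression is given in CPM, counts scaled to a common library size by edgeR's cpm function, with library sizes corrected by its TMM method over all 9 libraries. Primed cells were compared with naïve cells at each passage by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 16482 genes at P5 and the 15733 genes at P15 with at least 10 counts in at least 2 of the 4 libraries. A positive log2 fold change means higher expression in primed cells, and gene coordinates come from GENCODE M21, which may not be the Ensembl release used for counting. The biological coefficient of variation between replicates was 3.26% at P5 and 4.79% at P15, so that changes well under 2-fold could pass the threshold. A chi-square statistic per gene between replicates ranged from 2.10 to 3.28, above the value of 1 that counting noise alone gives. A gene without a count in a naïve or primed library could still be present at up to 3 counts, or 0.148 to 0.221 CPM by library, and this limit covers counting error only. Both states were cultured on feeder cells, and 30 fibroblast marker genes were at a median of 18.0% to 32.9% of their MEF level in the naïve and primed libraries. By group this median averaged 18.3% in naïve and 21.3% in primed cells at P5, and 20.5% and 32.3% at P15. It was thus highest in primed cells at P15, so that it is not balanced between the states there or between the passages. Single markers differed widely, in primed cells at P5 from 0.036 times (*Col1a1*) to 11.9 times (*Ccl2*) their MEF level. Feeder RNA of the MEF library's composition cannot exceed the lowest of these ratios. Taking off the median as the feeder share, an alternative used below, may therefore remove too much. Because of the feeder cells, the level in the MEF library is given as well for genes clearly expressed in MEFs, singly or as a range and with no replicate.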

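Among the naïve marker genes, *Rex1* (*Zfp42*, ENSMUSG00000051176, GRCm38 chromosome 8, 43295063 to 43306980) was at 209.7 ± 4.70 CPM in naïve cells and 17.3 ± 0.438 CPM (SD, n = 2 each) in primed cells at P5. This is a log2 fold change of −3.57 (standard error 0.055, adjusted p = 1.21e-29 by edgeR's quasi-likelihood test). At P15 it was at 229 ± 3.35 CPM and 0.228 ± 0.00163 CPM (SD, n = 2 each), a log2 fold change of −9.93 (standard error 0.15, adjusted p = 6.15e-36 by the same test). Library size alone in place of TMM scaling moved the P5 value of *Rex1* the most among the alternatives tried, to −3.36. *Esrrb* (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628) had log2 fold changes of −3.14 at P5 and −6.85 at P15 from naïve levels of 515 ± 17.1 CPM and 464 ± 3.08 CPM (SD, n = 2 each). *Stella* (*Dppa3*, ENSMUSG00000046323, chromosome 6, 122626410 to 122630272) fell from 50.5 ± 3.76 CPM to 9.73 ± 1.39 CPM at P5 and from 34.9 ± 2.47 CPM to 1.25 ± 0.556 CPM (SD, n = 2 each) at P15. Its log2 fold changes were −2.35 and −4.80. *Nr0b1* (ENSMUSG00000025056, chromosome X, 86191764 to 86195947) had a log2 fold change of −3.83 at P5 (adjusted p = 5.50e-25 by edgeR's quasi-likelihood test) and −8.94 at P15. There the primed libraries held 7 and 0 counts of it. With 1 library left out, the P15 value ranged from −13.63 to −7.95 (the latter without primed P15 replicate 2). Genes nearly absent from primed cells at P15 still held a median of 12.8% of their naïve level in primed cells at P5, among them *Rex1* (8.24%), *Esrrb* (11.1%) and *Nr0b1* (6.82%). *Tbx3* (ENSMUSG00000018604, chromosome 5, 119670669 to 119684724) changed less, with log2 fold changes of −1.03 (adjusted p = 1.17e-15) and −1.59 (adjusted p = 8.35e-19) by edgeR's quasi-likelihood test. Its 35.1 CPM in primed cells at P5 lay below the 42.1 CPM of the MEF library.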

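Among the primed marker genes, *Cer1* (ENSMUSG00000038192, GRCm38 chromosome 4, 82881751 to 82885148) had 0 counts in both naïve libraries at P5 and 1 count in all at P15. In primed cells it was at 209 ± 0.705 CPM and 237 ± 0.845 CPM (SD, n = 2 each), at least 1402-fold and 1074-fold higher. *Fgf5* (ENSMUSG00000029337, chromosome 5, 98254184 to 98277030) rose from 1.54 ± 0.135 CPM to 121 ± 0.163 CPM (SD, n = 2 each) at P5. Its log2 fold change was 6.32 at P5 (standard error 0.095, adjusted p = 7.02e-30 by edgeR's quasi-likelihood test) and 6.37 at P15 (adjusted p = 7.13e-33). *T* (ENSMUSG00000062327, chromosome 17, 8434423 to 8442496) had log2 fold changes of 6.42 and 6.72 at the 2 passages and reached 117 ± 0.231 CPM (SD, n = 2) in primed cells at P15. *Otx2* (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) rose by 2.73 and 2.77 on the log2 scale. *Oct6* (*Pou3f1*, ENSMUSG00000090125, chromosome 4, 124656807 to 124660655) rose by 1.13 and 1.90, and all 4 of these values had an adjusted p no higher than 3.64e-16 by edgeR's quasi-likelihood test. Of the 60 genes that the paper names for its RNA-seq, 54 were tested. Of these, 52 were past an adjusted p of 0.01 at each passage, both over all genes tested and adjusted over the list alone. The study named many of these genes from the same libraries, so that the count over the list alone is not independent evidence.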

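At P5, 3680 of the 16482 genes tested differed between the states at an adjusted p under 0.01 by edgeR's quasi-likelihood test and a fold change of at least 2. Of these, 2222 were higher and 1458 lower in primed cells. At P15, 3646 of 15733 genes did, with 1912 higher and 1734 lower. Both passages called 2330 of these genes, 2312 of them in the same direction (1291 higher and 1021 lower in primed cells) and 18 in opposite directions. The alternative that moved the counts most was DESeq2's Wald test without a low-count filter, chosen after seeing the data, which called 2906 genes at P5 and 3009 at P15. With library size alone in place of TMM scaling, 72.55% of the 3946 genes called at P5 were higher in primed cells, against 60.38% with TMM scaling. In a principal component analysis of the 1000 genes that varied most, component 1 held 86.9% of the variance, with the naïve libraries from −43.2 to −37.3 and the primed libraries from 31.0 to 49.3. Component 2 held 10.7%, with the primed libraries of P5 at 22.1 and 21.9 and those of P15 at −17.6 and −17.8. Among genes past the threshold at both passages with a mean of at least 10 CPM, ranked by the smaller of their changes at the 2 passages, *Cer1*, *Lcn2*, *Klhl4*, *Lhx1* and *Aplnr* rose most. *Lcn2* (ENSMUSG00000026822, GRCm38 chromosome 2, 32384633 to 32388252) was at 36.9 ± 3.47 CPM (SD, n = 2) in primed cells at P5 and at least 247-fold higher than in naïve cells, where 1 count was found in all. *Klhl4* (ENSMUSG00000025597, chromosome X, 114474333 to 114560829) was at least 98.0-fold higher at P5 and 123-fold at P15. *Lhx1* (ENSMUSG00000018698, chromosome 11, 84518284 to 84525535) was at least 339-fold higher at P15, and *Aplnr* (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) at least 228-fold at P5 and 68.6-fold at P15. By the same ranking, *Dppa5c*, *Gm46332*, *Nefh*, *Zfp936* and *Klf2* fell most. *Klf2* (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) fell from 605 ± 0.355 CPM to 29.9 ± 1.54 CPM (SD, n = 2 each) at P5, and MEFs held 44.6 CPM. Its log2 fold change was −4.30 (standard error 0.045, adjusted p = 1.35e-33 by edgeR's quasi-likelihood test). *Nefh* (ENSMUSG00000020396, chromosome 11, 4938754 to 4948064) and *Zfp936* (ENSMUSG00000064194, chromosome 7, 43114229 to 43192109) had log2 fold changes of −4.88 and −4.09 at P5 and −5.83 and −6.66 at P15. The long noncoding RNA *Gm46332* (ENSMUSG00000112819, chromosome 12, 4552546 to 4569538) had −5.04 at P5 and was at least 167-fold lower at P15. *Dppa5c* (ENSMUSG00000111423, chromosome 9, 78271998 to 78272583), annotated as an unprocessed pseudogene, is uncertain, since reads could be shared with related genes and its naïve libraries held 1318 and 585 counts at P5.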

Our RNA-seq analysis also revealed differential global transcription profiles of the two pluripotent states (Additional file 1: Figure S1i; Additional file 2: Table S1; Additional file 3: Table S2, Padj < 0.01, fold change ≥ 2).

**Fig. 1:**
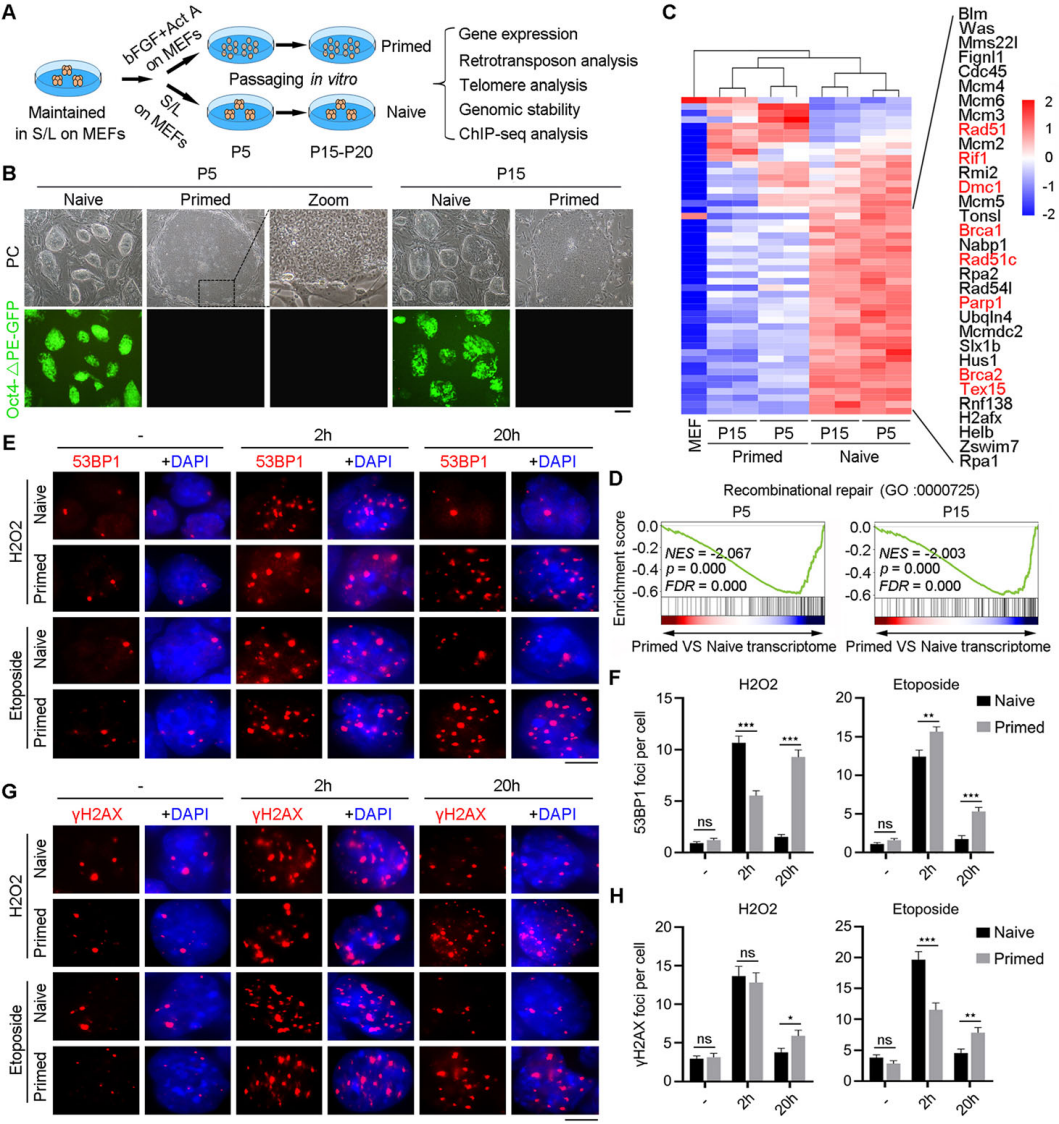
Conversion from naïve to primed state suppresses DNA recombination repair pathway. **A** Schematic diagram illustrating conversion of naïve to primed PSCs and experimental design. **B** Representative morphology of naïve mESCs and primed mEpiSCs at passage P5 and P15 under bright field with phase contrast (PC) optics and expression of Oct4-△PE-GFP fluorescence. Scale bar = 100 μm. **C** Heatmap highlighting gene expression profile related to the DNA recombination and repair pathway in naïve and primed cells at P5 and P15. The representative genes are listed on the right. **D** Gene set enrichment analysis (GSEA) indicating that downregulated genes under primed state are highly enriched in the DNA recombination and repair pathway. **E, F** DNA damage responses by exposure to 2.5 μM etoposide and 5 mM H_2_O_2_ for 2 h followed by immunofluorescence of 53BP1 foci at 2 and 20 h recovery. Scale bar = 5 μm. **F** The quantitative results of **E**. More than 50 cells were randomly counted. **G, H** DNA damage responses by exposure to 2.5 μM etoposide and 5 mM H_2_O_2_ for 2 h followed by immunofluorescence of γH2AX foci at 2 and 20 h recovery. Scale bar = 5 μm. **H** The quantitative results of **G**. More than 50 cells were randomly counted. Data is shown as Mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001

To validate the developmental potential of mouse naïve and primed cells, we performed chimera formation and tetraploid embryo complementation (TEC) assays. Primed mEpiSCs rarely can form chimeras (Additional file 1: Figure S2a, b, c), while naïve mESCs generated germline chimera mice and completely ESC pups by TEC assay (Additional file 1: Figure S2d, e, f) that were fertile (Additional file 1: Figure S2g). These results further support the notion that the developmental pluripotency of naïve PSCs is high, distinct from primed PSCs.

Naïve and primed PSCs exhibit different gene expression profiles and signaling pathways [3, 18]. By Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, the most upregulated genes in naïve cells at P5 and P15 were enriched in signaling pathways regulating pluripotent stem cells (Additional file 1: Figure S3a, b), demonstrating that molecular pluripotency of naïve cells is indeed higher than that of primed cells. Signaling pathways that affect pluripotency such as MAPK, Wnt, and PI3K-Akt, and cell adhesion molecules (CAMs) and cytokine-cytokine receptor interaction also differ between the two states (Additional file 1: Figure S3c, d). Moreover, the transcription programs of naïve and primed cells resemble their in vivo counterparts ICM and post-implantation epiblasts respectively in terms of cell cycle and apoptosis pathway (Additional file 1: Figure S3e, f).

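A list of 51 recombinational repair genes, written by hand from general knowledge, was compared between the states in place of the paper's GO set, which was not used here. At P5, 45 of the 51 genes were lower in primed cells. At an adjusted p under 0.01 by edgeR's quasi-likelihood test, 34 were lower and 1 higher, and the counts adjusted over the list alone were also 34 and 1. Without a minimum fold change, 10274 of all 16482 genes tested at P5 were past this threshold (8899 of 15733 at P15). The number of genes past it therefore does not by itself set any list apart from other genes. The median log2 fold change of the list was −0.42, against 0.0078 for all genes tested. Limma's camera test with a preset inter-gene correlation of 0.01 gave adjusted p = 0.000227 over the 8 lists of that passage. At P15, 42 genes were lower, 30 of them past the threshold against 4 higher (31 and 5 adjusted over the list alone), with a median of −0.43 and camera's adjusted p = 0.00458. The alternative that moved the P5 median most in size was restriction to the genes labelled in Fig. 1c (32 tested at P5 and 31 at P15), which the study picked from these libraries, with medians of −0.89 at P5 and −0.88 at P15. With the feeder share taken off the counts, the P15 median was −0.37 and no longer past the threshold of 0.05 (adjusted p = 0.0971 by camera, from a range of 2.80e-10 to 0.226 over all alternatives). Of the 16 results for gene lists, all those past camera's threshold remained so under limma's fry, and none did with the correlation estimated from the 4 libraries of a passage. *Rpa1* (ENSMUSG00000000751, GRCm38 chromosome 11, 75298166 to 75348324) had the smallest adjusted p of the list at both passages. It fell from 277 ± 10.2 CPM to 109 ± 4.10 CPM (SD, n = 2 each) at P5, a log2 fold change of −1.32 (standard error 0.042, adjusted p = 7.58e-22 by edgeR's quasi-likelihood test). *Pold2* (ENSMUSG00000020471, chromosome 11, 5872180 to 5878292) had log2 fold changes of −0.82 and −0.77 at P5 and P15, and *Bard1* (ENSMUSG00000026196, chromosome 1, 71027498 to 71103146) of −0.65 and −1.20. MEFs held 84.5 CPM of *Rpa1*, 43.2 CPM of *Pold2* and 8.21 CPM of *Bard1*. In a comparison chosen after seeing the data, the list differed between the passages by a median of 0.033 on the log2 scale, which camera did not place past the threshold (adjusted p = 0.703).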

Remarkably, by gene ontology (GO) analysis, DNA recombinational repair pathway was significantly downregulated under primed state (Fig. 1c, d). 

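*Rif1* (ENSMUSG00000036202, GRCm38 chromosome 2, 52072832 to 52122383) fell from 310.1 ± 15.4 CPM in naïve cells to 184 ± 0.888 CPM (SD, n = 2 each) in primed cells at P5. Its log2 fold change was −0.72 at P5 (standard error 0.039, adjusted p = 3.26e-16 by edgeR's quasi-likelihood test) and −1.15 at P15. *Dmc1* (ENSMUSG00000022429, chromosome 15, 79561497 to 79605109) was less abundant than *Rif1*, *Brca1* and *Brca2*, at 9.05 ± 0.207 CPM against 5.00 ± 0.536 CPM at P5 and 8.13 ± 0.278 CPM against 0.828 ± 0.127 CPM (SD, n = 2 each) at P15. Its log2 fold changes were −0.83 (standard error 0.16, adjusted p = 2.97e-05) and −3.29 (standard error 0.28, adjusted p = 6.50e-13) by edgeR's quasi-likelihood test. They differed between the passages by −2.45 (adjusted p = 1.86e-07 for the interaction). *Brca1* (ENSMUSG00000017146, chromosome 11, 101488764 to 101551955) had log2 fold changes of −0.90 at P5 (adjusted p = 5.30e-16) and −0.91 at P15 (adjusted p = 6.87e-14) by edgeR's quasi-likelihood test. *Brca2* (ENSMUSG00000041147, chromosome 5, 150522630 to 150570329) fell from 78.8 ± 2.70 CPM to 37.7 ± 0.406 CPM at P5 and from 78.2 ± 0.438 CPM to 31.9 ± 0.378 CPM (SD, n = 2 each) at P15. This gave log2 fold changes of −1.03 and −1.30. In each of these comparisons the primed replicates lay below both naïve replicates, and the MEF library held between 0.213 CPM (*Dmc1*) and 30.0 CPM (*Rif1*).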

Expression levels of *Rif1*, *Rad51*, *Dmc1*, *Brca1*, and *Brca2* were remarkably decreased in primed cells (Fig. 1c), and these genes are involved in double-strand break (DSB) repair process or telomere maintenance [50–52]. Mismatch repair and nucleotide-excision repair pathways were also repressed in primed, compared with naïve mESCs, but non-homologous end joining (NHEJ) and base-excision repair pathways did not differ between the two states (Additional file 1: Figure S4a-h). These data imply the more robust DNA repair capacity likely suggestive of better genomic stability maintenance in naïve mESCs compared with those of primed mEpiSCs.

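Lists for the other repair pathways were written by hand in the same way, and they share genes such as *Rpa1* and *Pold2* with the recombinational repair list and with each other. Of 25 mismatch repair genes, 23 were lower in primed cells at P5, with a median log2 fold change of −0.54 (adjusted p = 1.05e-05 by camera). Of the 25 genes, 19 were lower and 1 higher past an adjusted p of 0.01 by edgeR's quasi-likelihood test, and 19 and 1 adjusted over the list alone. At P15, 21 were lower (11 and 1 past the threshold by either adjustment), with a median of −0.18 (adjusted p = 0.0105). With 1 replicate left out it ranged from −0.28 (without primed replicate 1) to −0.11 (without primed replicate 2). The call was lost with the feeder share taken off (−0.086, adjusted p = 0.173, from a range of 0.000977 to 0.226 over the alternatives). Of 46 nucleotide excision repair genes, 38 were lower at P5 (30 lower and 5 higher past the threshold, and the same adjusted over the list alone), with a median of −0.39 (adjusted p = 0.000227). At P15, 33 were lower (17 and 3 past the threshold by either adjustment) and the median of −0.18 was not past camera's threshold (adjusted p = 0.0626). It was past it with DESeq2's size factors (−0.19, adjusted p = 0.0286, from a range of 0.00647 to 0.587), and with 1 replicate left out it came nearest 0 without primed replicate 2, at −0.12. *Msh6* (ENSMUSG00000005370, GRCm38 chromosome 17, 87975062 to 87990892) had the largest fall of the mismatch repair list, with log2 fold changes of −1.37 (standard error 0.035, adjusted p = 3.85e-24) and −1.66 (standard error 0.057, adjusted p = 1.38e-24) by edgeR's quasi-likelihood test. *Rfc5* (ENSMUSG00000029363, chromosome 5, 117378103 to 117389047) changed by −1.14 and −1.17, *Pcna* (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) by −0.75 and −0.32, and *Cul4b* (ENSMUSG00000031095, chromosome X, 38533274 to 38576196) by −0.56 and −1.07. The P15 change of *Pcna* was not past 0.01 with the feeder share taken off (adjusted p = 0.0108, from a range of 1.26e-07 to 0.0108 over the alternatives).

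**Figure D1:**
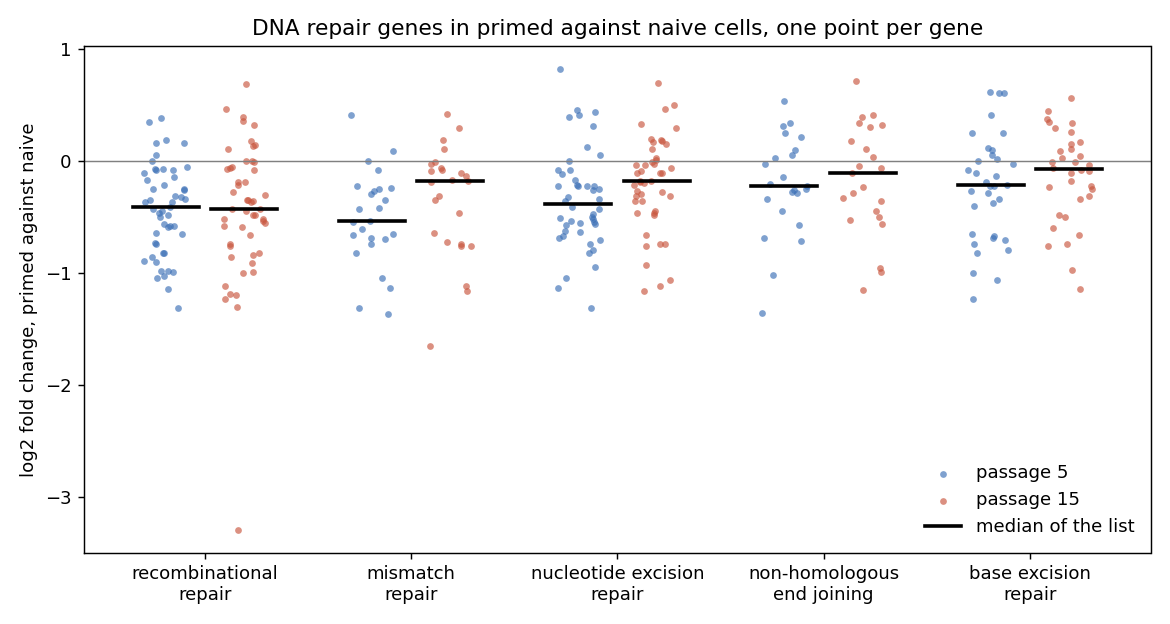
Log2 fold change of primed against naïve cells (y axis) for each tested gene of the 5 DNA repair lists (x axis), with P5 in blue, P15 in red, 1 point per gene and a black bar at each median. The medians lie lowest for mismatch repair at P5 (−0.54) and nearest 0 for base excision repair at P15 (−0.080), which is above 0 with library size alone or the feeder share taken off, and the lowest point is *Dmc1* at P15.

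For non-homologous end joining, 15 of the 23 genes tested were lower at P5 and 14 at P15, with medians of −0.23 (adjusted p = 0.114 by camera) and −0.11 (adjusted p = 0.251), neither past the threshold. At P5, 8 of these genes were lower and 2 higher past an adjusted p of 0.01, and at P15, 8 and 1, with the same counts adjusted over the list alone. Under fry both medians were past the threshold (adjusted p = 0.00297 and adjusted p = 0.0103, from ranges of 0.00297 to 0.263 and 0.0103 to 0.514). The P15 median ranged from −0.20 without primed replicate 1 to −0.021 without primed replicate 2. The P5 median was −0.10 without primed replicate 2, and over the genes labelled in Fig. S4 the P15 median was 0.037. For base excision repair, 24 of 34 genes were lower at P5, with a median of −0.22 that passed camera's threshold (adjusted p = 0.0117). Singly, 17 were lower and 4 higher past 0.01, and 17 and 4 adjusted over the list alone. Of all 16482 genes tested at P5, 10274 were past 0.01. Regardless of direction, the numbers for base excision repair and end joining are thus no larger in proportion than for other genes. With library size alone, 18 of the 34 genes were lower at P5, with a median of −0.019 (adjusted p = 0.0322 by camera). The median of all genes was then 0.21. At P15, 21 were lower (10 and 3 past the threshold by either adjustment). The median of −0.080 (adjusted p = 0.251) was −0.034 without naïve replicate 2 and turned to 0.025 with library size alone and 0.041 with the feeder share taken off. *Xrcc5* (ENSMUSG00000026187, chromosome 1, 72307421 to 72394952) of the end joining list had log2 fold changes of −1.36 at P5 and −0.96 at P15. *Xrcc6* (ENSMUSG00000022471, chromosome 15, 81987835 to 82040085) had −1.02 and −0.56, and *Shld2* (ENSMUSG00000041471, chromosome 14, 34237033 to 34310493) −0.69 and −0.99. *Parp1* (ENSMUSG00000026496, chromosome 1, 180568924 to 180601254) and *Ung* (ENSMUSG00000029591, chromosome 5, 114130386 to 114139323) of the base excision repair list had log2 fold changes of −1.07 and −1.23 at P5 and −0.97 and −1.14 at P15. Of the genes named from these lists, the MEF library held between 5.49 CPM (*Shld2*) and 141 CPM (*Pcna*). From the lower recombinational, mismatch and nucleotide excision repair pathways, the paper proposes that naïve mESCs have the more robust DNA repair capacity.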

To assess whether primed cells are more susceptible to DNA damage response, we performed immunofluorescence microscopy of γH2AX and 53BP1, commonly used as DNA damage response markers [50, 53] in naïve and primed state PSCs by exposure to low dose of either etoposide or H_2_O_2_. We intuitively monitored 53BP1 and γH2AX foci by immunofluorescence in etoposide or H_2_O_2_-treated cells. Increased 53BP1 and γH2AX foci appeared at 2 h in both cell types, and the number of foci was significantly reduced likely indicative of DNA repair after 20 h recovery in naïve cells, and almost similar to that without exposure to the DNA damage at 0 h (Fig. 1e–h; Additional file 1: Figure S1j). However, more 53BP1 and γH2AX foci persisted in primed cells than in naïve cells at 20 h (Fig. 1e–h; Additional file 1: Figure S1j). These data conclude that the DNA repair capacity is robust in naïve cells and is reduced in primed state.

### Two-cell (2C) embryo genes are repressed in primed mEpiSCs

Furthermore, representative 2C genes, e.g., *Zscan4*, *Tcstv1/3*, *Usp17l*, *Dppa2*, and *Dppa4*, that were highly upregulated in naïve mESCs, were noticeably downregulated in primed mEpiSCs (Fig. 2a). 

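Fig. 2a labels 14 2C genes, of which 11 had enough counts to be tested. All 11 were lower in primed cells at both passages and past an adjusted p of 0.01 by edgeR's quasi-likelihood test, also adjusted over the list alone. The study chose this list on these samples, so that the count over the list alone is not independent evidence. The median log2 fold change was −5.20 at P5 (adjusted p = 8.62e-06 by camera, and −4.48 without primed replicate 2) and −8.31 at P15 (adjusted p = 2.02e-10). At each passage 7 of the 11 genes had no more than 3 counts in every primed library, and with these at the lower bound of their fall the medians were −3.23 and −4.65. *Dppa2* (ENSMUSG00000072419, GRCm38 chromosome 16, 48303908 to 48319723) fell from 61.4 ± 1.83 CPM to 6.41 ± 0.275 CPM (SD, n = 2 each) at P5, a log2 fold change of −3.23 (standard error 0.089, adjusted p = 2.46e-23 by edgeR's quasi-likelihood test). It fell from 101 ± 3.32 CPM to 0.313 ± 0.200 CPM (SD, n = 2 each) at P15. *Dppa4* (ENSMUSG00000058550, chromosome 16, 48283733 to 48294237) was at 85.5 ± 3.00 CPM and 12.6 ± 0.796 CPM at P5 and at 89.1 ± 6.94 CPM and 0.200 ± 0.0389 CPM (SD, n = 2 each) at P15. It had log2 fold changes of −2.73 (adjusted p = 7.51e-24) and −8.75 (adjusted p = 3.33e-31) by edgeR's quasi-likelihood test. Single members of the *Zscan4*, *Usp17l* and *Tcstv* families are uncertain, since near-identical copies can share reads. The *Usp17l* family, summed over 5 genes on chromosome 7, was at 4.64 ± 0.262 CPM in naïve and 0.529 ± 0.115 CPM in primed cells at P5, and at 6.16 ± 0.0639 CPM and 0.400 ± 0.164 CPM (SD, n = 2 each) at P15. *Usp17le* (ENSMUSG00000043073, chromosome 7, 104768049 to 104777470) had a log2 fold change of −2.15 at P5 (adjusted p = 0.000740 by edgeR's quasi-likelihood test) from 3 and 7 primed counts. It was no longer past the threshold with DESeq2's Wald test (adjusted p = 0.0153, from a range of 0.000479 to 0.0278 over the alternatives). *Tcstv1* (ENSMUSG00000096284, chromosome 13, 119893388 to 119894785) and *Tcstv3* (ENSMUSG00000095821, chromosome 13, 120316878 to 120318178) were below the count filter and not tested. *Tcstv1* had 6 and 3 counts in the naïve libraries at P5, 8 and 5 at P15, and none in the primed libraries. *Tcstv3* had 2 and 3 counts in the naïve and 3 and 2 in the primed libraries at P5, where no fall was detectable, and 8 and 4 against 2 and 2 at P15. *Gm4340* (ENSMUSG00000090854, chromosome 10, 104194042 to 104196522) was at least 7.60-fold lower in primed cells at P5 and 9.00-fold at P15.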

We took advantage of previously reported lists of upregulated genes in 2C-like ESCs [28], and compared expression levels of 2C genes in naïve and primed cells. Conversion to primed state led to decreased enrichment of 2C embryo gene sets regardless of passages (Fig. 2b). 2C-like genes significantly overlapped with the upregulated genes in naïve cells compared with primed cells (*p* = 7.31e−13 for P5 and *p* = 2.16e−13 for P15), but showed no correlation with the upregulated genes in primed cells (*p* = 0.90 for P5 and *p* = 0.998 for P15) (Fig. 2c). These data suggested that 2C genes were repressed in primed mEpiSCs. Western blot and immunofluorescence microscopy confirmed sporadic expression of Zscan4 protein in naïve but not in primed cells (Fig. 2d, e). These results were also repeated in another independent cell line at 129 × C57 genetic background (Additional file 1: Figure S5a, b). In addition, RNA-seq data and seahorse experiment further confirmed that the metabolic pathways of glycolysis and oxidative phosphorylation were decreased during the transition from naïve to primed state (Fig. 2f, g). Therefore, unlike naïve mESCs, primed mEpiSCs lack a 2C-like cell subpopulation.

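A list of 77 nuclear-encoded oxidative phosphorylation genes and one of 23 glycolysis genes, both written by hand, were compared in place of the sets of Fig. 2f, which were not used here. At P5, 76 of the 77 oxidative phosphorylation genes were lower in primed cells, 69 of them past an adjusted p of 0.01 by edgeR's quasi-likelihood test and 70 adjusted over the list alone, with none higher past it. The median log2 fold change was −0.43 (adjusted p = 9.36e-08 by camera). At P15, 51 were lower, 25 lower and 5 higher past the threshold (24 and 4 adjusted over the list alone), and the median of −0.082 was not past camera's threshold (adjusted p = 0.251). That P15 median turned to 0.023 with library size alone, and was −0.13 with 13 mitochondrially encoded genes added (adjusted p = 0.0672). Of the glycolysis genes, 16 were lower and 6 higher past the threshold at P5, also adjusted over the list alone, with a median of −0.37 (adjusted p = 0.00276). At P15, 3 were lower and 10 higher past it (4 and 10 adjusted over the list alone), with a median of 0.052 (adjusted p = 0.584). In a comparison between the passages chosen after seeing the data, both lists differed, by a median of 0.51 for glycolysis (adjusted p = 3.82e-08 by camera on the interaction) and 0.37 for oxidative phosphorylation (adjusted p = 1.72e-10). *Pfkp* (ENSMUSG00000021196, GRCm38 chromosome 13, 6579768 to 6648777) fell from 197 ± 2.14 CPM to 83.8 ± 0.652 CPM at P5 and from 126 ± 1.57 CPM to 46.6 ± 5.70 CPM (SD, n = 2 each) at P15. *Gapdh* (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) had log2 fold changes of −0.79 (adjusted p = 2.81e-20) and −0.13 (adjusted p = 0.0198) by edgeR's quasi-likelihood test. The P15 value was past the threshold with DESeq2's Wald test (adjusted p = 0.00843, from a range of 0.000997 to 0.780 over the alternatives). *Eno1* (ENSMUSG00000063524, chromosome 4, 150236721 to 150248879) had log2 fold changes of −0.76 at P5 and −0.067 at P15, the latter turning to 0.037 with library size alone and 0.062 with the feeder share taken off. With 1 library left out, the P15 value of *Eno1* ranged from −0.13 to −0.01. *Hk2* (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454) had −0.73 and −0.58 and *Aldoc* (ENSMUSG00000017390, chromosome 11, 78322968 to 78327781) rose by 0.24 and 0.94. The P5 rise of *Aldoc* was not past 0.01 with DESeq2's Wald test (adjusted p = 0.0326, from a range of 1.81e-06 to 0.0664), nor without the low-count filter. *Atp5b* (ENSMUSG00000025393, chromosome 10, 128083273 to 128090391) fell from 2343 ± 45.9 CPM to 1193 ± 11.3 CPM (SD, n = 2 each) at P5. Its log2 fold change was −0.94 at P5 (standard error 0.030, adjusted p = 1.26e-21 by edgeR's quasi-likelihood test) and −0.52 at P15. *Atp5a1* (ENSMUSG00000025428, chromosome 18, 77773729 to 77782869), *Uqcrc1* (ENSMUSG00000025651, chromosome 9, 108936633 to 108949623) and *Atp5g1* (ENSMUSG00000006057, chromosome 11, 96068852 to 96075670) had log2 fold changes of −0.81, −0.90 and −1.02 at P5 and −0.51, −0.44 and −0.70 at P15. The MEF library held 4.68 CPM of *Aldoc* and, of the other genes named from these lists, between 44.0 CPM (*Pfkp*) and 1295 CPM (*Gapdh*).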

**Fig. 2:**
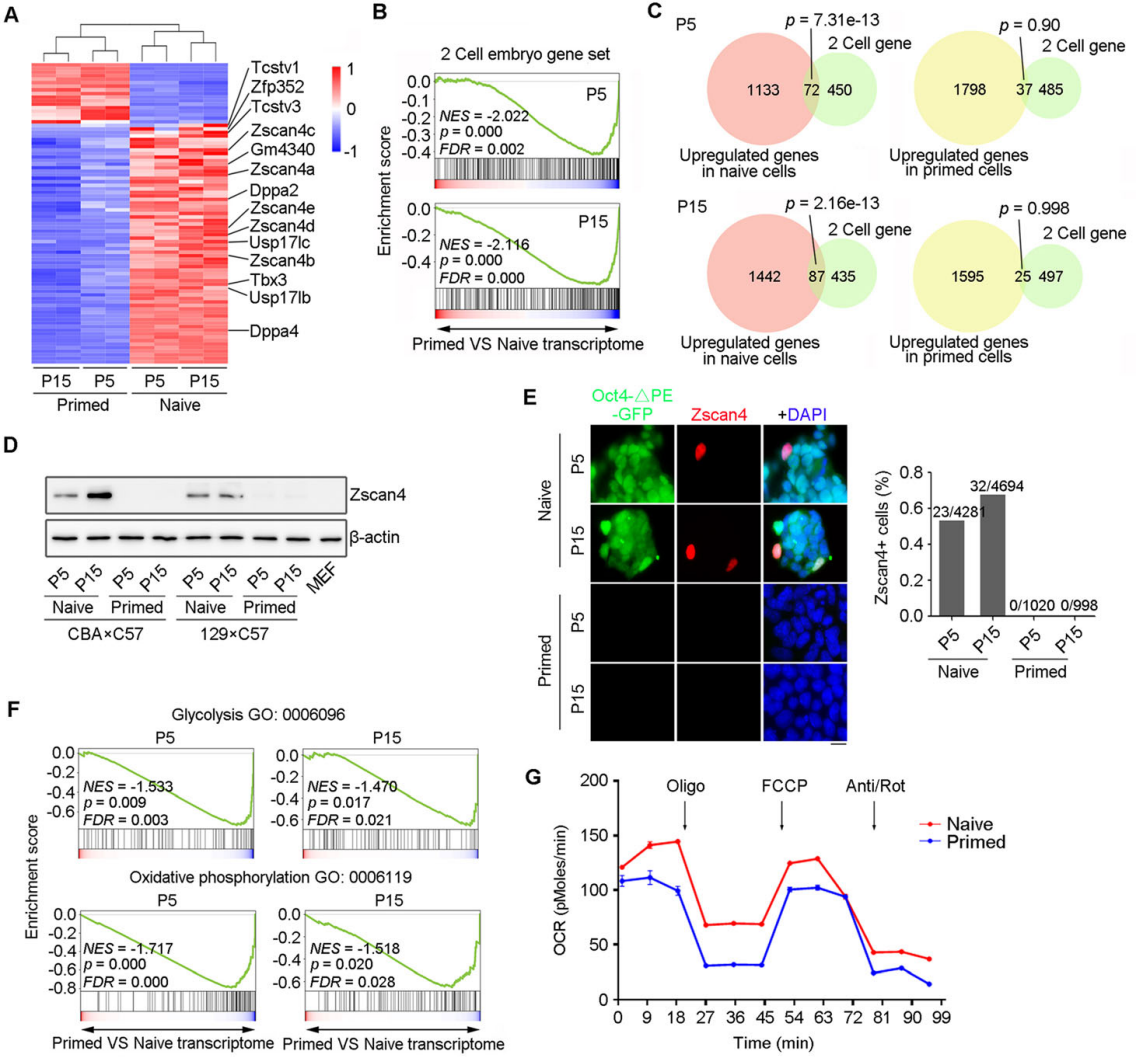
2C genes including *Zscan4* are repressed in primed mEpiSCs. **A** Heatmap highlighting gene expression profile related to 2C genes in CBA × C57 P5 and P15 naïve and primed cells. The representative genes are listed on the right. **B** Gene set enrichment analysis (GSEA) indicating that downregulated genes under primed state are highly enriched in the 2C gene set. **C** Venn diagram showing the overlap between upregulated genes in naïve and primed cells and 2C genes. *P* value was calculated by Fisher’s exact test. **D** Protein level of Zscan4 by western blot analysis of two different naïve and primed cell lines at P5 and P15. MEF cells served as a negative control. **E** Representative images of immunofluorescence of Zscan4 protein in CBA × C57 mESCs and mEpiSCs cultures at P5 and P15. Scale bar = 10 μm. Right panel, proportion of Zscan4^+^ cells based on immunofluorescence images. Number of cells counted is shown on the top of the bar. **F** Gene set enrichment analysis (GSEA) indicating that downregulated genes under primed state are highly enriched in the metabolic glycolysis pathway as well as in the metabolic oxidative phosphorylation pathway. **G** Oxygen consumption rate (OCR) in response to oligomycin, FCCP, and rotenone/antimycin of naïve and primed cells (n = 3)

### Primed PSCs do not elongate telomeres

Primed PSCs do not express 2C genes and notably *Zscan4*, in contrast to naïve PSCs. 

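The 6 annotated *Zscan4* copies, *Zscan4a* to *Zscan4f*, lie together on chromosome 7 of GRCm38, from 10794242 (*Zscan4a*, ENSMUSG00000110097, annotated as an unprocessed pseudogene) to 11402318 (*Zscan4f*, ENSMUSG00000070828). Because reads can be shared between the copies, their counts were added up. The sum was 17.5 ± 0.780 CPM in naïve cells at P5, from 706 counts, and 27.2 ± 0.0919 CPM (SD, n = 2 each) at P15, from 796 counts. In primed cells it was 0.232 ± 0.0932 CPM (SD, n = 2) at P5, from 6 and 3 counts in the 2 libraries. No count was found at P15, where expression was at least 158-fold lower than in naïve cells. The 3 counts that a library without any count allows correspond to 0.172 and 0.170 CPM in the primed libraries of P15, so that expression below this level could not be detected. The MEF library held 1 count. Taken one by one, the copies ranged from 1.59 CPM (*Zscan4b*, ENSMUSG00000095339) to 3.94 CPM (*Zscan4f*) in naïve cells at P5. Each was past the threshold at both passages, with the highest adjusted p of 8.38e-08 for *Zscan4b* at P5 by edgeR's quasi-likelihood test. *Zscan4c* (ENSMUSG00000054272, chromosome 7, 11005745 to 11010547) was at least 18.6-fold lower in primed cells at P5 and 35.5-fold at P15, and *Zscan4d* (ENSMUSG00000090714, chromosome 7, 11161374 to 11166159) at least 16.7-fold and 25.1-fold.

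**Figure D2:**
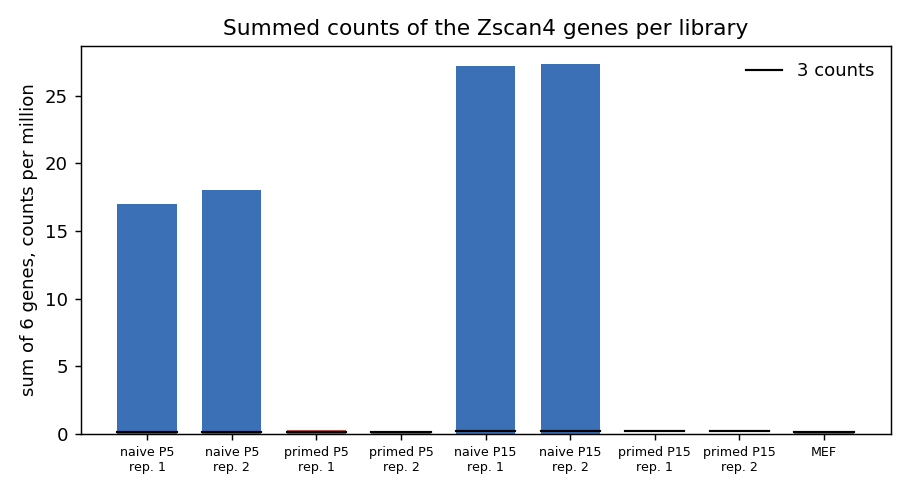
Summed CPM of the 6 *Zscan4* genes (y axis) in each of the 9 libraries (x axis), with 1 bar per library and a black line at the level of 3 counts. The naïve libraries stand at 17.0 and 18.1 CPM at P5 and 27.2 and 27.3 CPM at P15, and no primed or MEF library exceeds 0.298 CPM.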

*Zscan4* has been shown to be critical for telomere lengthening and maintaining the genomic stability of mESCs by telomere sister chromatid exchange (T-SCE)-based homologous recombination [52]. This prompted us to explore regulation of telomere maintenance of primed cells, compared with naïve cells. Telomerase genes *Tert* and *Terc* were expressed at similarly higher levels in naïve and primed cells, relative to MEF cells (Fig. 3a). 

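*Tert* (ENSMUSG00000021611, GRCm38 chromosome 13, 73626911 to 73649843) was at 17.8 ± 1.85 CPM in naïve and 15.3 ± 1.19 CPM in primed cells at P5, and at 13.6 ± 1.84 CPM and 11.3 ± 0.888 CPM (SD, n = 2 each) at P15. The single MEF library held 5.83 CPM. The log2 fold change between the states was −0.19 at P5 (standard error 0.11, adjusted p = 0.112) and −0.28 at P15 (standard error 0.14, adjusted p = 0.0795) by edgeR's quasi-likelihood test, neither past the threshold of 0.01. With library size alone the P5 value was 0.013, of the opposite sign. With 1 of the 4 libraries of a passage left out at a time, it ranged from −0.29 to −0.084 at P5 and from −0.43 to −0.14 at P15. The comparison with MEFs had no replicate of MEFs and was not tested. *Terc* (ENSMUSG00000064796, chromosome 3, 96414437 to 96414859), the RNA component of telomerase, had 2 and 3 counts in the naïve and 5 and 2 in the primed libraries at P5. At P15 it had 10 and 6 in the naïve and 8 and 2 in the primed libraries, and the MEF library held 2. These correspond to 0.124 ± 0.0346 CPM, 0.180 ± 0.0973 CPM, 0.560 ± 0.249 CPM, 0.286 ± 0.244 CPM (SD, n = 2 each) and 0.0851 CPM. *Terc* was below the count filter and not tested. No difference from the MEF library was detectable at this depth at P5, where the counts of MEFs and of naïve cells were both within the 3 that an absent gene allows. Library preparation selected poly(A) RNA, and *Terc* is annotated as a noncoding RNA of class misc_RNA.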

In consistency, both pluripotent state cells expressed similarly high telomerase activity (Fig. 3b; Additional file 1: Figure S5c). Dynamics of relative telomere length revealed by qPCR, shown as telomere/single-copy gene (T/S) ratio demonstrated that telomeres lengthened in naïve mESCs but not in primed PSCs with increasing passages (Fig. 3c). By telomere Q-FISH, telomeres also lengthened significantly in naïve mESCs with passages, whereas primed mEpiSCs failed to elongate their telomeres but exhibited slightly shortened telomeres (Fig. 3d, e). Similar results were obtained in another cell line from 129 × C57 genetic background (Additional file 1: Figure S5d, e, f).

**Fig. 3:**
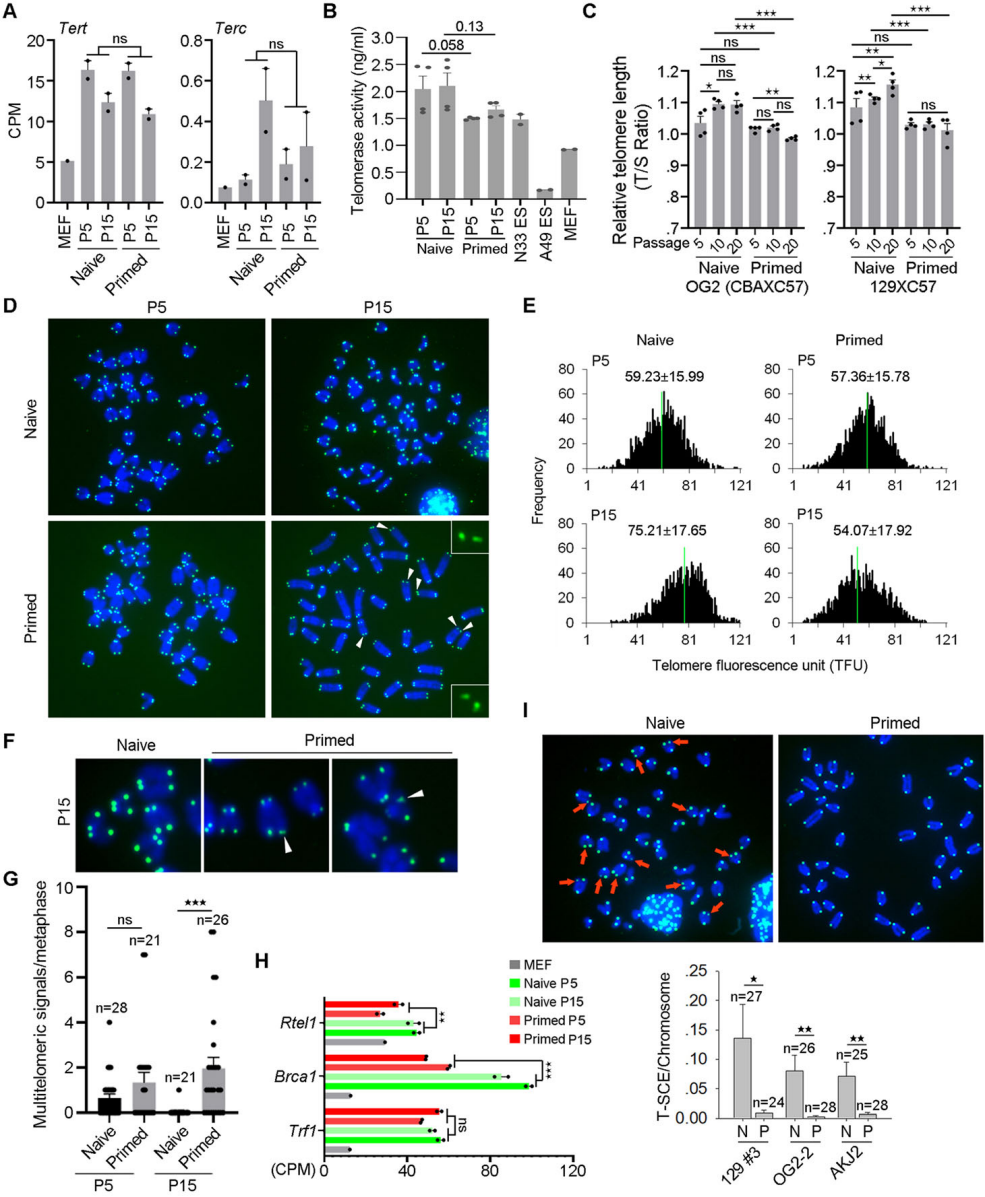
Distinct telomere maintenance in naïve and primed cells. **A** Expression levels (CPMs) of telomerase genes *Tert* and *Terc* in CBA × C57 naïve and primed cells at P5 and P15. Two biological repeats. **B** Quantification of telomerase activity of two different naïve and primed cell lines P5 and P15 by ELISA assay. WT N33 ESCs served as telomerase positive controls and telomerase-deficient G4 A49 ESCs served as negative controls. **C** Relative telomere length shown as T/S ratio by qPCR during passages (P5, P10, and P20) in naïve and primed cells in CBA × C57 or in 129 × C57 background. Four replicates are shown. *P < 0.05; **P < 0.01, ***P < 0.001. **D** Representative images displaying telomere FISH of naïve and primed cells at CBA × C57 background at P5 and P15. Blue, chromosomes stained with DAPI; green dots, telomeres. The white arrows indicate fragile telomeres. **E** Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel. About 20 chromosome spreads were quantified for each group. Two independent experiments. **F** Enlarged telomere Q-FISH images, showing telomere fragility (white arrowhead) in primed cells but not in naïve cells. Telomeres were labeled with telomere PNA probes (green), and chromosomes labeled with DAPI (blue). **G** Frequency of telomere fragility per chromosome. n, number of spreads counted. Two independent experiments. **H** Expression levels (CPMs) of *Trf1*, *Brca1*, and *Rtel1* genes in MEF cells, naïve, and primed cells. Two biological repeats. **I** Representative micrographs showing telomere sister chromatid exchange (T-SCE, red arrows) in naïve and primed cells in CBA × C57 background by CO-FISH analysis. Bottom panel, frequency of T-SCE in the naïve and primed cell lines from three different genetic background. Two independent experiments. Data is shown as Mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001

Notably, following relatively longer-term culture, primed cell lines at a later passage exhibited fragile telomeres (Fig. 3f, g; Additional file 1: Figure S5g). TRF1, RTEL1, and BRCA1 were reported to be involved in the formation of fragile sites [54–56]. *Trf1* expression level did not change between the two states, but *Rtel1* and *Brca1* expression levels were decreased in the primed cells compared to naïve cells (Fig. 3h). This, along with the declined DNA recombination repair capacity, might be linked to the fragile telomeres in primed mEpiSCs after longer passage. 

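*Trf1* (*Terf1*, ENSMUSG00000025925, GRCm38 chromosome 1, 15805646 to 15844052) was at 61.1 ± 1.85 CPM in naïve and 44.0 ± 0.513 CPM (SD, n = 2 each) in primed cells at P5, a log2 fold change of −0.44 (standard error 0.059, adjusted p = 1.09e-07 by edgeR's quasi-likelihood test). At P15 it was at 57.7 ± 2.51 CPM and 57.0 ± 1.81 CPM (SD, n = 2 each), with a log2 fold change of −0.028 (standard error 0.076, adjusted p = 0.759). This value turned to 0.077 with library size alone, to 0.12 with the feeder share taken off, and to 0.016 without naïve replicate 1. The difference between the passages was 0.43 (adjusted p = 0.000519 for the interaction in edgeR's quasi-likelihood test). *Rtel1* (ENSMUSG00000038685, chromosome 2, 181319739 to 181356616) was at 48.4 ± 1.83 CPM and 25.3 ± 1.93 CPM at P5, and at 47.2 ± 4.45 CPM and 36.9 ± 2.97 CPM (SD, n = 2 each) at P15. Its log2 fold changes were −0.90 (adjusted p = 3.68e-12) and −0.37 (adjusted p = 0.000390) by edgeR's quasi-likelihood test. The P15 change did not pass the threshold of 0.01 with library size alone (−0.27, adjusted p = 0.0117) or with the feeder share taken off (−0.40, adjusted p = 0.0163). Neither did it with DESeq2's Wald test without a low-count filter, chosen after seeing the data (adjusted p = 0.0161), from a range of 0.000215 to 0.0163 over the alternatives. *Brca1* was at 107 ± 1.58 CPM in naïve and 56.3 ± 1.01 CPM in primed cells at P5, and at 94.2 ± 4.12 CPM and 50.4 ± 0.286 CPM (SD, n = 2 each) at P15. The MEF library held 13.9 CPM of *Trf1*, 33.2 CPM of *Rtel1* and 14.4 CPM of *Brca1*.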

The fragile telomeres and declined recombination pathways are associated with minimal telomere maintenance in primed cells. These data indicated that vigorous telomere elongation takes place in naïve cells but not in primed cells.

Telomerase extends telomeres at a slow pace of about 50–100 nucleotides per cell cycle [57]. Although telomerase activity was high in both states, the difference in telomere length dynamics suggests that mechanism other than telomerase activity could be involved in telomere maintenance of these cells. Alternative lengthening of telomeres (ALT) is a telomerase-independent mechanism to elongate telomeres rapidly [58], in association with frequent telomere sister chromatic exchange (T-SCE), which can indicate the recombinational rate of telomeres [59–61]. We assessed T-SCE in naïve and primed cells by telomere chromosome orientation FISH (CO-FISH) analysis [59]. Frequency of T-SCE was extremely low in primed cells (Fig. 3i; Additional file 1: Figure S5h), associated with the declined expression level of *Dmc1* which is involved in telomere recombination process [52] (Fig. 1c).

To further explore whether the high expression of DNA recombination repair genes links to telomere maintenance, we knocked out *Brca1*, *Dmc1*, and *Rad51* in naïve cells respectively by CRISPR-Cas9 and measured telomeres (Additional file 1: Figure S6a, b). Cell morphology did not change much after knocking out each of these genes (Additional file 1: Figure S6c). Expression of pluripotent gene *Oct4* and 2C gene *Zscan4* also was not affected following knockout (KO) (Additional file 1: Figure S6d). Telomeres significantly shortened after *Dmc1* KO and slightly shortened after *Rad51* KO (Additional file 1: Figure S6e, f). Although telomere length slightly increased after *Brca1* KO, telomere fragility increased (Additional file 1: Figure S6e-h). Hence, higher expression levels of DNA recombination repair genes in naïve state facilitate telomere lengthening of mESCs, whereas low expression levels of DNA recombination repair genes in primed state may reduce telomere elongation.

DNA demethylation also could directly affect recombination level at telomere region, and increased DNA methylation level may inhibit telomere elongation [62, 63]. Expression levels of DNMTs varied in naïve and primed cells. 

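*Dnmt3l* (ENSMUSG00000000730, GRCm38 chromosome 10, 78041947 to 78063622), which encodes a catalytically inactive cofactor of de novo DNA methyltransferases, was at 217 ± 8.27 CPM in naïve and 32.2 ± 1.17 CPM (SD, n = 2 each) in primed cells at P5. There it had a log2 fold change of −2.72 (standard error 0.051, adjusted p = 1.42e-27 by edgeR's quasi-likelihood test). At P15 it was at 246 ± 0.238 CPM and 0.859 ± 0.652 CPM (SD, n = 2 each), a log2 fold change of −8.16 (standard error 0.14, adjusted p = 3.31e-34). The primed libraries of P15 held 23 and 7 counts, and the MEF library held 0.128 CPM. *Dnmt3b* (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730) was expressed in both states, at 291 ± 2.75 CPM in naïve and 396 ± 8.75 CPM in primed cells at P5 and 299 ± 2.05 CPM and 368 ± 5.09 CPM (SD, n = 2 each) at P15. Its rise in primed cells was 0.48 on the log2 scale at P5 (adjusted p = 4.57e-13 by edgeR's quasi-likelihood test) and 0.29 at P15 (adjusted p = 2.72e-05), larger than the spread between replicates and under 2-fold.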

*Dnmt3l* and *Dnmt3b*, as the naïve and primed marker genes [64, 65], were highly expressed in naïve and primed cells, respectively (Additional file 1: Figure S 7a). *Dnmt1*, *Uhrf1*, and *Dnmt3a* all were downregulated in primed cells (Additional file 1: Figure S7a). 

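*Dnmt1* (ENSMUSG00000004099, GRCm38 chromosome 9, 20907209 to 20959888) fell from 276 ± 6.53 CPM in naïve to 225 ± 4.35 CPM in primed cells at P5, and from 272 ± 6.33 CPM to 220.5 ± 9.77 CPM (SD, n = 2 each) at P15. Its log2 fold changes were −0.26 (standard error 0.037, adjusted p = 2.44e-07) and −0.31 (adjusted p = 1.69e-05) by edgeR's quasi-likelihood test. With library size alone the P5 change was −0.061 and not past the threshold (adjusted p = 0.138, from a range of 4.48e-09 to 0.138 over the alternatives). *Uhrf1* (ENSMUSG00000001228, chromosome 17, 56303321 to 56323486) was at 372 ± 3.70 CPM and 231 ± 0.375 CPM at P5 and at 408 ± 6.65 CPM and 282 ± 3.22 CPM (SD, n = 2 each) at P15. These levels gave log2 fold changes of −0.66 (adjusted p = 3.02e-16) and −0.55 (adjusted p = 9.46e-11) by the same test. *Dnmt3a* (ENSMUSG00000020661, chromosome 12, 3806007 to 3914443) was at 189.8 ± 9.26 CPM and 140.4 ± 6.75 CPM at P5 and at 244 ± 6.33 CPM and 128 ± 0.470 CPM (SD, n = 2 each) at P15. It changed on the log2 scale by −0.40 (adjusted p = 1.82e-09) and −0.94 (adjusted p = 2.89e-16). MEFs held 141 CPM of *Dnmt1*, 78.3 CPM of *Uhrf1* and 136 CPM of *Dnmt3a*, and the calls of all 3 genes held at both passages with the feeder share taken off. All 3 genes changed by less than 2-fold at each passage.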

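*Tet1* (ENSMUSG00000047146, GRCm38 chromosome 10, 62804570 to 62908996) fell from 471 ± 19.2 CPM in naïve cells to 94.7 ± 1.06 CPM (SD, n = 2 each) in primed cells at P5, a log2 fold change of −2.28 (standard error 0.040, adjusted p = 3.43e-28 by edgeR's quasi-likelihood test). At P15 it was at 469.6 ± 45.1 CPM and 57.3 ± 7.87 CPM (SD, n = 2 each), a log2 fold change of −3.05 (standard error 0.076, adjusted p = 4.76e-29). *Tet2* (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139) was at 55.1 ± 0.756 CPM and 19.4 ± 1.29 CPM at P5 and 60.5 ± 1.43 CPM and 14.3 ± 0.786 CPM (SD, n = 2 each) at P15. It changed by −1.47 and −2.09 on the log2 scale, and the MEF library held 22.3 CPM of it and 13.3 CPM of *Tet1*. *Tet3* (ENSMUSG00000034832, chromosome 6, 83362373 to 83459084) went the other way, from 15.3 ± 0.437 CPM to 50.4 ± 0.903 CPM (SD, n = 2 each) at P5, a log2 fold change of 1.75 (standard error 0.077, adjusted p = 2.64e-18 by edgeR's quasi-likelihood test). At P15 it rose from 16.0 ± 1.64 CPM to 39.2 ± 2.06 CPM (SD, n = 2 each), by 1.29 on the log2 scale (adjusted p = 2.60e-13). MEFs held more *Tet3* than either state, at 108 CPM. With the feeder share taken off the counts, its rise was still past the threshold at both passages. The share of the MEF count taken off exceeded the whole *Tet3* count of each naïve library. Too much was thus removed there, and this outcome cannot exclude a part played by feeder RNA.

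**Figure D3:**
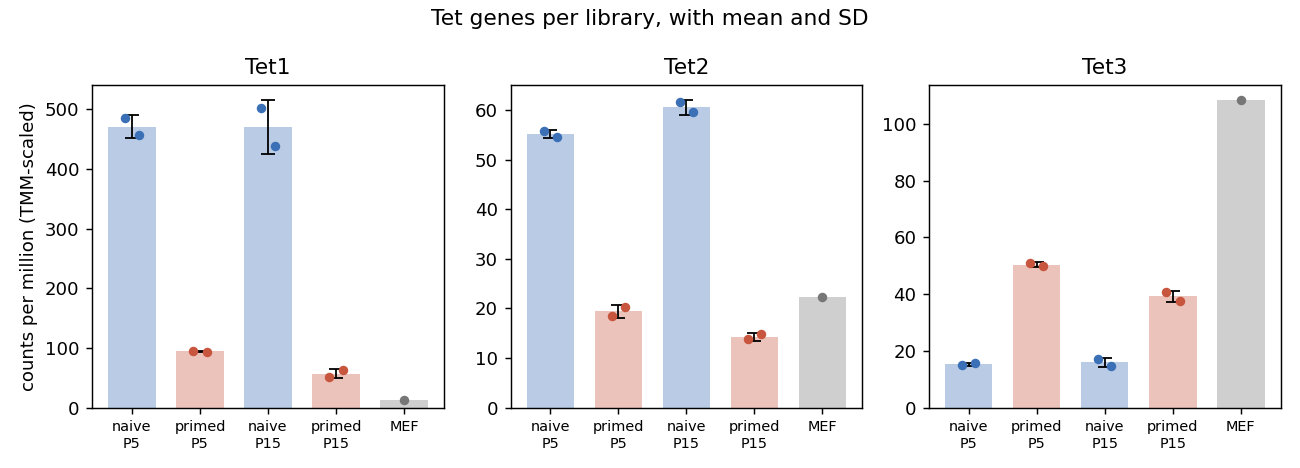
CPM (y axes, scaled separately for each gene) of *Tet1*, *Tet2* and *Tet3* in naïve and primed cells at P5 and P15 and in MEFs (x axes), where points are libraries, bars are means and error bars are the SD (n = 2, none for the single MEF library). Primed bars are below naïve bars for *Tet1* and *Tet2* and above them for *Tet3*, where the MEF library is highest at 108 CPM.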

Expression levels of *Tet1* and *Tet2* were decreased, but *Tet3* increased in primed cells compared with naïve cells (Additional file 1: Figure S7a). Tet family proteins oxidize 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), an intermediate that can lead to DNA demethylation [66, 67]. By immunofluorescence microscopy and dot blot assay, 5mC level did not change, but 5hmC level was decreased in primed cells (Additional file 1: Figure S7b-d). Differences in DNA methylation/demethylation levels may also regulate telomeres of naïve and primed cells. Increased telomere recombination activity corroborates robust telomere lengthening in naïve PSCs.

### Retrotransposon transcription distinguishes primed from naïve PSCs

Furthermore, we compared the transcription of transposable elements (TEs) in naïve and primed cells using an improved RNA-sequencing analysis pipeline [68]. The top 1000 TEs with the largest standard deviation (SD) separated naïve from primed cells (Fig. 4a). We looked at which TEs were overexpressed in naïve and primed cells, respectively. Top 20 TE families that were highly expressed in naïve cells at P5 and P15 included multiple types of retrotransposons but no DNA repeats (Fig. 4c). Among them, *L1* family members, especially *L1Md_Ts* were prominently upregulated in naïve cells compared with primed cells (Fig. 4b–d). Other *L1* family members, such as *L1Md_A*, *L1_Mus1*, and *L1Md_F2* were also upregulated in naïve mESCs (Fig. 4b, c). Among all 129 differentially transcribed *L1Md_Ts* at P5, 126 of them were upregulated in naïve mESCs, in contrast to only three of them upregulated in primed mEpiSCs. Similarly, 74 of 80 differentially expressed *L1Md_Ts* were upregulated in naïve cells at P15, but only 6 were upregulated in primed cells (Fig. 4b; Additional file 4: Table S3; Additional file 5: Table S4). Other retrotransposons, such as *SINEs* including *Alu* family integrant *B1_Mus1*, *B4* family integrant *ID_B1*, and *B2* family integrant *B3*, also were elevated to various degrees in naïve cells (Fig. 4c). *MERVL*, which reportedly is highly expressed in naïve mESCs and can mark 2C-like state [28], was not the most significantly increased retrotransposons in comparison with those of primed cells (Fig. 4c). This might be because *MERVL* is only highly expressed in naïve 2C-like subpopulations, compromising its total expression levels in a large ESC population.

**Fig. 4:**
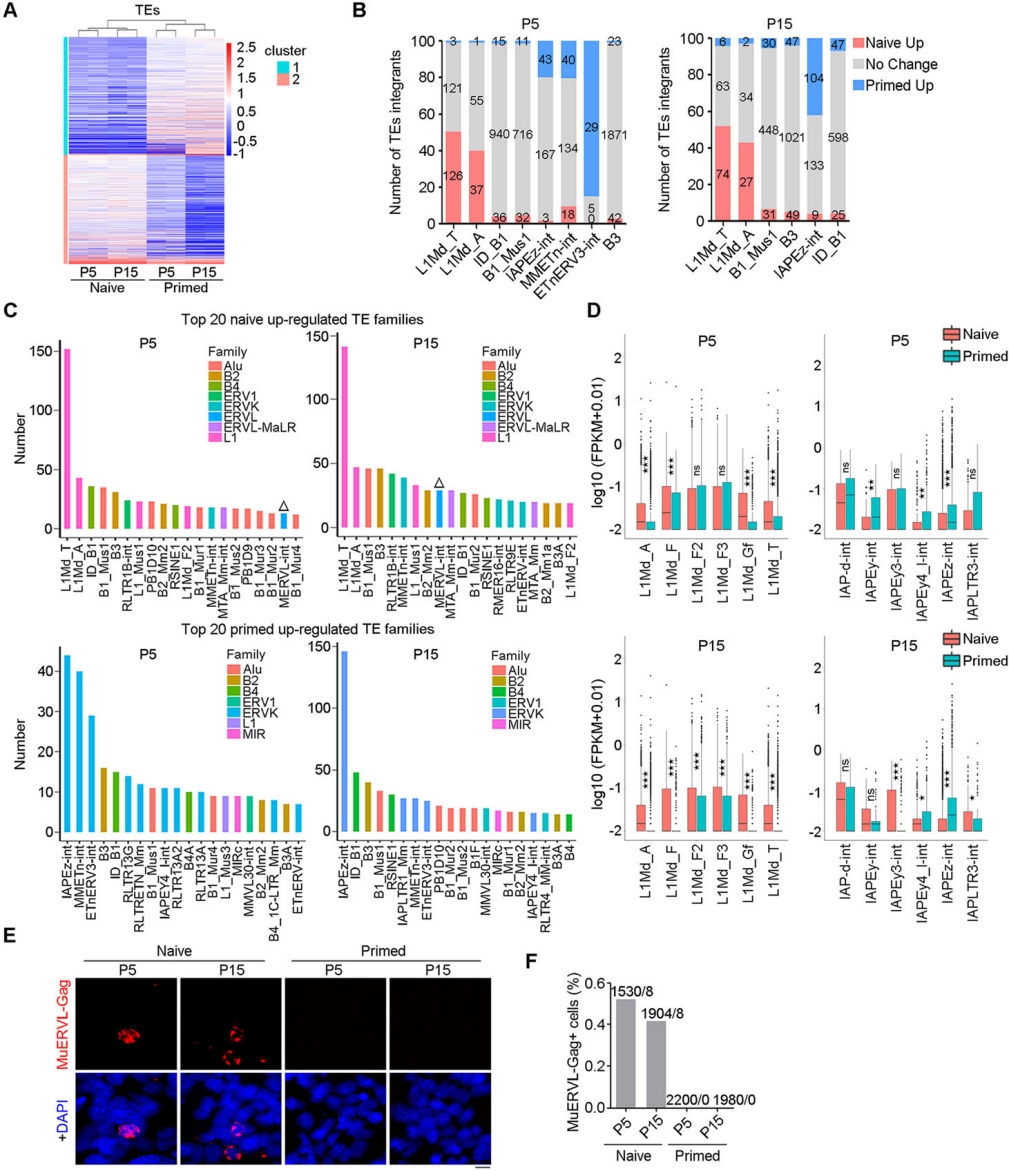
Retrotransposons distinguish mouse naïve from primed state. **A** Heatmap of RNA-seq expression data from CBA × C57 naïve mESCs and primed mEpiSCs. Data shown include 1000 differentiated expressed transposable elements (TEs) with the highest standard deviation (SD) between the samples. **B** TE signatures of naïve or primed mESCs. The most four heavily primed or naïve-biased TE families are represented as columns split into three segments: overexpressed integrants in naïve cells (1.5-fold cut-off, P < 0.01), overexpressed integrants in primed cells, and no change. **C** The top 20 TE families with the highest fold change between naïve and primed cells are heavily enriched for *LINE1* family (naïve) and *ERVK* family (primed). The triangles highlight the high expression of *MERVL* in naïve mESCs. **D** Left panel of boxplot showing the expression of integrant of *L1Md_A* and related families according to Dfam database. Right panel of boxplot showing the expression integrant of *IAPEz-int* and related families according to Dfam database. The significance is calculated by Wilcoxon Test. *P < 0.05; **P < 0.01; ***P < 0.001. **E** Representative immunofluorescence of 2C marker *MuERVL* Gag (red) in naïve and primed cells. DAPI-stained nuclei in blue. Scale bars = 10 μm. **F** Proportion of *MuERVL* Gag+ cells based on immunofluorescence images in Fig. 4E

Moreover, all of the top 20 TE families upregulated in primed cells also were retrotransposons (Fig. 4c). Members of the *ERVK* family, including *MMETn-int* and *ETnERV3-int*, and particularly *IAPEz-int*, were transcribed almost exclusively in primed cells (Fig. 4b–d). Among all 46 differentially transcribed *IAPEz-ints*, 43 were upregulated in primed mEpiSCs at P5. This trend was even more obvious in cells at P15, in which 104 of 113 differential *IAPEz-ints* were upregulated in primed cells, and only 9 upregulated in naïve cells (Fig. 4b; Additional file 4: Table S3; Additional file 5: Table S4). Other retrotransposons such as loci of the elements *ID_B1*, *B3* and *B1_Mus1* were upregulated in both naïve and primed cells (Fig. 4b, c).

Immunofluorescence microscopy confirmed that *MuERVL* was sporadically expressed in naïve PSCs but suppressed in primed PSCs (Fig. 4e, f). This result is in accordance with the repression of 2C genes in primed cells (shown above). These data demonstrated highly polarized retrotransposons in naïve and primed PSCs in that naïve mESCs are marked by high transcripts of *L1Md_T* whereas primed mEpiSCs are featured with high transcriptional level of *IAPEz-int*.

### Epigenetic regulation of transcription of naïve and primed PSCs

We explored the underlying mechanisms of how retrotransposons and 2C genes are repressed in primed cells. Initially, we examined the expression pattern of potential histone epigenetic modifications, including H3K9me3, H3K27me3, and H3K27ac, by immunofluorescence microscopy, which revealed no significant difference between naïve and primed cells (Additional file 1: Figure S7e). H3K9me3 exhibited typical foci with DAPI-stained heterochromatin, and H3K27ac and H3K27me3 showed similar nuclear distribution in naïve and primed cells. The expression pattern of PSCs differed greatly from that of differentiated MEF cells served as a control (Additional file 1: Figure S7e).

To determine the distribution of histone epigenetic modifications across the genome, we performed bulk chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) and ultra-low-input micrococcal nuclease-based native ChIP sequencing (ULI-NChIP-seq) assay of H3K9me3, H3K9me2, and Dnmt3b. At the genome-wide level, differential peaks between H3K9me2 and H3K9me3 were mainly enriched in naive cells (Fig. 5a). Firstly, we looked into the enrichment at naïve marker genes such as *Tbx3* and *Klf4* by the ChIP-seq data. Distinctly, H3K9me3 enriched at the promoter region of *Tbx3*, while H3K9me2 and Dnmt3b enriched at the promoter region of *Klf4* in primed cells (Additional file 1: Figure S8a, b), likely repressing their expression, respectively.

**Fig. 5:**
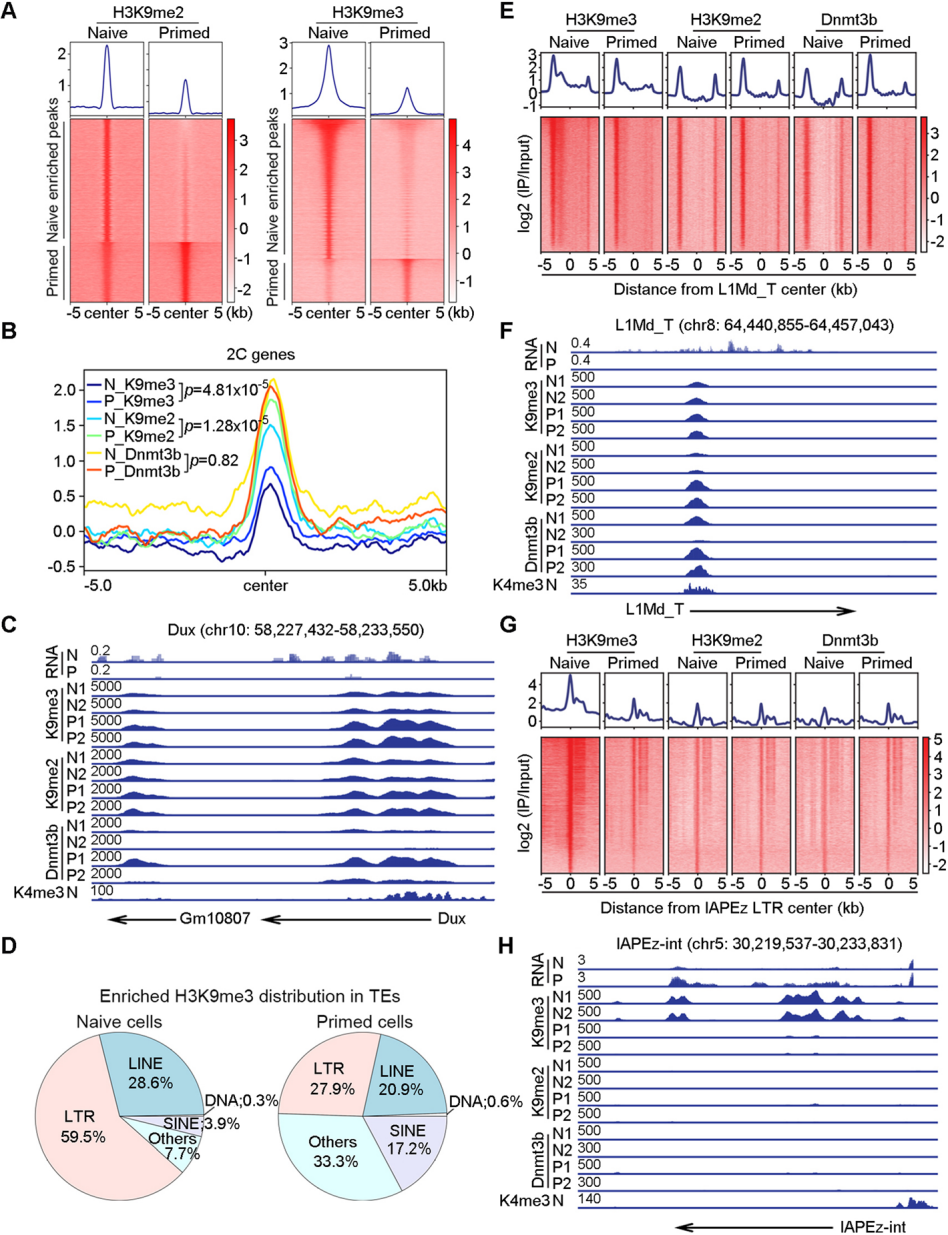
Epigenetic regulation of gene expression and TEs in naïve and primed cells. **A** H3K9me2 (left) and H3K9me3 (right) enrichment signal in differential enriched peaks. There are 28,347 and 32,326 enriched H3K9me2 and H3K9me3 peaks in naïve PSCs and 13,701 and 9,832 enriched H3K9me2 and H3K9me3 peaks in primed PSCs, respectively. The ChIP-seq signals are calculated as log2 ratio of normalized reads relative to the input. **B** H3K9me3, H3K9me2, and Dnmt3b enrichment signal profile plot around the TSS of 2C genes in naïve and primed PSCs, respectively. The ChIP-seq signals are calculated as log2 ratio of normalized reads relative to the input. The Wilcoxon signed-rank test was used to calculate the significance of difference. **C** Density plot of RNA-seq and ChIP-seq signal of *Dux* locus. Arrow indicates the direction of transcription. H3K4me3 was used to indicate the promoters of genes and analyzed based on published data from naïve mESCs cultured in serum/Lif [69]. RNA-seq signals are normalized by CPM, ChIP-seq signals are normalized by RPKM. **D** Differential enriched H3K9me3 peaks distribution in TEs. Peaks located in regions outside of TEs are labeled as Others. **E, G** Plot of H3K9me3, H3K9me2, and Dnmt3b binding profile and heatmap at all *L1Md_T* and *IAPEz-int* loci in naïve and primed PSCs. The ChIP-seq signals are calculated as log2 ratio of normalized reads relative to the input. **F, H** Density plot of RNA-seq and ChIP-seq signal of representative *L1Md_T* and *IAPEz-int* loci in naïve and primed PSCs. Arrow indicates the direction of transcription. H3K4me3 were used to indicate the promoters of genes. RNA-seq signals are normalized by CPM, and ChIP-seq signals are normalized by RPKM

Next, we assessed the abundance distribution of Dnmt3b and the two epigenetic modifications H3K9me2 and H3K9me3 across the 2C genes. H3K9me3 and H3K9me2 were more enriched in primed cells across the 2C genes compared to the naïve cells, but no significant difference in Dnmt3b enrichment was found (Fig. 5b). We analyzed the published *Setdb1*, *G9a*, and *Dnmt3b* (H3K9me3, H3K9me1/2, and DNA methyltransferases gene, respectively) KO RNA-seq data in naïve mESCs [70–72]. The naïve genes and 2C genes were upregulated after *Setdb1* and *G9a* KO, while only the naïve genes increased after *Dnmt3b* KO, the 2C genes were not affected (Additional file 1: Figure S8g-l), demonstrating that 2C genes were mainly regulated by H3K9 methylation rather than DNA methylation.

As 2C genes are expressed in only a small percentage (1–5%) of mESC populations, the average abundance signal of the histones could be masked when comparing the whole cell populations in naïve and primed PSCs. Nonetheless, some important genes still manifested differences in the abundance of histones between the two pluripotent states. For instance, *Dux* was discovered as a central transcription regulator of zygotic genome activation in 2C embryos and critical to the expression of *MERVL* and 2C genes during development and in mESCs [73–75]. 

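*Dux* is listed as *Duxf3* (ENSMUSG00000075046, GRCm38 chromosome 10, 58229979 to 58232675), and reads of its copies in the surrounding tandem repeat could be shared between genes or left uncounted, so that its counts are uncertain. The naïve libraries held 3 and 7 counts of it at P5 and 3 and 4 at P15, and the primed libraries 0 and 1 at P5 and none at P15. This corresponds to 0.248 ± 0.139 CPM in naïve and 0.0277 ± 0.0392 CPM in primed cells at P5, and to 0.238 ± 0.0246 CPM (SD, n = 2 each) in naïve cells at P15. At each passage 1 of the 2 naïve libraries held no more than the 3 counts that an absent gene allows. The gene was below the count filter and not tested. Without the filter, edgeR's quasi-likelihood test gave adjusted p = 0.144 at P5 and adjusted p = 0.0712 at P15, so that no difference was detectable at this depth by the threshold of 0.01. No count was found in the MEF library.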

In our RNA-seq and ChIP-seq data analysis, *Dux* was downregulated in primed mEpiSCs compared to naïve mESCs, and the downregulation was accompanied by elevated levels of H3K9me3, H3K9me2, and Dnmt3b at *Dux* promoter region marked by H3K4me3 (Fig. 5c). These data suggested that H3K9me3, H3K9me2, and Dnmt3b orchestrate in reducing expression of naïve pluripotency genes and suppressing specific 2C genes in primed cells.

### Distinct epigenetic regulation of *L1Md_T* and *IAPEz* in naïve and primed PSCs

The highly expressed specific retrotransposons in naïve and primed PSCs prompted us to understand their molecular regulation by potential epigenetic modifications. Notably, H3K9me3 bound much more LTRs in naïve cells than in primed cells (Fig. 5d), suggesting that H3K9me3 might play a fundamental role in silencing ERVs in naïve pluripotent cells. Then we examined the top two expressed RTEs in naïve and primed cells, the L1 family *L1Md_T* and *L1Md_A*, ERVs *IAPEz* and *ETnERV3*, respectively. As to L1 family, Dnmt3b bound more *L1Md_T* and *L1Md_A* in primed cells compared with those of naïve cells (Fig. 5e; Additional file 1: Figure S8c), indicating that DNA methylation might primarily regulate L1 RTEs in these two pluripotent cells. ChIP-seq data showing enrichment on specific sites of these two L1 families also confirm our conclusion. Especially, Dnmt3b bound more at *L1Md_T* and *L1MT_A* sites in primed cells than in naïve cells; meanwhile, H3K9me2 also seemed to play a repressive role in primed cells (Fig. 5f; Additional file 1: Figure S8d). As to the regulation of *IAPEz* and *ETnERV3*, ChIP-seq data revealed significantly decreased enrichment of H3K9me3 near the TSS site and also across these two ERVs in primed cells (Fig. 5g, h; Additional file 1: Figure S8e, f); thus, this reduced heterochromatic distribution might de-repress *IAPEz* and *ETnERV3*, resulting in their highly specific expression under the primed state. The H3K9me2 and Dnmt3b showed only minimal enrichment on these two ERVs sites (Fig. 5g, h; Additional file 1: Figure S8e, f). These data suggested that diverse epigenetic modifications regulate specific transcription of RTEs in naïve mESCs and primed mEpiSCs. Reduced Dnmt3b (DNA methylation) may promote specific L1 family transcription of *L1Md_T* and *L1Md_A* under naïve state, whereas *IAPEz* and *ETnERV3* transcription is mainly regulated by H3K9me3 in primed PSCs.

Kap1 is a co-repressor in mESCs and tethers to DNA by sequence-specific Kruppel-associated box zinc finger proteins (KRAB-ZFPs) and induces local heterochromatin formation through the histone methyltransferase Setdb1, responsible for H3K9me3, and has been shown to control endogenous retroviruses in ESCs [38, 39]. 

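*Kap1* is listed as *Trim28* (ENSMUSG00000005566, GRCm38 chromosome 7, 12999114 to 13031035). It was at 1605 ± 10.4 CPM in naïve and 665 ± 10.3 CPM (SD, n = 2 each) in primed cells at P5, a log2 fold change of −1.24 (standard error 0.032, adjusted p = 3.42e-24 by edgeR's quasi-likelihood test). At P15 the levels were 1661 ± 11.1 CPM and 933 ± 54.4 CPM (SD, n = 2 each), a log2 fold change of −0.84 (standard error 0.054, adjusted p = 2.43e-16). The fall was smaller at P15, by 0.41 on the log2 scale (adjusted p = 5.39e-07 for the interaction), and the MEF library held 411 CPM. With the feeder share taken off the counts, the log2 fold changes were −1.31 and −0.78.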

Our RNA-seq data and western blot analysis showed that Kap1 was downregulated in primed cells compared to naïve cells (Additional file 1: Figure S9a). We hypothesized that decreased Kap1 could lead to upregulation of *IAPEz-int* in primed cells. We analyzed the published sequencing data of *Kap1* knockdown (KD) ESCs [75, 76]. *IAPEz-int* was the most significantly upregulated type of retrotransposons (Additional file 1: Figure S 9b, c). The enrichment of Kap1 was very high at the *IAPEz-int* loci in ESCs and the enrichment of H3K9me3 at the *IAPEz-int* site was dramatically decreased after *Kap1* KD (Additional file 1: Figure S9d, e, g). Likewise, Kap1-mediated H3K9me3 also has an inhibitory effect on *L1Md_T* (Additional file 1: Figure S 9d, f, g). These data together further support the notion that heterochromatic histone modifiers can regulate *IAPEz-int* and *L1Md_T* transcription in PSCs.

### Primed PSCs manifest increased genomic instability in association with retrotransposon insertion

Lastly, we were curious to know any consequences, if any, resulting from differential DNA repair capacity and expression of retrotransposons in naïve versus primed PSCs. We compared the genomic stability of seven different clones from two different genetic background cell lines under naïve and primed state by conducting the whole-exome sequencing (WES) analysis. We applied the naïve ESCs served as references and compared the primed with naïve ESCs, because the naïve ESCs efficiently produced germline chimeras as well as TEC pups, indicating that the naïve ESCs are genomic stable. By such comparison with naïve ESCs, any insertions and the TEs contained within copy number variations (CNVs) in primed ESCs presumably are considered as de novo and specific. Six out of seven primed cell line clones from two genetic backgrounds had more CNVs compared to the naïve clones, and these CNVs contained similar families of TEs like *L1*, *Alu*, *B2*, and *B4*. The variable number of CNVs and TEs within CNVs indicates the heterogeneity of different clones (Additional file 6: Table S5). Notably, primed cells in CBA × C57 background accumulated a higher number of CNVs compared to naïve cells (Fig. 6a). Among the four cell line clones at CBA × C57 background, CNVs of primed cells mainly were found in the promoter regions (Fig. 6b). Most of them showed lost CNVs (Fig. 6c). Remarkably, when all the lost and gained CNVs in primed cells were mapped to the genome, most of CNVs contained more than 100 TEs (Fig. 6d) of various families, especially *L1*, *Alu*, and *ERVK* (Fig. 6e). As examples, the CNVs occurred on chromosomes 2 and 5 and the TEs within CNVs were found variable in different clones (Fig. 6f–i). Similar observation was also found in another cell line at 129 × C57 background and again TEs contained in CNVs were variable (Additional file 6: Table S5). These results demonstrated increased genomic instability in the primed ES cells and suggested that more CNVs in primed ES cells could be introduced by insertion of aberrantly activated retrotransposons.

**Fig. 6:**
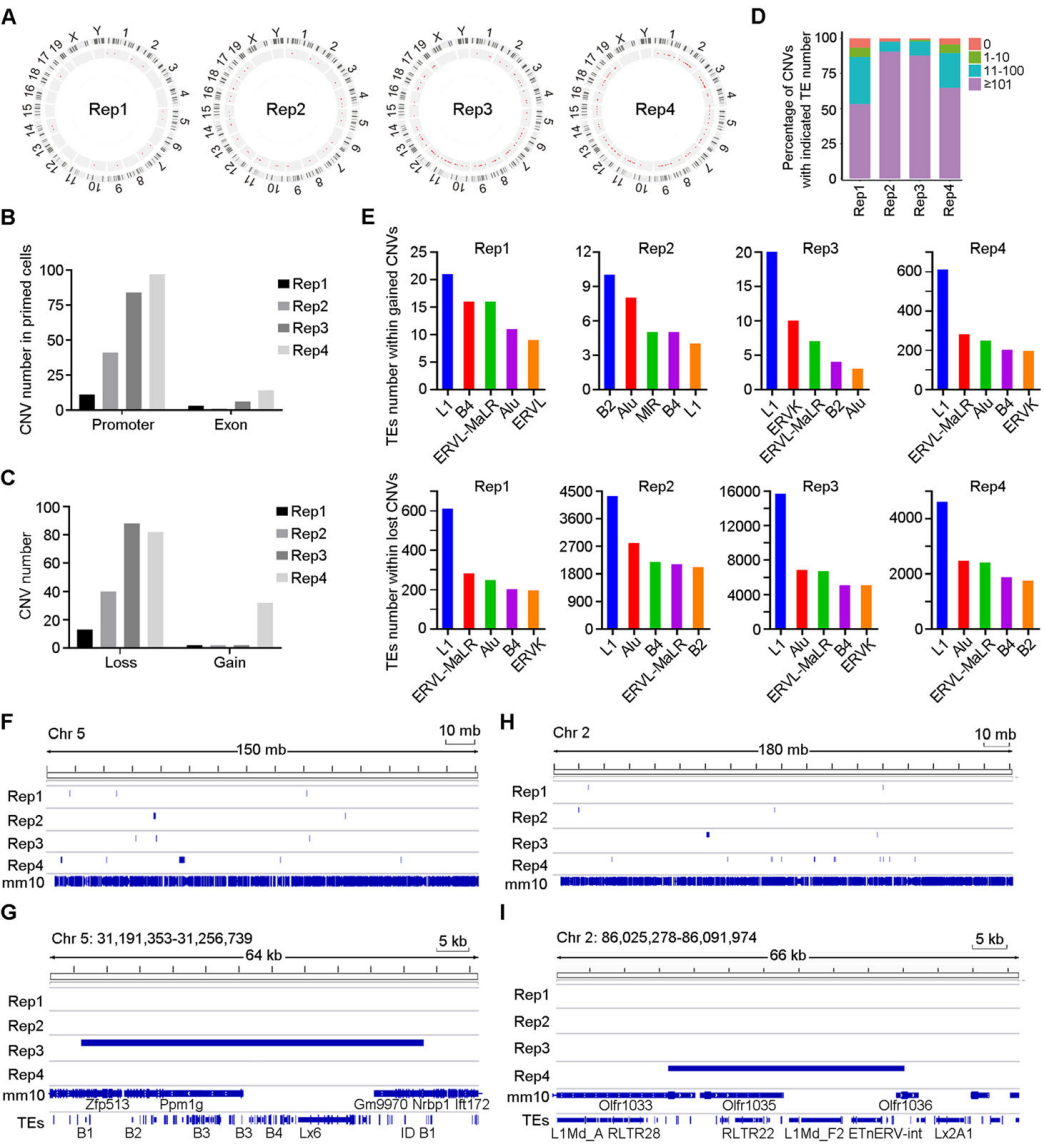
Primed mEpiSCs harbor more CNVs than do naïve mESCs. **A** Circos plot showing genetic alterations in primed cells from CBA × C57 genetic background. The red circle represents CNVs. n = 4 different cell line clones. **B** Genome distribution of CNVs in primed cells. **C** Number of gained and lost CNVs in primed cells. **D** Percentage of CNVs with different TE numbers. Four classes of CNVs were classified according to the number of overlapped TEs. **E** Number of TEs in the top five families contained within gained or lost CNVs sequence. **F** Genome browser view of the distribution of CNVs identified in chromosome 5 in primed cells. Blue markers represent gained CNVs. **G** Genome browser view by IGV of the distribution of gained CNVs identified in chromosome 5 mapping with TEs in primed cells. **H** Genome browser view of the distribution of CNVs identified in chromosome 2 in primed cells. Blue markers represent gained CNVs. **I** Genome browser view by IGV of the distribution of gained CNVs identified in chromosome 2 mapping with TEs in primed cells. All n = 4

## Discussion

We find that primed PSCs exhibit fragile telomere with passages and retrotransposon regulation by various histone modifications at specific loci, and deficient DNA recombination repair, distinct from naïve PSCs. Consequently, primed PSCs harbor increased frequency with passages of CNVs and genomic instability where retrotransposon integration is found, in contrast to naïve PSCs (Fig. 7). Our naïve ESCs were maintained on the presence of feeder cells under conventional serum/LIF culture conditions and exhibited developmental pluripotency as evidenced by efficient generation of germline chimeras as well as TEC pups that lived healthily to adulthood and reproduced, also indicating that the naïve ESCs were genomic stable.

**Fig. 7:**
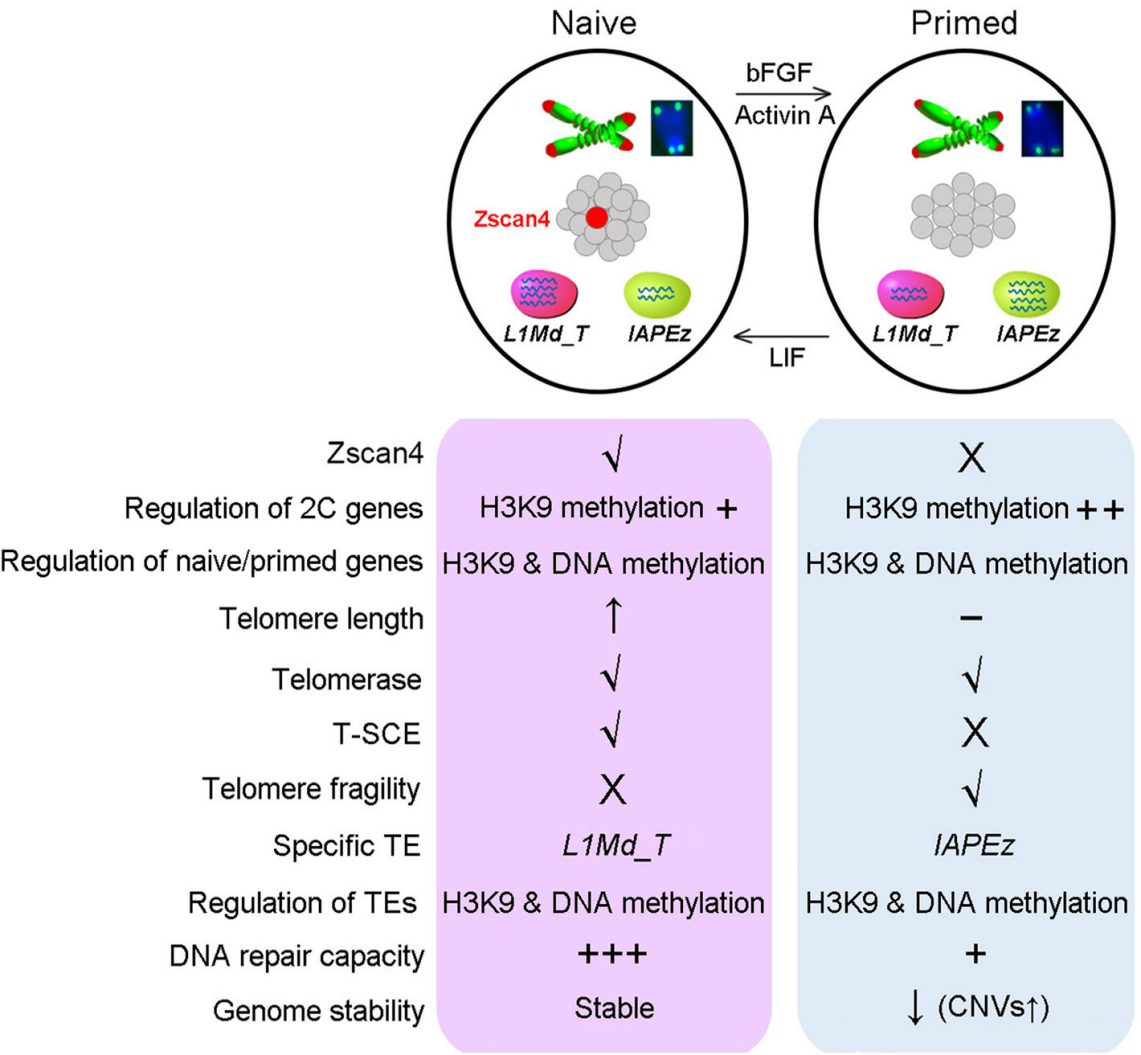
Schematic diagram showing distinct telomere regulation and retrotransposon transcription between naïve and primed cells. Telomeres lengthen significantly by telomerase and ALT pathway in naïve cells, which is associated with activation of the 2C genes and particularly sporadic expression of *Zscan4*. Repression of 2C genes including *Dux* in primed state cells is mainly caused by H3K9 methylation. While telomere elongation cannot be achieved by telomerase alone, telomere fragility occurs in primed cells, in association with decreased DNA recombination repair capacity. Naïve PSCs utilize both telomerase and telomere mechanisms to elongate telomeres, whereas primed PSCs have only telomerase to maintain telomeres. Nevertheless, the telomerase is insufficient after longer cultures of primed PSCs such that telomeres become shortened. Diverse inhibitory epigenetic modifications act together to regulate the retrotransposon transcription, resulting in specific expression of *L1Md_T* and *IAPEz-int* in naïve and primed cells, respectively. Moreover, decreased DNA repair capacity, aberrant transcription and insertion of retrotransposons are linked to increased genome instability in primed PSCs

Primed PSCs show reduced DNA recombination and repair capacity as well as low mismatch repair and nucleotide-excision repair capacity, different from naïve PSCs. DSB repair process is very rapid and homologous recombination-mediated repair (HRR) may predominate in mESCs [77]. *Rad51* and *Brca1*, involved in HRR [78], are downregulated under primed state. The high DNA recombination and repair capacity are important for maintaining telomere function and genomic stability in naïve cells. Telomeres lengthen under naïve state whereas elongation of telomeres is suppressed in primed cells, and this is linked to the repression of 2C genes and particularly *Zscan4* that is critical for telomere lengthening and maintaining the genomic stability of mESCs by T-SCE-based homologous recombination [52, 79]. *Zscan4* repression for longer term can impair naïve pluripotency and developmental potential of mESCs in vivo [25] and induce expression of differentiation-related genes [80]. T-SCE also is suppressed and high telomerase activity is required for telomere elongation in conventional primed human ESCs [81]. Lack of telomere recombination-induced telomere elongation corroborates increased frequency of fragile telomeres found in primed PSCs at later passage. The fragile sites are unstable under replication stress, and the fragile telomeres, as a result of replication stress at telomeres, would be more likely to result in chromosome instability due to deficiency in DSB repair at subtelomeric regions [54, 82]. Impaired telomere elongation by the accumulation of repressive histones and declined capacity of DNA recombination repair in association with fragile telomeres may lead to genomic instability of primed cells. In consistency, telomere erosion in human pluripotent stem cells conventionally known as primed state of pluripotency induces DNA damage response and leads to ATR-mediated mitotic catastrophe [83]. Also, mESCs depleted for telomere maintenance protein *TRF2* elicit minimal or only mild DNA damage response, in contrast to non-pluripotent or differentiated cells showing that TRF2-mediated telomere protection is dispensable in pluripotent stem cells [84, 85]. Notably, *TRF2* depletion in mESCs activates a totipotent-like two-cell-stage transcriptional profile including high levels of *Zscan4* and the upregulation of *Zscan4* reduces DNA damage and elongates telomeres in the absence of TRF2 [85], providing additional evidence in supporting importance of Zscan4 in pluripotent stem cells.

Increasing evidence established that Zscan4 is critical to telomere elongation and maintenance of naïve mouse ESCs. However, mechanisms underlying Zscan4-mediated telomere elongation remain elusive. Telomeres shortened after *Dmc1* KO in naïve ESCs and slightly shortened after *Rad51* KO (Additional file 1: Figure S6e, f), implying that DNA recombination is involved in telomere maintenance. We have attempted to exogenously overexpress *Dmc1* in the *Dmc1* KO naïve cell lines but failed in achieving the *Dmc1* rescue cells. As we did not overexpress *Dmc1* in WT naïve cells, we cannot conclude whether overexpression of *Dmc1* is toxic to the cells or whether this phenotype is an off-target effect. Also, it is likely that the telomere phenotype in primed state cells may be caused by comprehensive factors. Overexpression of a single factor alone may not be sufficient to rescue telomere phenotype in primed state cells. It will be necessary to systematically investigate telomere function and regulation in naïve and primed PSCs in future experiments.

Moreover, differential transcription of retrotransposons clearly distinguishes mouse primed from naïve states. *L1Md_T* is highly transcribed in naïve ESCs and *IAPEz-int* in primed cells. LINE1 regulates global chromatin accessibility in the early mouse embryo and also acts as a repressor of *MERVL* to balance 2-cell-like activity in mESCs [86, 87]. These data also support the notion that *L1* contributes to the pluripotency network [86]. Indeed, we also observed higher expression levels of *L1* than those of *MERVL* in naïve PSCs. Expression of retrotransposons is known to be regulated by a variety of epigenetic modifications, including DNA methylation and histone methylation [88–90]. Retrotransposons in naïve and primed cells are differentially regulated by diverse epigenetic modifications. For example, downregulation of *L1Md_T* in the primed state is mainly regulated by DNA methylation, and transcription of *IAPEz-int* is mainly regulated by histone methylation, such as H3K9me3. In support, heterochromatin modifier SETDB1 prevents TET2-dependent activation of *IAP* retroelements (especially *IAPEz-int*) in mESCs [91]. Diverse epigenetic modifications also regulate *Dux* expression, which in turn can activate downstream 2C genes such as *Zscan4* and *MERVL* that serve as enhancers of 2C genes including *Zscan4* itself [73–75, 80]. *Zscan4*, in turn, activates *MERVL* and cleavage embryo genes [80]. In naïve PSCs, the highly expressed *Dux* activates a series of downstream 2C genes, including *Zscan4*, which can activate *MERVL* and rapidly lengthens telomeres through T-SCE. A large amount of *LINE1* transcription is required to inhibit excessive 2C gene expression to maintain genome stability and pluripotency of naïve cells. In contrast, under primed state, diverse inhibitory heterochromatin epigenetics act in combination at the *Dux* gene promoter region to inhibit *Dux* expression and further repress expression of downstream 2C genes. Therefore, the primed cells do not need *LINE1* to inhibit 2C genes. Recently, *Dux* expression is reported to facilitate nuclear transfer and somatic reprogramming by activating downstream 2C genes and plays an important role during 2C-like to pluripotent state transition process [92, 93].

However, aberrant *L1* transcripts that have retrotransposition activity may harm the host genome by random integration and consequently lead to genomic instability [94], even though fewer *L1* is activated in primed cells than in naïve cells. Indeed, exome-seq data reveals that primed cells accumulate more CNVs containing various TEs. Although a relatively large CNV contains one or many TEs, the CNV boundaries do not necessarily indicate the mechanism underlying the induction of CNV by TEs. 

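*Eomes* (ENSMUSG00000032446, GRCm38 chromosome 9, 118478212 to 118486132), which encodes a T-box transcription factor, rose from 6.45 ± 0.328 CPM in naïve to 39.1 ± 4.59 CPM in primed cells at P5 and from 4.39 ± 0.244 CPM to 55.1 ± 3.70 CPM (SD, n = 2 each) at P15. Its log2 fold changes were 2.63 (standard error 0.11, adjusted p = 4.79e-19) and 3.64 (standard error 0.12, adjusted p = 1.35e-24) by edgeR's quasi-likelihood test. *Gsc* (ENSMUSG00000021095, chromosome 12, 104471209 to 104473330), which encodes the homeobox protein goosecoid, was at 0.645 ± 0.138 CPM and 15.6 ± 2.02 CPM at P5 and at 0.899 ± 0.186 CPM and 30.6 ± 2.88 CPM (SD, n = 2 each) at P15. It rose on the log2 scale by 4.62 (adjusted p = 1.37e-17) and 5.08 (adjusted p = 8.56e-23). The MEF library held 0.128 CPM of *Eomes* and 0.595 CPM of *Gsc*, and both genes were higher in each primed library than in each naïve library.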

RNA-seq data shows that primed ESCs express genes for lineage specification such as *Eomes* and *Gsc* as mesendoderm marker genes [95], suggestive of differentiation properties. Additionally, primed ESCs exhibit reduced DNA repair capacity, increased telomere fragility, declined mitochondria functions, and aberrant cell cycle. These factors together could compromise developmental potential of primed ESCs.

## Conclusions

Primed PSCs have been known to have lower pluripotency than do naïve PSCs. Our data reveals that primed PSCs in mice exhibit declined telomere maintenance and elevated retrotransposon-associated genomic instability, coincided with reduced DNA recombination repair capacity. Specifically, (1) Telomeres lengthen in naïve PSCs, which acquire robust recombination repair, but not in primed state, such that naïve PSCs maintain telomere integrity, whereas primed PSCs exhibit fragile telomeres; (2) Naïve and primed states show distinct retrotransposon activation and related epigenetic state; (3) Genomic instability is increased in primed PSCs, in association with the insertion of retrotransposons and increased CNVs in contrast to naïve PSCs; (4) Reduced function in cell cycle and mitochondria and differentiation properties are found in primed PSCs. Mitochondria dysfunction has been linked to telomere attrition. Fragile telomeres, decreased DNA recombination repair capacity, and aberrant retrotransposon activity together likely contribute to increased genomic instability found in primed mouse PSCs after prolonged culture in vitro. This also may explain why mouse naïve PSCs achieve developmental pluripotency by stringent functional assays, but primed PSCs do not. These findings could have implications in further derivation and characterization of human naïve and primed PSCs.

## Methods

### Animal care and use

Use of mice for this research was approved by the Nankai University Animal Care and Use Committee. All mice used in this study were taken care of and operated according to the relevant regulations. Mice were housed and cared in individually ventilated cages (IVCs) on a standard 12 h light: 12 h dark cycle in the sterile Animal Facility. Oct4-GFP (OG2) mice (CBA × C57, JAX stock #004654) that carry Oct4 distal promoter-driven GFP were purchased from Model Animal Research Center of Nanjing University. 129 × C57 mice, albino ICR mice, and albino Kunming (KM) mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. The mice were humanely euthanized for specific experiments.

### Derivation of naïve mESCs

Conventional naïve mESC lines were established and characterized based on the method described and reviewed previously [96]. Blastocysts were isolated from the uterine horns of pregnant females at embryo (E) 3.5 using a dissection microscope in HKSOM and plated onto mitomycin C-treated MEF cells served as feeders in KSR/DMEM (K/DL) medium and cultured for 7 days to form outgrowths. Emerging ICM outgrowths were directly picked into serum/LIF (S/L) medium on feeders to establish stable naïve mESC lines. mESCs were maintained by dissociating cells with 0.25% TE every 2–3 days and re-plating them onto feeder cells. K/DL medium contains knockout DMEM (Invitrogen) supplemented with 20% Knockout serum replacement (KSR, Invitrogen), 1 mM l-glutamine, 100 μM NEAA, 1% 2A, 0.1 mM β-mercaptoethanol (β-me, Invitrogen), 1 μM PD0325901 (Miltenyi), and 1000 IU/ml mouse LIF (mLIF, Millipore). S/L medium (ESC culture medium) contains knockout DMEM supplemented with 20% FBS (ES quality, Hyclone), 1 mM l-glutamine, 100 μM NEAA, 1% 2A, 0.1 mM β-me, and 1000 IU/ml mLIF.

### ESC cultures

Three mouse ES cell lines were used in this study. OG2 ESC line was derived from C57BL6 × CBA mice that carry *Oct4* distal promoter-driven GFP, 129 × C57 ESC line from B6 × 129F1 mice, and AKJ2 ESC line from actin-GFP mice in C57BL/6J origin. Naïve mESCs were routinely cultured based on the method described previously [23]. Briefly, mESCs were cultured under 5% CO_2_ at 37 °C on mitomycin C-treated MEF feeder in S/L medium consisting of knockout DMEM supplemented with 20% fetal bovine serum (FBS, ES quality, Hyclone), 1000 U/ml leukemia inhibitory factor (LIF) (ESGRO, Chemicon), 0.1 mM non-essential amino acids, 0.1 mM β-mercaptoethanol, 1 mM l-glutamine, and penicillin (100 U/ml) and streptomycin (100 μg/ml). Naïve mESCs were maintained by dissociating cells with 0.25% TE every 2–3 days and re-plating them onto feeder cells.

Conversion of mEpiSCs from naïve mESCs was achieved based on the method described [11]. In brief, mESCs were seeded at a density of 10^5^ cells per 6-well plate in S/L medium on feeder cells. On the next day, the medium was replaced with mEpiSCs bFGF/Activin A (F/A) medium. After culture for 3–4 days, the surviving cells grew and formed large compact colonies. These primed EpiSCs were passaged every 3–4 days on feeder cells by collagenase IV (1 mg/ml; Invitrogen) dissociated as cell clumps or mechanical dissociation by syringe needles. The F/A medium contains a 1:1 mixture of DMEM/F12 (Invitrogen) supplemented with N2 (Invitrogen) and Neurobasal (Invitrogen) supplemented with B27 (Invitrogen), 1 mM l-glutamine, 0.1 mM non-essential amino acids, penicillin (100 U/ml) and streptomycin (100 μg/ml), 0.1 mM β-mercaptoethanol, 1% KSR, 12 ng/ml bFGF (Invitrogen), and 20 ng/ml Activin A (Peprotech). The density of feeder cells was crucial to maintaining these mEpiSCs passaging in vitro in an undifferentiated state.

### Production of chimeras and genotyping

Approximately 10–15 naïve mESCs or primed mEpiSCs were injected into 4–8-cell embryos of ICR mice as hosts using a Piezo injector as described [96]. Injected embryos were cultured overnight in KSOM_AA_ medium. Blastocysts were transferred into uterine horns of E2.5 surrogate mice. Pregnant females delivered pups naturally at about E19.5. Pups were identified initially by coat color. Contribution of mESCs or mEpiSCs to various tissues in chimeras was confirmed by standard DNA microsatellite genotyping analysis using *D12Mit136* primers: 5′-TTA ATT TTG AGT GGG TTT GGC-3′ and 5′-TTG CTA CAT GTA CAC TGA TCT CCA-3′.

### Tetraploid embryo complementation (TEC)

To generate mice by tetraploid embryo complementation, two-cell embryos were collected from the oviducts of ICR females and electrofused to produce one-cell tetraploid embryos that were then cultured in KSOM media. Naïve mESCs were injected into the tetraploid blastocyst cavity. The blastocysts were placed in KSOM with amino acids until embryo transfer. Approximately thirty injected blastocysts were transferred to each uterine horn of 2.5-day-postcoitum pseudopregnant ICR females. Pregnant recipients with tetraploid embryos were subjected to cesarean section on day 18.5 of gestation. TEC mice further were mated with ICR mice to test their fertile capacity. The contribution of naïve mESCs to TEC mice was confirmed by standard DNA microsatellite genotyping analysis using *D12Mit136* and *D12Mit99* primers (5′- CTT ACA GAA AAT GAA AAC CAA AAC A-3′ and 5′-CCT CTG CTT TAG AGG CAA ACG-3′).

### DNA damage response

To induce DNA damage, naïve and primed PSCs were exposed to 2.5 μM etoposide or 5 mM H_2_O_2_ for 2 h. Two hours and 20 h following the exposure, cells were collected for immunofluorescence microscopy of 53BP1 or γH2AX foci, commonly used as DNA damage response markers [53]. More than 50 cells were counted for quantification of each group.

### Immunofluorescence microscopy

Cells were washed twice in PBS, fixed in freshly prepared 3.7% paraformaldehyde for 30 min on ice, washed once in PBS, and permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum plus 0.1% BSA in PBS) for 30 min at room temperature, then washed once in PBS, and left in blocking solution for 2 h. Cells were incubated overnight at 4 °C with primary antibodies anti-Oct4, Nanog, SSEA1, Dnmt3b, 53BP1, γH2AX, or Zscan4. Cells were washed three times with blocking solution and incubated for 1 h with secondary antibodies at room temperature. Goat Anti-Mouse IgG (H + L) FITC, Goat Anti-Rabbit IgG (H + L) Alexa Fluor® 594, and Donkey Anti-Goat IgG (H + L) Alexa Fluor® 594 diluted 1:300 with blocking solution were used. Samples were washed and counterstained with 0.5 μg/ml DAPI (Roche) in Vectashield (Vector) mounting medium. Fluorescence was detected and imaged using Axio-Imager Z2 Fluorescence Microscope (Carl Zeiss).

### Western blot

Cells were washed twice in PBS, collected, and lysed in cell lysis buffer on ice for 30 min and then sonicated for 1 min at 60 of amplitude with 2-s intervals. After centrifugation at 10,000*g*, 4 °C for 10 min, supernatant was transferred into new tubes. The protein concentration was measured by bicinchoninic acid, and then protein samples were boiled in SDS Sample Buffer at 95 °C for 10 min. Same amount of protein of each cell extract was resolved by 10% Acr-Bis SDS-PAGE and transferred to polyvinylidene difluoride membranes (PVDF, Millipore). Nonspecific binding was blocked by incubation in 5% skim milk in TBST at room temperature for 2 h. Blots were then probed with primary antibodies overnight by incubation at 4 °C with Oct4, Nanog, Dnmt3b, or Zscan4, and β-actin served as a loading control. Immunoreactivity bands were then probed for 2 h at room temperature with the appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies, goat anti-Rabbit IgG-HRP, or goat anti-Mouse IgG (H + L)/HRP. Protein bands were detected by chemiluminescent HRP substrate (WBKLS0500, Millipore). Information of antibodies is listed in Additional file 7: Table S6.

### Dot blot

Total 5mC and 5hmC levels were measured by dot blot analysis based on the method described [97]. Briefly, genomic DNA was denatured in 0.4 N NaOH and 10 mM EDTA at 95 °C for 10 min, and 2-fold serial dilutions were spotted on positively charged nylon membranes. The membranes were immunoblotted with 5mC and 5hmC antibody, followed by HRP-conjugated goat anti-mouse or anti-rat antibodies. DNA loading was verified by staining with methylene blue.

### Generation of *Dmc1*, *Rad51*, or *Brca1* KO naïve mESCs by CRISPR/Cas9

Briefly, CRISPR/Cas9 expression vector pSpCas9(BB)-2A-Puro (PX459) was digested with BbsI endonuclease (Fermentas). The sgRNA targeting *Dmc1*, *Rad51*, or *Brca1* was designed using http://crispor.tefor.net/crispor.py. sgRNA-F and sgRNA-R were annealed into a double strand as 95 °C for 30 s, 72 °C for 2 min, 56 °C for 2 min, 37 °C for 2 min, 25 °C for 2 min, and 4 °C for storage. Annealed double strand was diluted to 100-fold and constructed to a linearized vector. Positive clones were picked for sequencing, and the sequencing primers were Human U6 Promoter-F (ACT ATC ATA TGC TTA CCG TAA C). After sequencing, the correct bacterial solution was chosen for expansion culture and the ultrapure plasmid extracted for cell transfection. After transfection, cells were screened by puromycin and then selected and expanded from a single clone. The knockout cells were characterized by PCR and sequencing. The knockout cells were cultured for additional 8 passages prior to measurement of telomeres. The sequences of sgRNA and PCR detection primers are listed in Additional file 7: Table S6.

### Telomerase activity by TRAP assay

Telomerase activity was determined by the Stretch PCR method according to manufacturer’s instruction using TeloChaser Telomerase assay kit (T0001, MD Biotechnology). About 2.5 × 10^4^ cells from each sample were lysed. Lysis buffer served as negative controls. PCR products of cell lysate were separated on non-denaturing TBE-based 12% polyacrylamide gel electrophoresis and visualized by ethidium bromide (EB) staining.

### Telomerase activity by ELISA assay

Telomerase activity was quantified using ELISA Kit (CSB-E08022m, CUSABIO) according to the manufacturer’s protocol. About 1 × 10^6^ cells in 300 μl PBS were used for telomerase quantification, and 100 μl standard, blank, or sample added per well, covered with the adhesive strip and incubated for 2 h at 37 °C. Biotinantibody working solution (100 μl) was added to each well and incubated for 1 h at 37 °C. After washing for three times, 100 μl HRP-avidin working solution was added to each well, covered with a new adhesive strip, and incubated for 1 h at 37 °C. After washing, 90 μl TMB substrate was added to each well and incubated for 15–30 min at 37 °C. The optical density of each well was determined using a microplate reader set to 450 nm.

### Telomere restriction fragment (TRF) measurement

TRF analysis was performed using a commercial kit (TeloTAGGG Telomere Length Assay, cat no. 12209136001, Roche). DNA was extracted from cells by phenol-chloroform method. A total of 3 μg DNA was digested overnight with MboI endonuclease (NEB) at 37 °C and electrophoresed through 1% agarose gels in 0.5 × TBE at 14 °C for 16 h at 6 V/cm with an initial pulse time of 1 s and end in 12 s using a CHEF Mapper pulsed-field electrophoresis system (Bio-Rad). The gel was blotted and probed using reagents in the kit. Telomere length is quantified by TeloTool software.

### Telomere measurement by real-time qPCR

Genome DNA was prepared using DNeasy Blood & Tissue Kit (QIAGEN, Valencia, CA). Average telomere length was measured from total genomic DNA using a real-time PCR assay [98]. PCR reactions were performed on the iCycler iQ5 2.0 Standard Edition Optical System (Bio-Rad, Hercules, CA), using telomeric primers, primers for the reference control gene (mouse 36B4 single-copy gene), and PCR settings as described [99]. For each PCR reaction, a standard curve was made by serial dilutions of known amounts of DNA. The telomere signal was normalized to the signal from the single-copy gene to generate a T/S ratio indicative of relative telomere length. Equal amount of DNA (20 ng) was used for each reaction. 36B4 primer: 5′-ACT GGT CTA GGA CCC GAG AAG-3′ and 5′-TCA ATG GTG CCT CTG GAG ATT-3′; Tel primer: 5′-CGG TTT GTT TGG GTT TGG GTT TGG GTT TGG GTT TGG GTT-3′ and 5′-GGC TTG CCT TAC CCT TAC CCT TAC CCT TAC CCT TAC CCT-3′.

### Telomere Q-FISH

Telomere length was estimated by telomere Q-FISH as described [100]. Telomeres were denatured at 80 °C for 3 min and hybridized with FITC-labeled (CCCTAA)_3_ peptide nucleic acid (PNA) probe at 0.5 μg/ml (F1001, Panagene, Korea). Chromosomes were stained with 0.5 μg/ml DAPI. Fluorescence from chromosomes and telomeres was digitally imaged on Imager Z2 Zeiss microscope with FITC/DAPI using AxioCam and AxioVision software 4.6. Telomere length shown as telomere fluorescence intensity was integrated using the TFL-TELO program (kindly provided by Peter Lansdorp, Terry Fox Laboratory). More than 15 metaphase spreads were counted for each group.

### Telomere chromosome orientation-fluorescence in situ hybridization (CO-FISH)

CO-FISH assay was performed as described [59], with slight modification. mESCs or mEpiSCs were incubated with BrdU (10 μM) for 12 h. Nocodazole at 0.3 μg/ml was added for 3 h prior to cell harvest, and metaphase spreads were prepared by a routine method. Chromosome slides were treated with RNase A, fixed with 4% formaldehyde, then stained with Hoechst 33258 (0.5 mg/ml), incubated in 2 × SSC (Invitrogen) for 15 min, and exposed to 365 nm UV light (Stratalinker 1800UV irradiator) for 40 min. BrdU-substituted DNA was digested with Exonuclease III (Takara). Slides were then dehydrated through ethanol series and air-dried. PNA-FISH was performed with FITC-OO-(CCCTAA)_3_ (Panagene, F1009). Slides were hybridized, washed, dehydrated, mounted, and counterstained with 1.25 μg/ml DAPI in VectaShield antifade medium. Digital images were captured using CCD camera on Zeiss Imager Z2 microscope. To analyze telomere sister chromatid exchange (T-SCE), one signal at each end of the chromosome was counted as no T-SCE, while two signals at both chromatids on one chromosome end were identified as one T-SCE. At least 15 metaphase spreads were counted for the frequency of T-SCE. Pairwise comparisons for statistical significance were made by t-tests.

### Metabolic flux analysis

Agilent Seahorse XFe24 Analyzers was used to measure oxygen consumption rate of naïve and primed state PSCs. Cells were plated in XF24 Cell Culture Microplates pre-coated with 1% Matrigel at a density of 60,000 per well. The next day, cells were treated with Seahorse XF Cell Mito Stress Test Kit (10 μg/ml oligomycin, 1 μM FCCP, and 1 μM rotenone and antimycin) and measured following the manufacturer’s instructions.

### Library preparation and RNA-sequencing

mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEB Next First-Strand Synthesis Reaction Buffer (5x). First-strand cDNA was synthesized using random hexamer primer and M-MLV Reverse Transcriptase (RNase H^-^). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEB Next Adaptors with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected and cDNA adaptor-ligated at 37 °C for 15 min followed by 5 min at 95 °C followed by PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index Primer. At last, PCR products were purified using AMPure XP system and library quality assessed on the Agilent Bioanalyzer 2100 system. Cluster of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform.

### Bioinformatics analysis for differentially expressed genes

The adapter sequences of RNA-seq data and low-quality reads with Phred score < 5 were deleted with Cutadapt before further processing. Hisat2 was used to map RNA-seq data to mm10 with parameter - k 20. Genes were annotated according to the Ensembl database. Transposable element annotations were from UCSC Genome Browser (RepeatMasker). Reads were counted using featureCounts. TE transcripts with parameter “–mode multi” was used to measure differentially expressed ERVs. Genes with expression fold change > 2 and adjusted *P* value < 0.01 according to DEseq2 were used for GO and KEGG analysis by clusterProfiler**.** Clustering and analysis of 2-cell embryo, naïve, and primed pluripotent-specific genes were done according to published RNA-seq data [2, 28]. Z-score of selected genes was used for heatmap. DEGs related to cell cycle and apoptotic signaling pathway (downloaded from https://www.gsea-msigdb.org) were plotted in heatmaps.

### Bioinformatics analysis of transcription of transposable elements (TEs)

To precisely estimate the expression of single TE locus, we used the recently published SQuIRE method with “total” mode [68]. SQuIRE function “squire Fetch” was used to download TE annotation from RepeatMasker, then “squire Clean” was used to filter RepeatMasker file for repeats of interest, collapses overlapping repeats. Function “squire Map” was used to align reads to mm10, then “squire Count” was used to quantify reads aligning to TEs and genes. For the TE subfamily level, we add up all count of the TE loci. Only quantification of TE was used by DESeq2 to calculate the differentially expressed TE locus. TE locus whose foldchange > 1.5 and *P* value < 0.01 were considered significant.

### Bulk chromatin immunoprecipitation coupled with high-throughput sequencing (ChIP-seq) data analysis

Bulk ChIP experiment was performed based on the method described [80]. Briefly, naïve and primed PSCs were collected after removing off feeders and fixed with 1% paraformaldehyde, lysed, and sonicated to achieve the majority of DNA fragments with 100–1000 bp. DNA fragments were enriched by immunoprecipitation with 5 μg antibody and dynabeads M280 (Life Technologies). The immunoprecipitated material was eluted from the beads by heating for 30 min at 68 °C. To reverse the crosslinks, samples were incubated with Proteinase K at 42 °C for 2 h followed by 67 °C for 6 h. The samples were then extracted with phenol:chloroform:isoamyl alcohol (25:24:1, pH > 7.8) followed by chloroform, ethanol precipitated in the presence of glycogen, and re-suspended in TE buffer. The adapter sequences and low-quality base were removed by Cutadapt. Bowtie2 was used to map reads to mm10. ChIP-seq signal enrichment was analyzed and obtained by bamCompare from Deeptools [101, 102]. ChIP signal heatmap and line plot were also generated by computeMatrix and plotHeatmap form Deeptools. For gene locus visualization, duplicated reads were marked by MarkDuplicates from picard and removed by samtools. Differential enriched peaks were called by sicer and peaks with log10 of FDR>10 were kept. To analyze the enrichment signal on TE subfamily by ChIP-seq, we constructed saf file which considers TE subfamily as meta-feature and used featureCounts to assign mapped reads to the corresponding TE subfamily.

### Ultra-low-input micrococcal nuclease-based native ChIP (ULI-NChIP)

For ULI-NChIP-seq, about 5 × 10^4^ naïve or primed cells were used per reaction. The ULI-NChIP procedure was performed as previously described [103, 104]. Sequencing libraries were generated using AT seq library following manufacturer’s recommendations and index codes were added. The library quality was assessed on the Qubit 2.0 Fluorometer (Thermo Scientific) and Agilent Bioanalyzer 2100 system. At last, the library was sequenced on an Illumina HiSeq x platform and 150 bp paired-end reads were generated.

### Whole-exome sequencing

Paired-end DNA library was prepared according to manufacturer’s instructions (Agilent). Genomic DNAs (gDNA) from cell samples were sheared into 180–280 bp fragments by Covaris S220 sonicator. Ends of gDNA fragments were repaired and 3′ ends were adenylated. Both ends of gDNA fragments were ligated at the 3′ ends with paired-end adaptors (Illumina) with a single ‘T’ base overhang and purified using AMPure SPRI beads from Agencourt. The adaptor-modified gDNA fragments were enriched by six cycles of PCR using SureSelect Primer and SureSelect ILM Indexing PreCapture PCR Reverse Primer. The concentration and size distribution of the libraries were determined on an Agilent Bioanalyzer DNA 1000 chip. Whole-exome capture was carried out using SureSelect Mouse All Exon V1 Agilent 5190-4642. An amount of 0.5 μg prepared gDNA library was hybridized with capture library for 5 min at 95 °C followed by 24 h at 65 °C. The captured DNA–RNA hybrids were recovered using Dynabeads MyOne Streptavidin T1. Capture products were eluted from the beads and desalted using Qiagen MinElute PCR purification columns. The purified capture products were then amplified using the SureSelect ILM Indexing Post Capture Forward PCR Primer and PCR Primer Index (Agilent) for 12 cycles. After DNA quality assessment, captured DNA library was sequenced on Illumina Hiseq 2000 sequencing platform (Illumina) according to the manufacturer’s instructions for paired-end 150 bp reads (Novogene). Libraries were loaded onto paired-end flow cells at concentrations of 14–15 pM to generate cluster densities of 800,000–900,000 per mm^2^ using Illumina cBot and HiSeq paired-end cluster kit.

### Whole-exome sequencing data analysis

The analysis was performed according to the protocols specified for mouse cells [105]. Briefly, the adaptors of raw reads were trimmed by cutadapt, then bwa was used to map reads to mm10 genome. Picard was used to process the aligned reads and GATK to recalibrate the base quality scores. Copy number variant detection was used by software package CNVkit [106], which used both the targeted reads and the nonspecifically captured off-target reads to infer copy number evenly across the genome. We used segmentation algorithm hmm and set threshold of 500 bp and higher to define CNVs. To obtain the de novo CNVs from primed cells, we pooled all the naïve samples served as a reference and filtered out the CNVs shared among four (CBA × C57) or three (129 × C57) primed cell line clones. TE annotation file RepeatMasker (downloaded from UCSC) was used to obtain the number and type of TEs contained within CNVs.

### Statistical analysis

Data were analyzed by Student’s t test if not indicated. Overlap of upregulated genes in naïve and primed cells and 2C genes shown by Venn diagram was analyzed by Fisher’s exact test. Wald test was used for analysis of differentially expressed genes and TE locus. Wilcoxon test was used for analysis of differentially expressed TE locus derived from FPKM value and differentially enriched ChIP-seq signal on 2C genes. Significant differences were defined as *P< 0.05, **P< 0.01, or ***P< 0.001.

## Supplementary Information

**Additional file 1: Figure S1**. Pluripotency and developmental potential of naïve mESCs and primed mEpiSCs. **Figure S2**. Developmental potential of naïve mESCs and primed mEpiSCs *in vivo*. **Figure S3**. Comparison of naïve and primed pluripotent state *in vitro* and *in vivo* ICM and post-implantation epiblast counterpart. **Figure S4**. Comparison of naïve and primed pluripotent state by GO analysis related to DNA repair pathways. **Figure S5**. Differential telomere length dynamics in naïve and primed state cells at 129 × C57BL/6 genetic background. **Figure S6**. DNA recombination repair genes link to telomere maintenance in naïve mESCs. **Figure S7**. Methylation and histone modifications in naïve and primed ESCs. **Figure S8**. Histone modifications and Dnmt3b enrichment at naïve and primed pluripotent genes and specific TEs. **Figure S9**. Kap1-mediated H3K9me3 regulates *L1Md_T* and *IAPEz-int* transcription in naïve and primed PSCs. **Figure S10**. Uncropped scans of Western blot with molecular weight markers.

**Additional file 2: Table S1**. Differential gene transcriptome at passage 5.

**Additional file 3: Table S2**. Differential gene transcriptome at passage 15.

**Additional file 4: Table S3**. Differential TE transcriptome at passage 5.

**Additional file 5: Table S4**. Differential TE transcriptome at passage 15.

**Additional file 6: Table S5**. Summary of CNVs containing TEs in naïve and primed PSCs in two different genetic background cell lines.

**Additional file 7: Table S6**. Key resource table.

**Additional file 8. ** Review history.

## Data Availability

RNA-seq data and ChIP-seq data are available from Gene Expression Omnibus under accession number GEO: GSE140665 [107] and GSE154487 [108]. The accession number for Exome-seq data is NCBI Sequence Read Archive: PRJNA725383 [109]. All public data used in this study have been listed and well referenced in Additional file 7: Table S6, including in vivo embryos RNA-seq data: GSE98150 [104], RNA-seq data from *Setdb1* KO mESC: PRJNA544540 [70], *G9a* KO mESC: GSE49669 [71], *Dnmt3b* KO mESC: GSE72855 [72] and *Kap1* KD mESC: GSE95720 [76], and H3K9me3 and Kap1 ChIP-seq data: GSE94323 [75]. All cell lines used in this study have been authenticated and are available upon request.

# Supplementary material for: Elevated retrotransposon activity and genomic instability in primed pluripotent stem cells
**Source:** Genome Biol. 2021 Jul 9;22:201. doi: 10.1186/s13059-021-02417-9
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Pluripotency and developmental potential of naïve mESCs and primed mEpiSCs. Figure S2. Developmental potential of naïve mESCs and primed mEpiSCs in vivo. Figure S3. Comparison of naïve and primed pluripotent state in vitro and in vivo ICM and post-implantation epiblast counterpart. Figure S4. Comparison of naïve and primed pluripotent state by GO analysis related to DNA repair pathways. Figure S5. Differential telomere length dynamics in naïve and primed state cells at 129 × C57BL/6 genetic background. Figure S6. DNA recombination repair genes link to telomere maintenance in naïve mESCs. Figure S7. Methylation and histone modifications in naïve and primed ESCs. Figure S8. Histone modifications and Dnmt3b enrichment at naïve and primed pluripotent genes and specific TEs. Figure S9. Kap1-mediated H3K9me3 regulates L1Md_T and IAPEz-int transcription in naïve and primed PSCs. Figure S10. Uncropped scans of Western blot with molecular weight markers.

**SUPPLEMENTARY INFORMATION**

**Additional file 1**

Additional file 1: Figure S1. Pluripotency and developmental potential of naïve mESCs and primed mEpiSCs. Figure S2. Developmental potential of naïve mESCs and primed mEpiSCs *in vivo*. Figure S3. Comparison of naïve and primed pluripotent state *in vitro* and *in vivo* ICM and post-implantation epiblast counterpart. Figure S4. Comparison of naïve and primed pluripotent state by GO analysis related to DNA repair pathways. Figure S5. Differential telomere length dynamics in naïve and primed state cells at 129×C57BL/6 genetic background. Figure S6. DNA recombination repair genes link to telomere maintenance in naïve mESCs. Figure S7. Methylation and histone modifications in naïve and primed ESCs. Figure S8. Histone modifications and Dnmt3b enrichment at naïve and primed pluripotent genes and specific TEs. Figure S9. Kap1-mediated H3K9me3 regulates *L1Md_T* and *IAPEz-int* transcription in naïve and primed PSCs. Figure S10. Uncropped scans of Western blot with molecular weight markers.

**Additional file 2: Table S1.**

Differential gene transcriptome at passage 5.

**Additional file 3: Table S2.**

Differential gene transcriptome at passage 15.

**Additional file 4: Table S3.**

Differential TE transcriptome at passage 5.

**Additional file 5: Table S4.**

Differential TE transcriptome at passage 15.

**Additional file 6: Table S5.**

Summary of CNVs containing TEs in naïve and primed PSCs in two different genetic background cell lines.

**Additional file 7: Table S6.**

Key resource table.

**Additional file 8: Review history.**

**
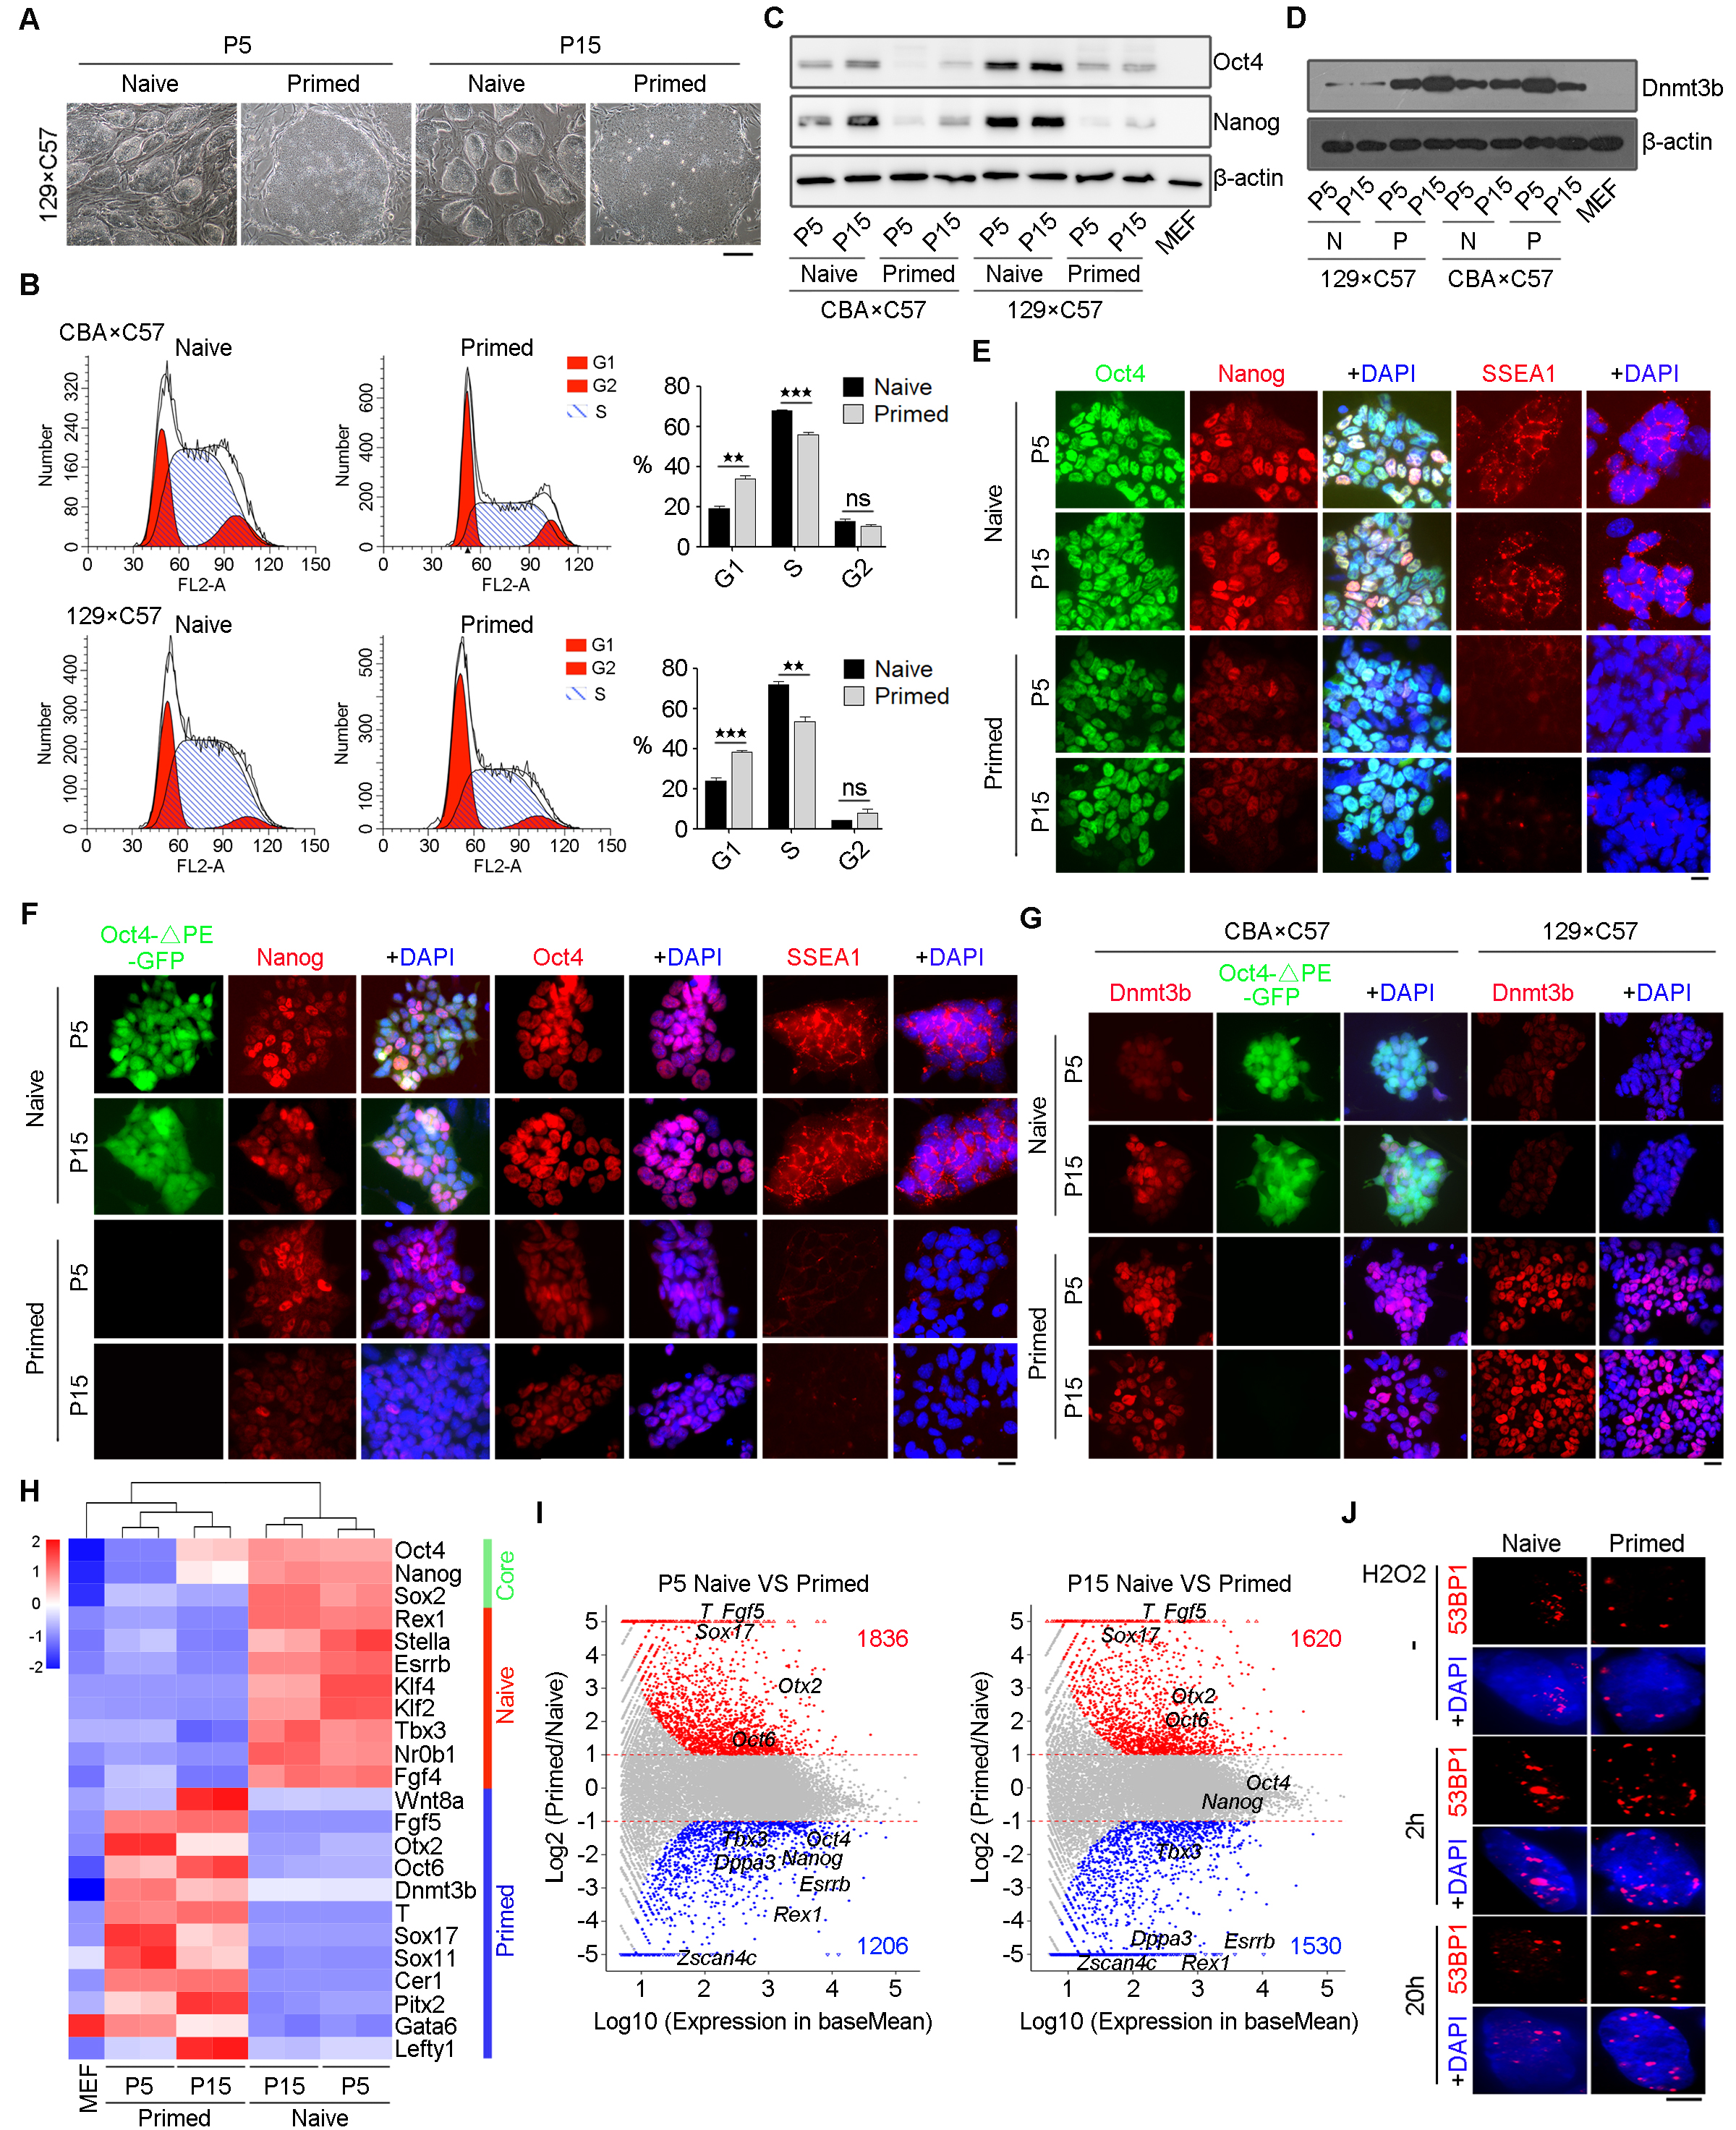
**

**Figure S1. Pluripotency and developmental potential of naïve mESCs and primed mEpiSCs. Related to Figure 1**

(A) Representative morphology of 129×C57 naïve mESCs and primed mEpiSCs on P5 and P15 under bright field with phase contrast optics. Scale bar = 100 µm.

(B) Cell cycle analysis of P5 naïve and primed cells by flow cytometry. Error bars indicate mean ± SEM (n = 3). **P < 0.01 and ***P < 0.001.

(C) Nanog and Oct4 protein levels by western blot analysis.

(D) Dnmt3b protein levels by western blot analysis.

(E and F) Immunofluorescence of pluripotent markers Oct4, Nanog, and SSEA1 in 129×C57 (E) and CBA×C57 (F) cell lines. Scale bar = 10 µm.

(G) Immunofluorescence microscopy of primed state marker Dnmt3b in two cell lines. Scale bar = 10 µm.

(H) Heatmap highlighting expression profile and patterns of marker genes for CBA×C57 naïve and primed state cells and MEF cells served as controls.

(I) Scatter-plots comparing genome-wide transcription profile between CBA×C57 naïve and primed state cells at P5 and P15. Parallel diagonal lines indicate two-fold threshold in expression difference.

(J) 129×C57 primed cells by exposure to 5 mM H2O2 for 2 h exhibit more 53BP1 foci after 20 h recovery compared with naïve cells by immunofluorescence. Scale bar = 5 μm.

**
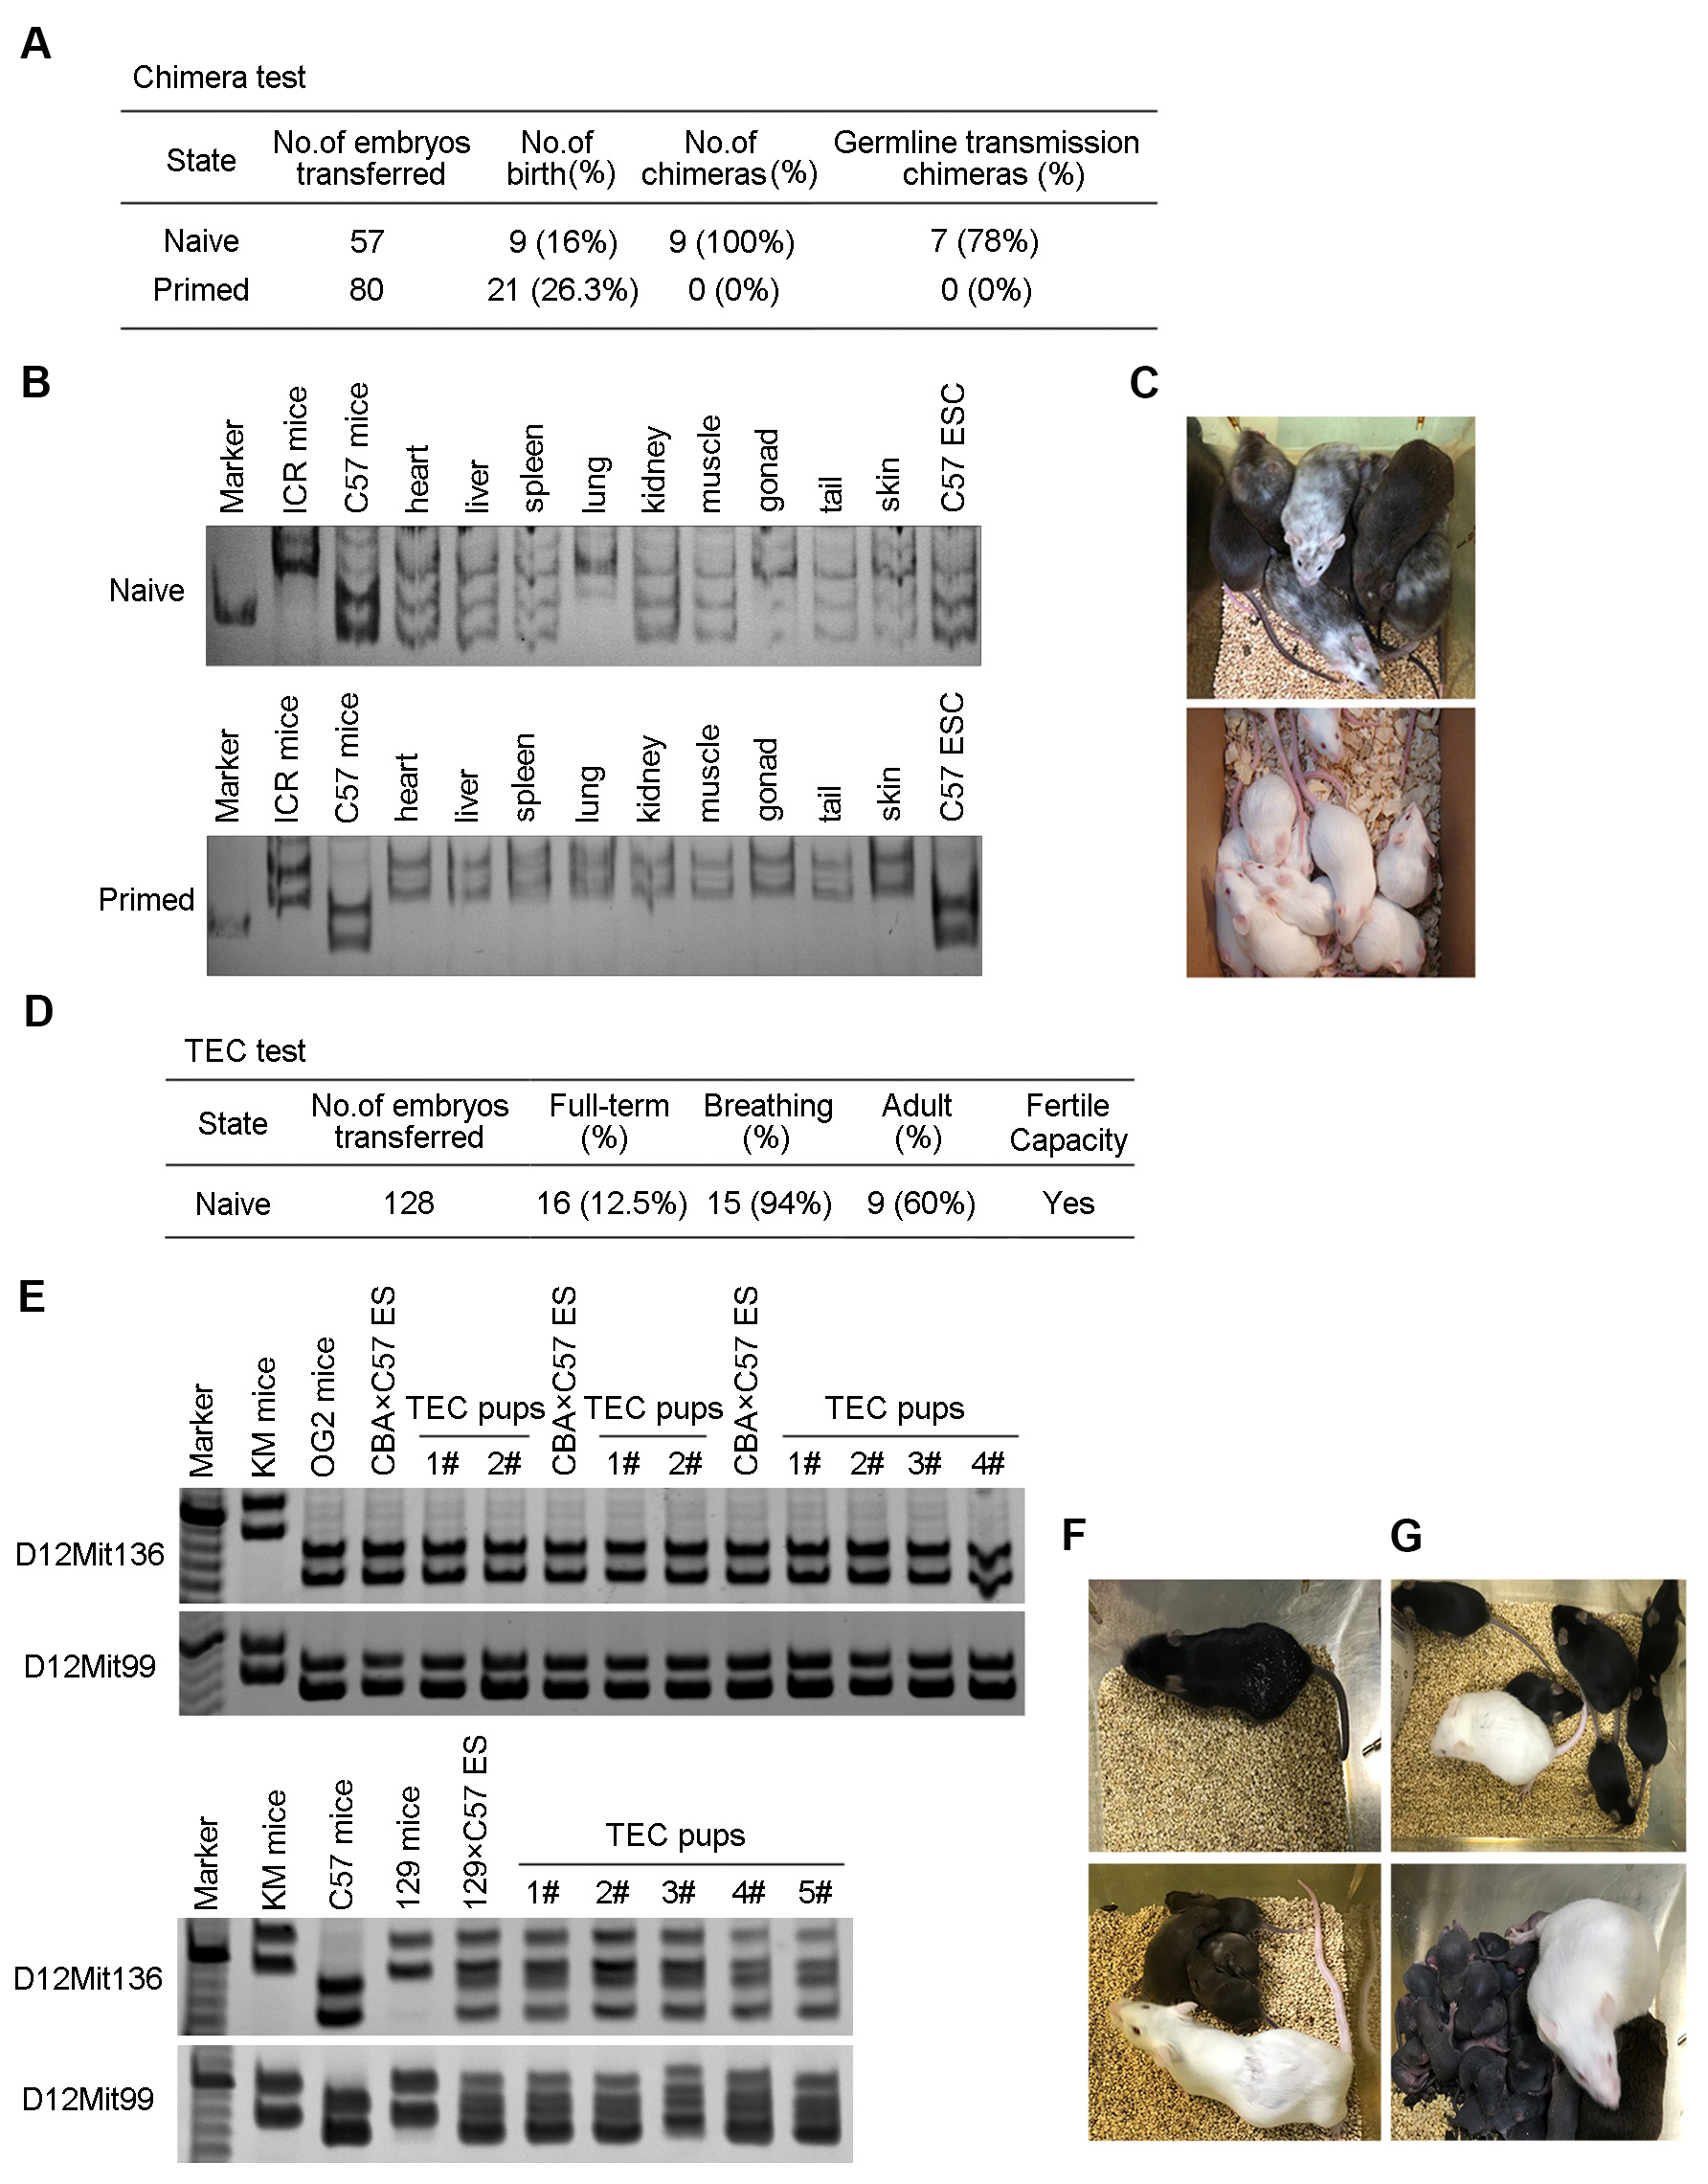
**

**Figure S2. Developmental potential of naïve mESCs and primed mEpiSCs *in vivo*.** **Related to Figure 1**

(A) Statistics of 4-8 cell injection by naïve and primed cells. Naïve mESCs at P10-P14 were used to generate chimeras with germline transmission capacity by 4-8 cell injection. Total 57 embryos were transferred into 2 surrogate mothers. P12+4, P12+13 and P9+13 primed mEpiSCs were used for chimera test. Total 80 embryos were transferred into 4 surrogate mothers.

(B) Microsatellite genotyping analysis showing contribution of naïve and primed cells to various tissues of the chimeras. 4-8 cell embryos from ICR mice were used as recipients. Arrows indicate donor cells, C57 mice and contributions in the chimeras.

(C) Upper photo represents chimeras generated from naïve mESCs and the bottom from primed mEpiSCs at P14-16.

(D) Summary of TEC experiment by naïve mESCs. naïve mESCs at P5-P10. Total 128 embryos were transferred into 4 surrogate mothers.

(E) Microsatellite genotyping analysis showing contribution of naïve mESCs to TEC pups. Upper image represents TEC pups from naïve CBA×C57 mESCs, bottom image represents TEC pups from 129×C57 naïve mESCs.

(F) Complete mESC-derived pups by TEC. Upper photo represents TEC mouse generated from CBA×C57 naïve mESCs and the bottom from 129×C57 mESCs.

(G) Offspring from TEC mice by mating with ICR mice. Upper photo represents offspring from TEC mouse derived from CBA×C57 mESCs and the bottom from TEC mouse derived from 129×C57 mESCs.

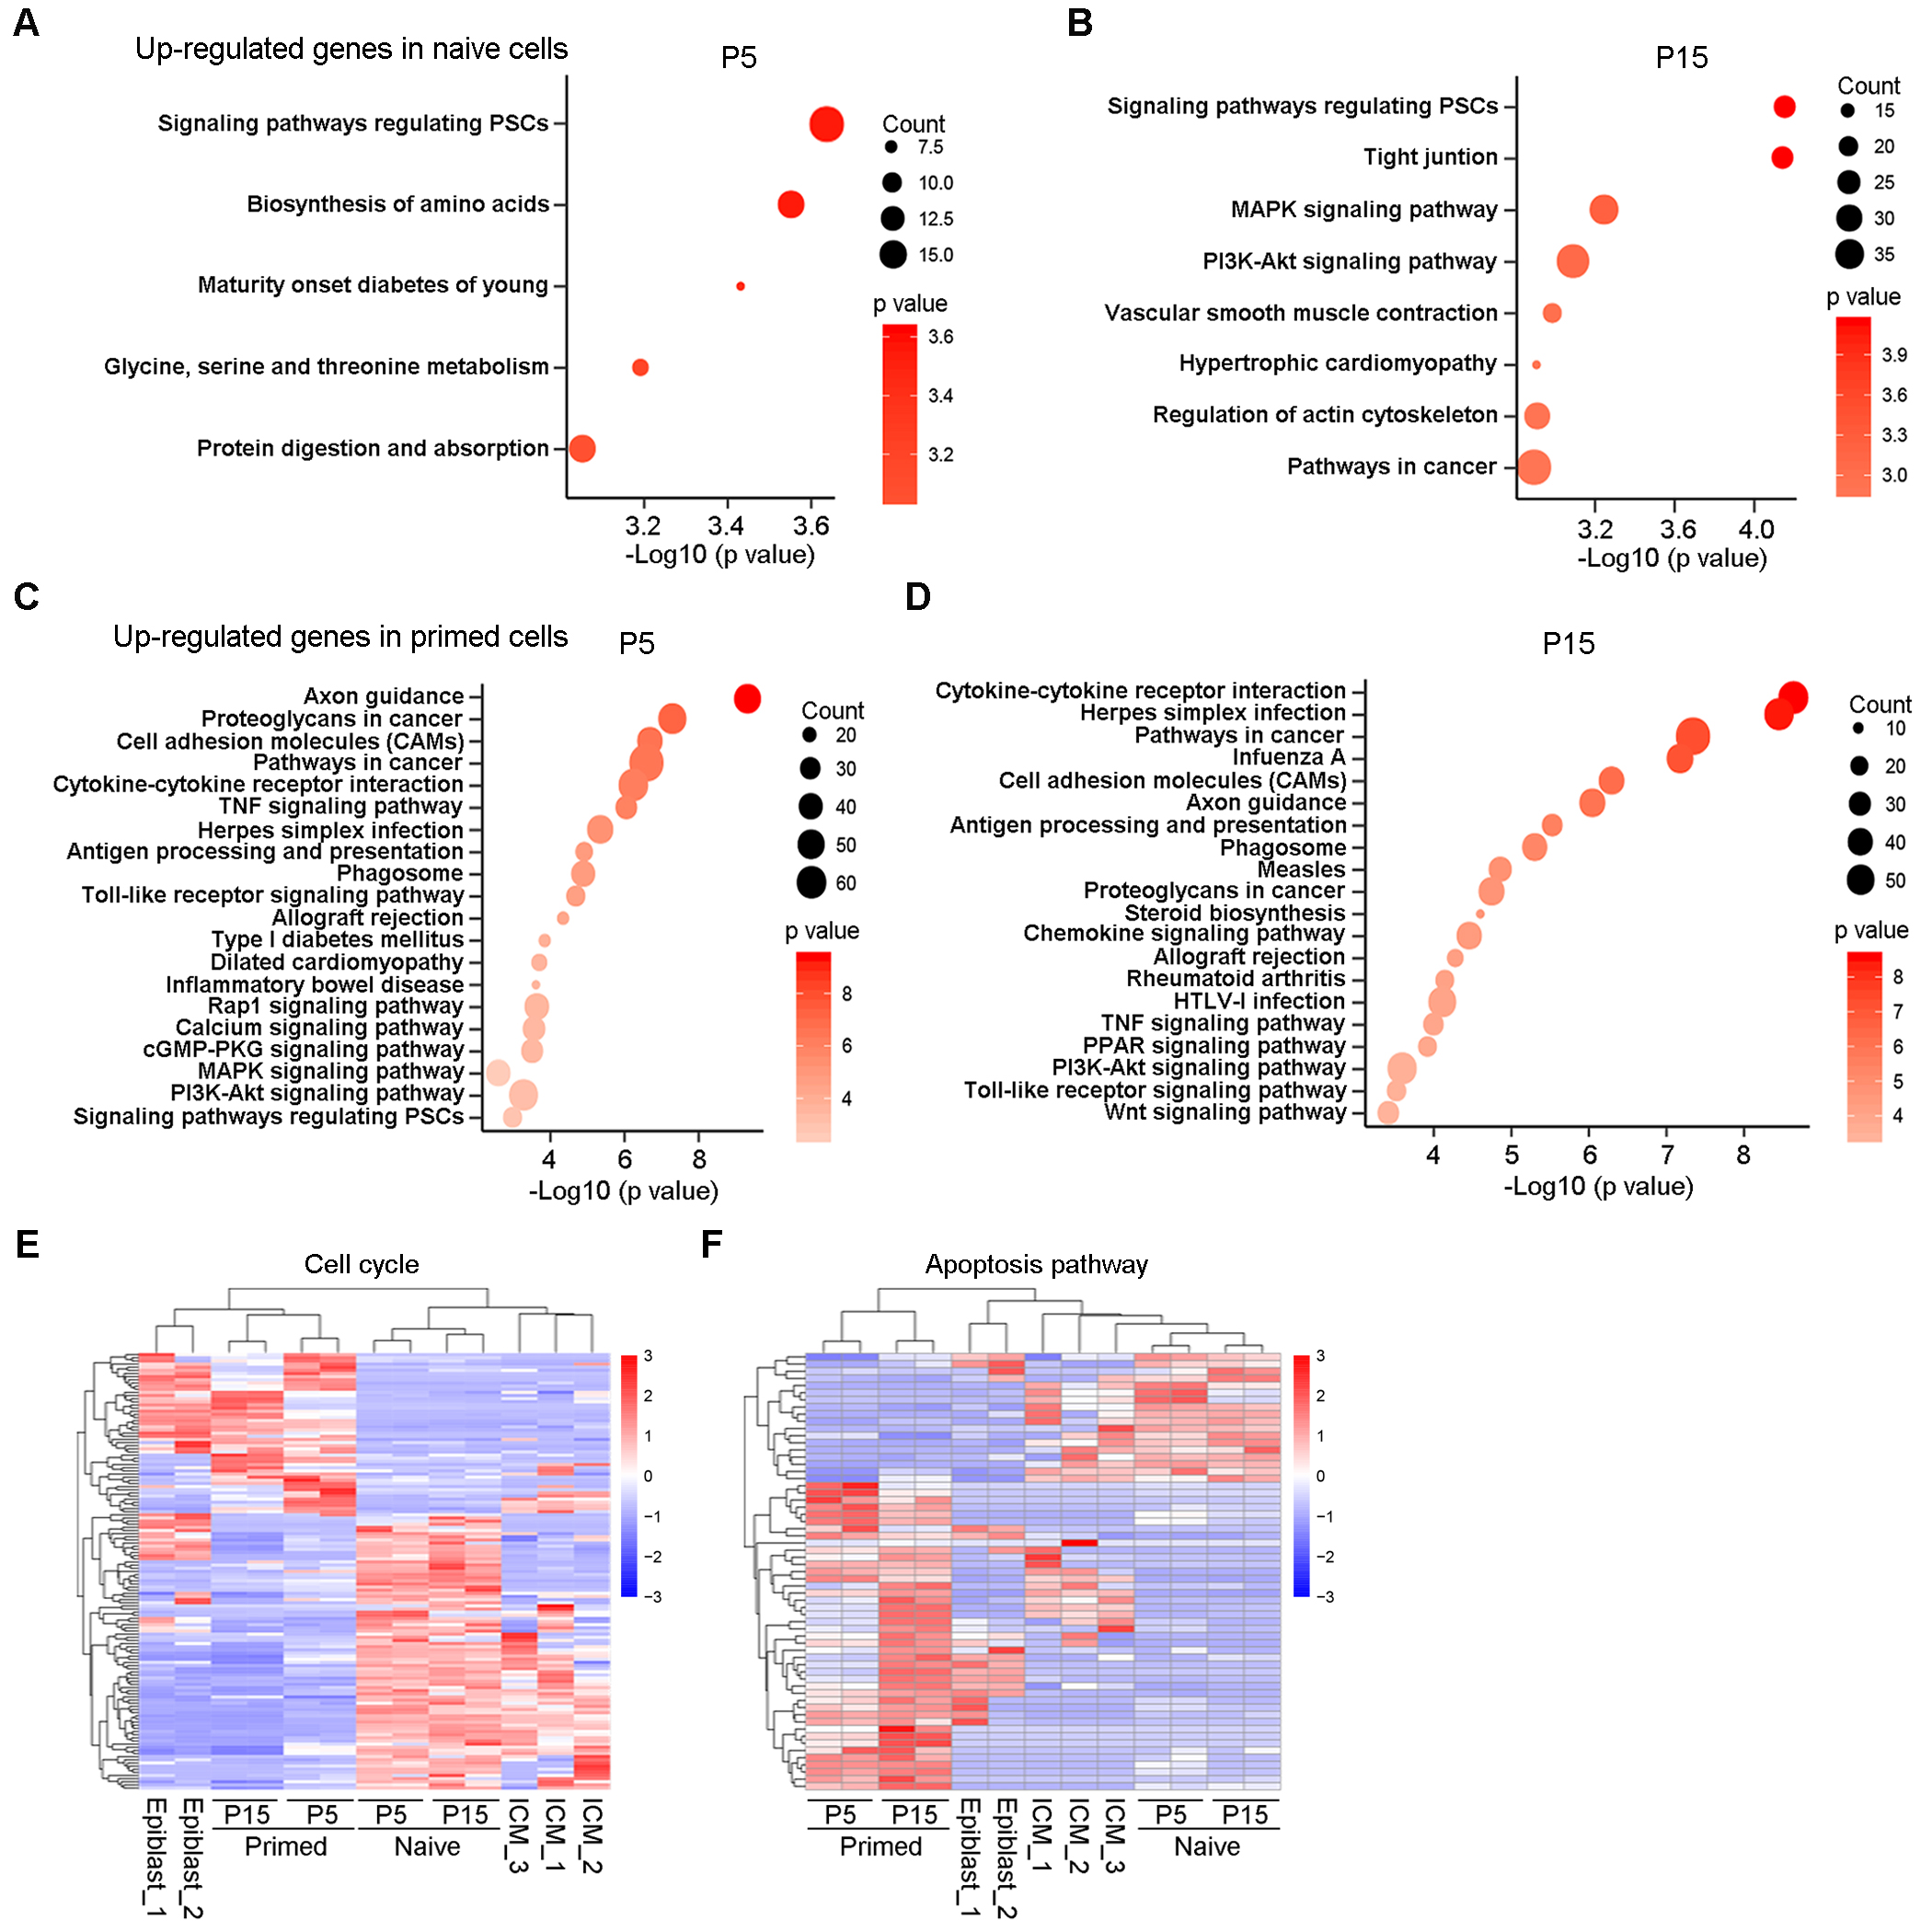

**Figure S3. Comparison of naïve and primed pluripotent state *in vitro* and *in vivo* ICM and post-implantation epiblast counterpart.** **Related to Figure 1**

(A and B) KEGG analysis of up-regulated genes in naïve cells compared with the primed cells at P5 (A) and P15 (B).

(C and D) KEGG analysis of up-regulated genes in primed cells compared with the naïve cells at P5 (C) and P15 (D).

(E and F) Heatmap showing cell cycle (E) and apoptosis (F) pathway in naïve and primed cells compared with their *in vivo* counterparts ICM and post-implantation epiblast (*in vivo* data from [104]).

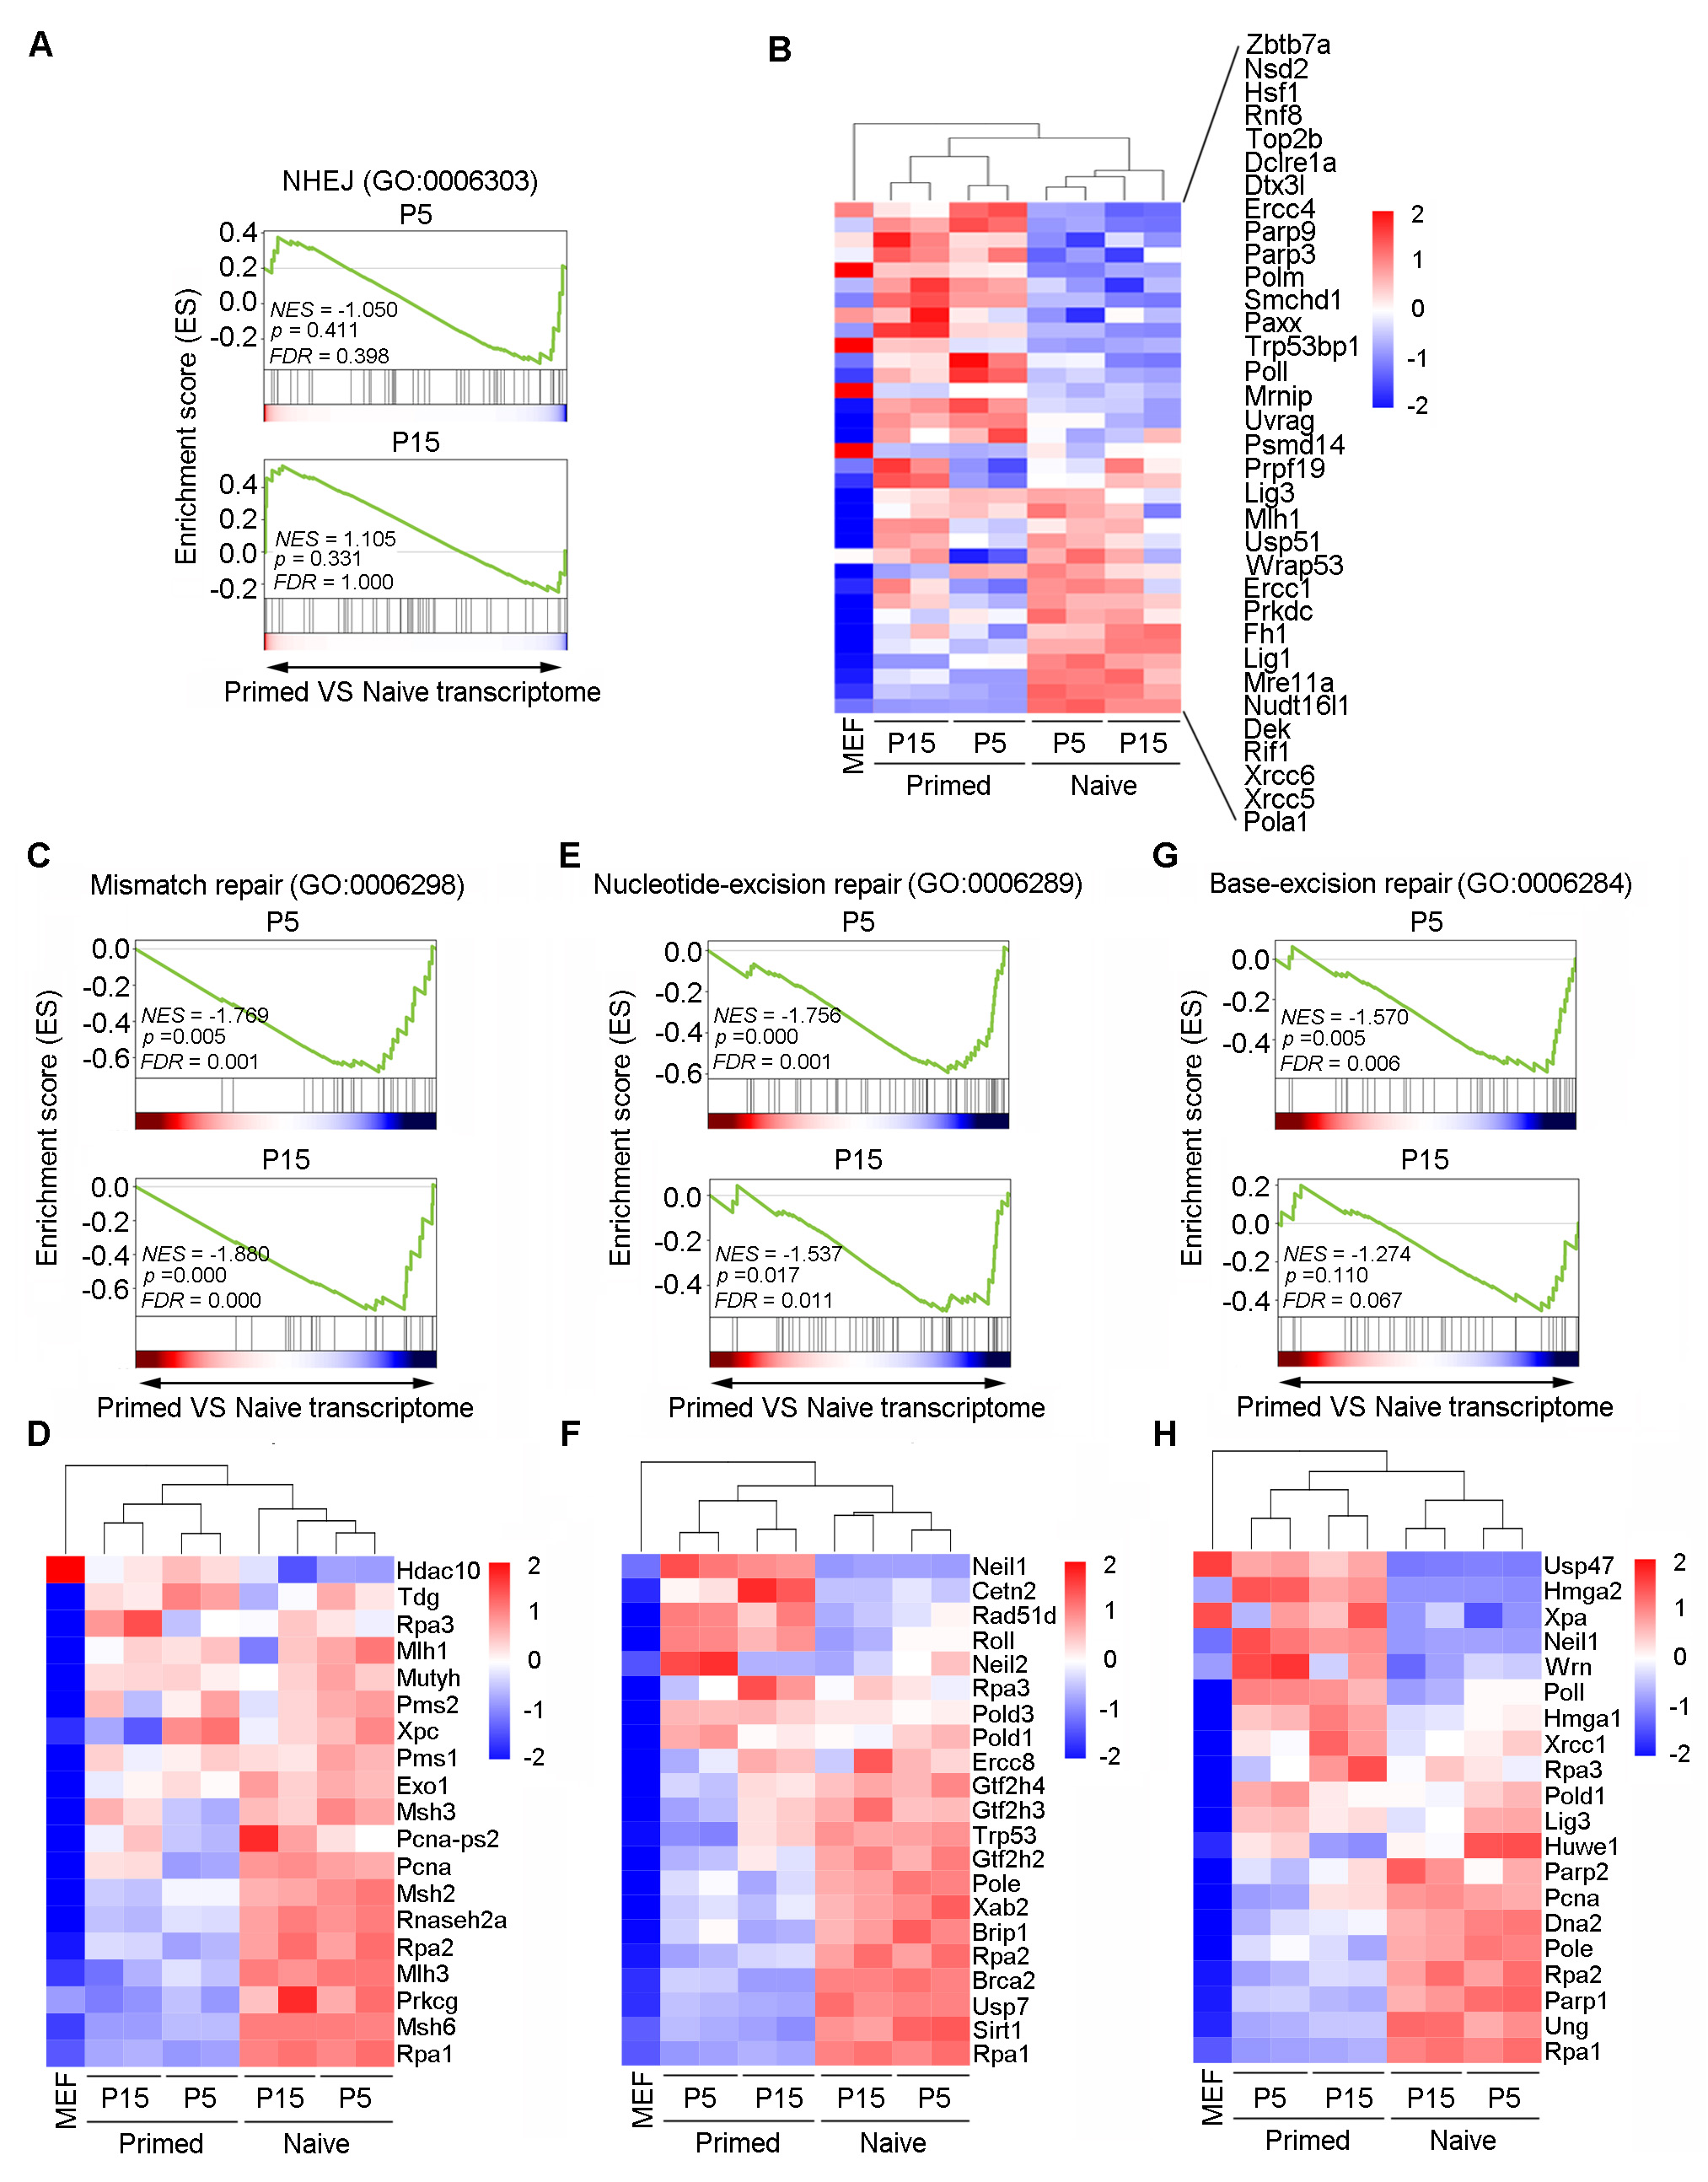

**Figure S4. Comparison of naïve and primed pluripotent state by GO analysis related to DNA repair pathways.** **Related to Figure 1**

(A and B) GSEA analysis and heatmap showing DNA non-homologous end joining (NHEJ) pathway in MEF cells, and naïve and primed cells at P5 and P15.

(C and D) GSEA analysis and heatmap showing DNA mismatch repair pathway in MEF cells, and naïve and primed cells at P5 and P15.

(E and F) GSEA analysis and heatmap showing DNA nucleotide-excision repair pathway in MEF cells, and naïve and primed cells.

(G and H) GSEA analysis and heatmap showing DNA base-excision repair pathway in MEF cells, and naïve and primed cells.

**
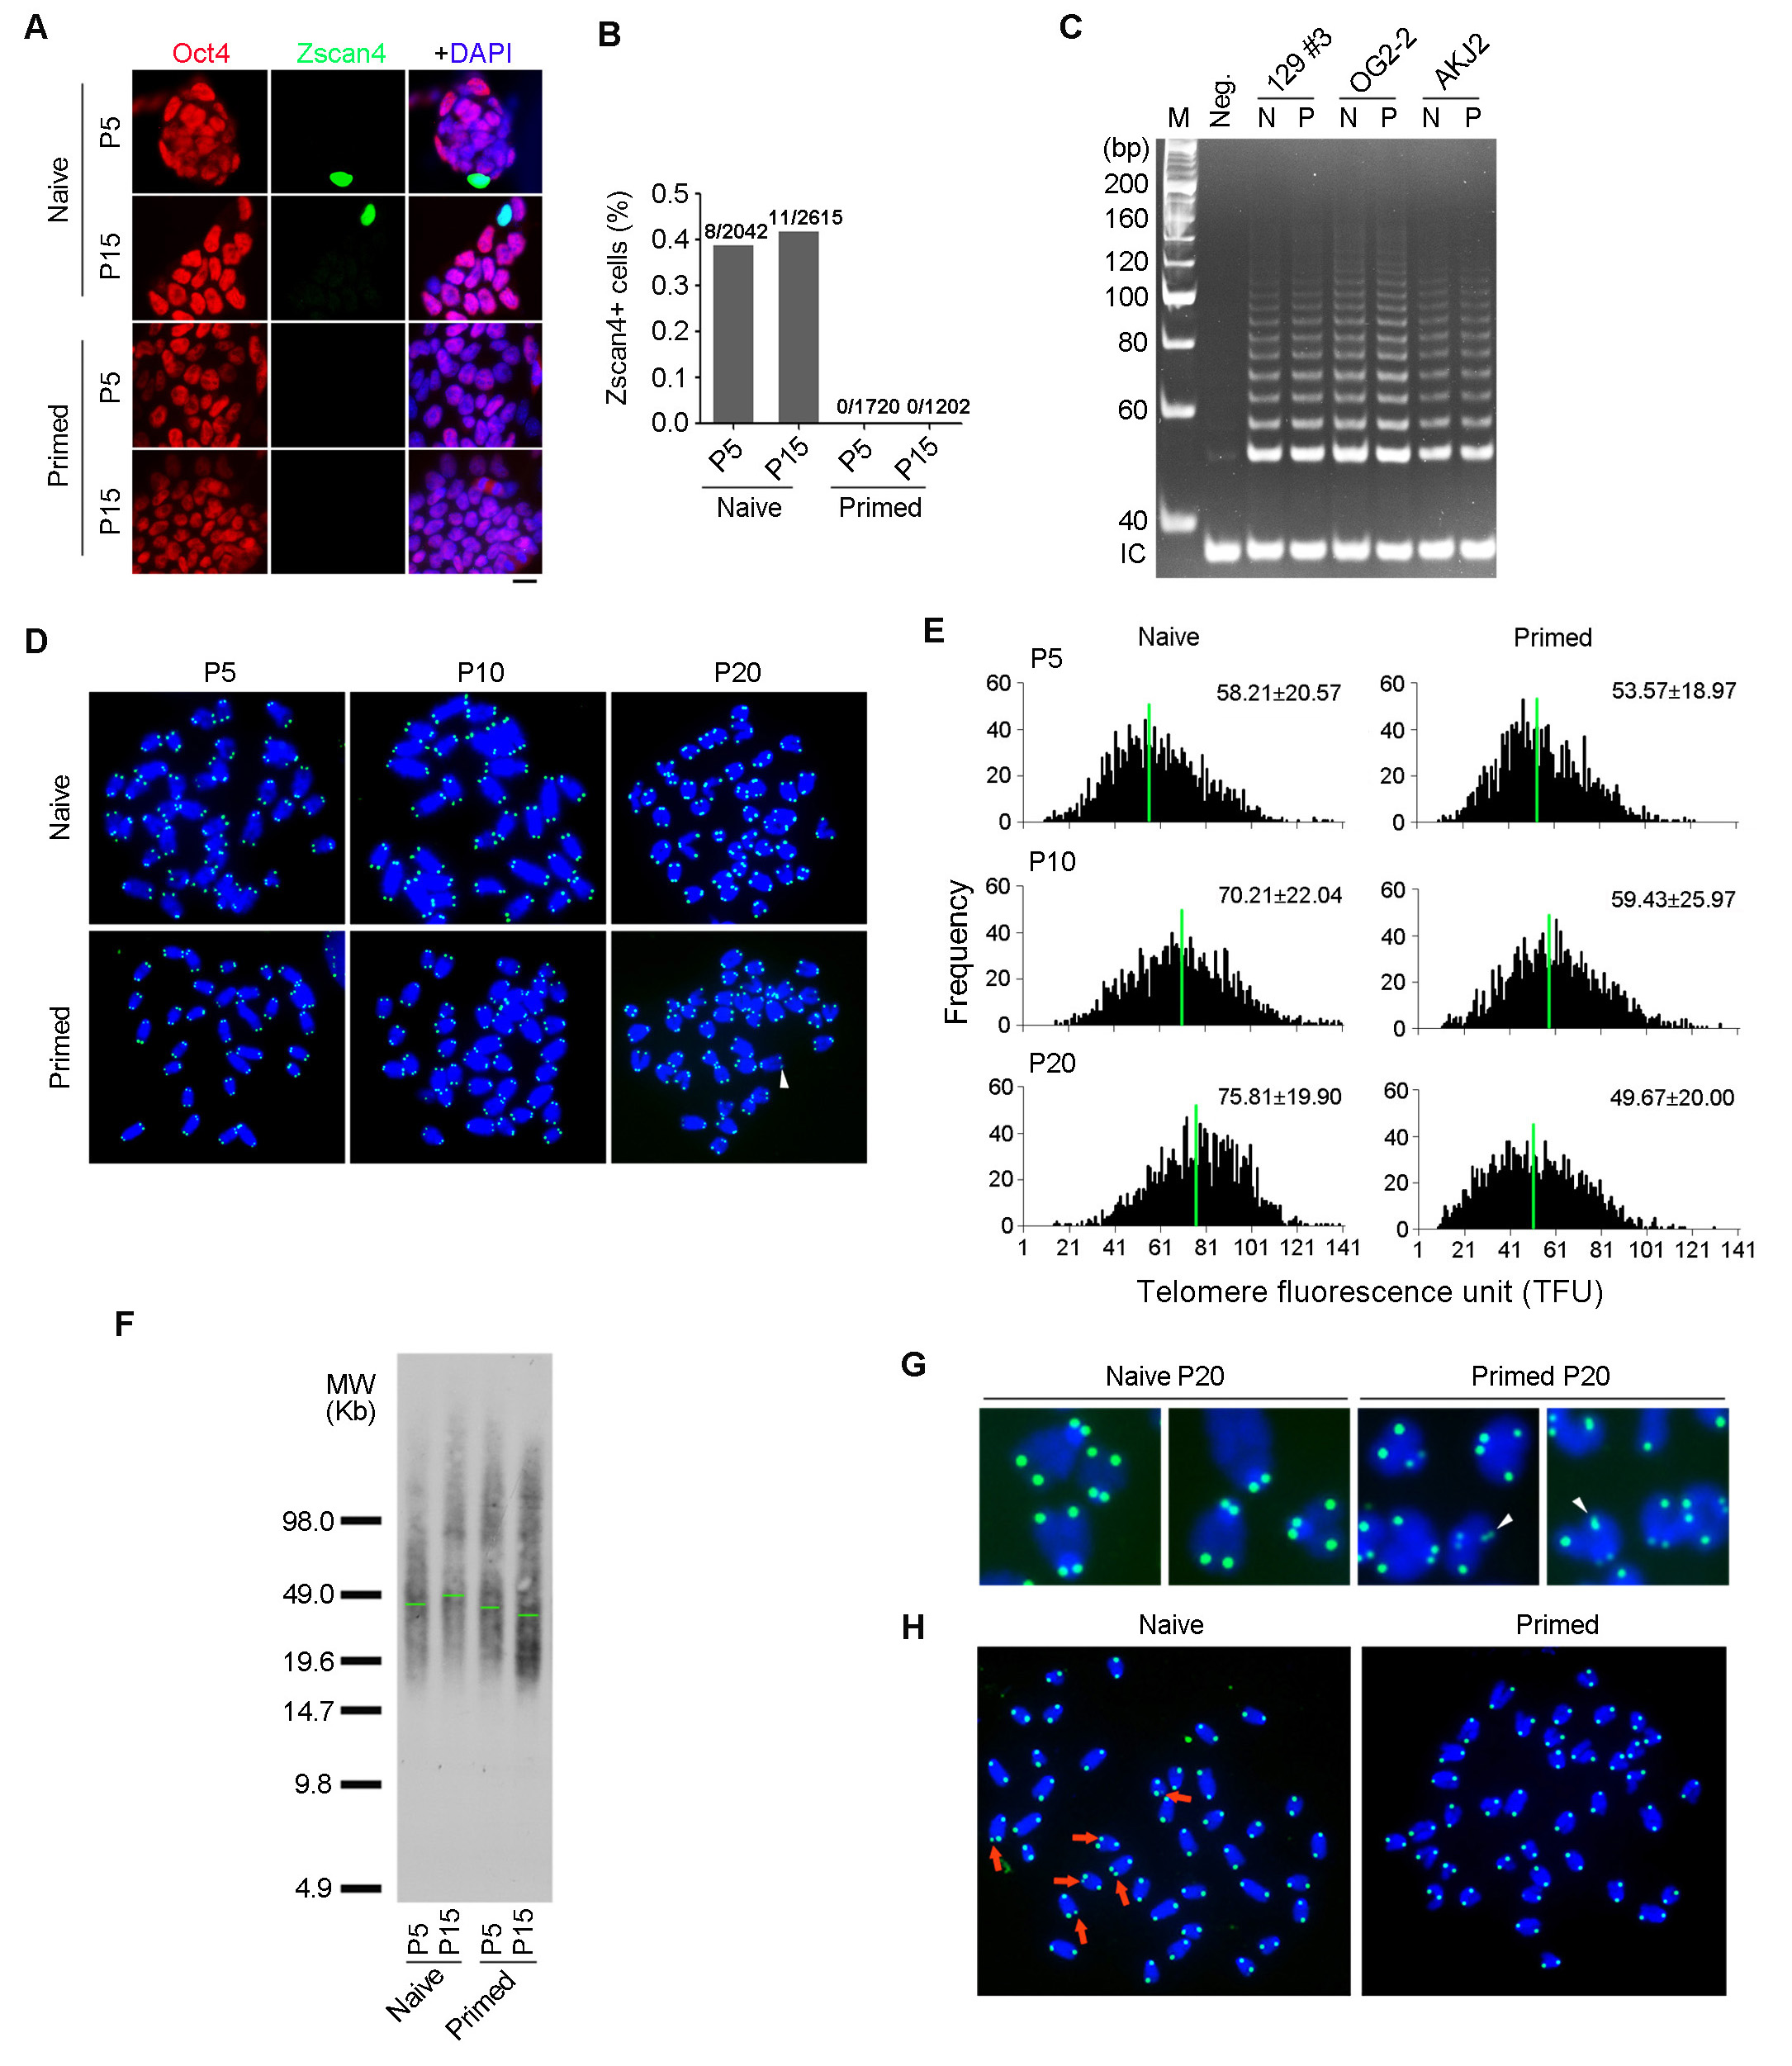
**

**Figure S5. Differential telomere length dynamics in naïve and primed state cells at 129×C57BL/6 genetic background. Related to Figure 2 and Figure 3**

(A) Immunofluorescence of Zscan4 in 129×C57 naïve and primed cells cultured at P5 and P15. Scale bar = 10 µm.

(B) Proportion of Zscan4^+^ cells by immunofluorescence image. Counted number is indicated at the top of the bar.

(C) Telomerase activity by TRAP assay of three different cell lines at naïve and primed state.

(D) Representative images displaying telomere FISH at P5, P10 and P20 129×C57 naïve and primed PSCs. Blue, chromosomes stained with DAPI; green dots, telomeres. The white arrows indicate fragile telomeres.

(E) Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel.

(F) Telomere length distribution shown as TRF by Southern blot analysis of 129×C57 naïve and primed PSCs. Green lines indicate average telomere length.

(G) Enlarged telomere Q-FISH images, showing telomere fragility (white arrowhead) in129×C57 primed PSCs at P20, but not in naïve PSCs. Telomeres were labeled with telomere PNA probes (green), and chromosomes labeled with DAPI (blue).

(H) Representative micrographs showing telomere sister chromatid exchange (T-SCE, red arrows) by chromosome orientation FISH analysis of 129×C57 cell line.

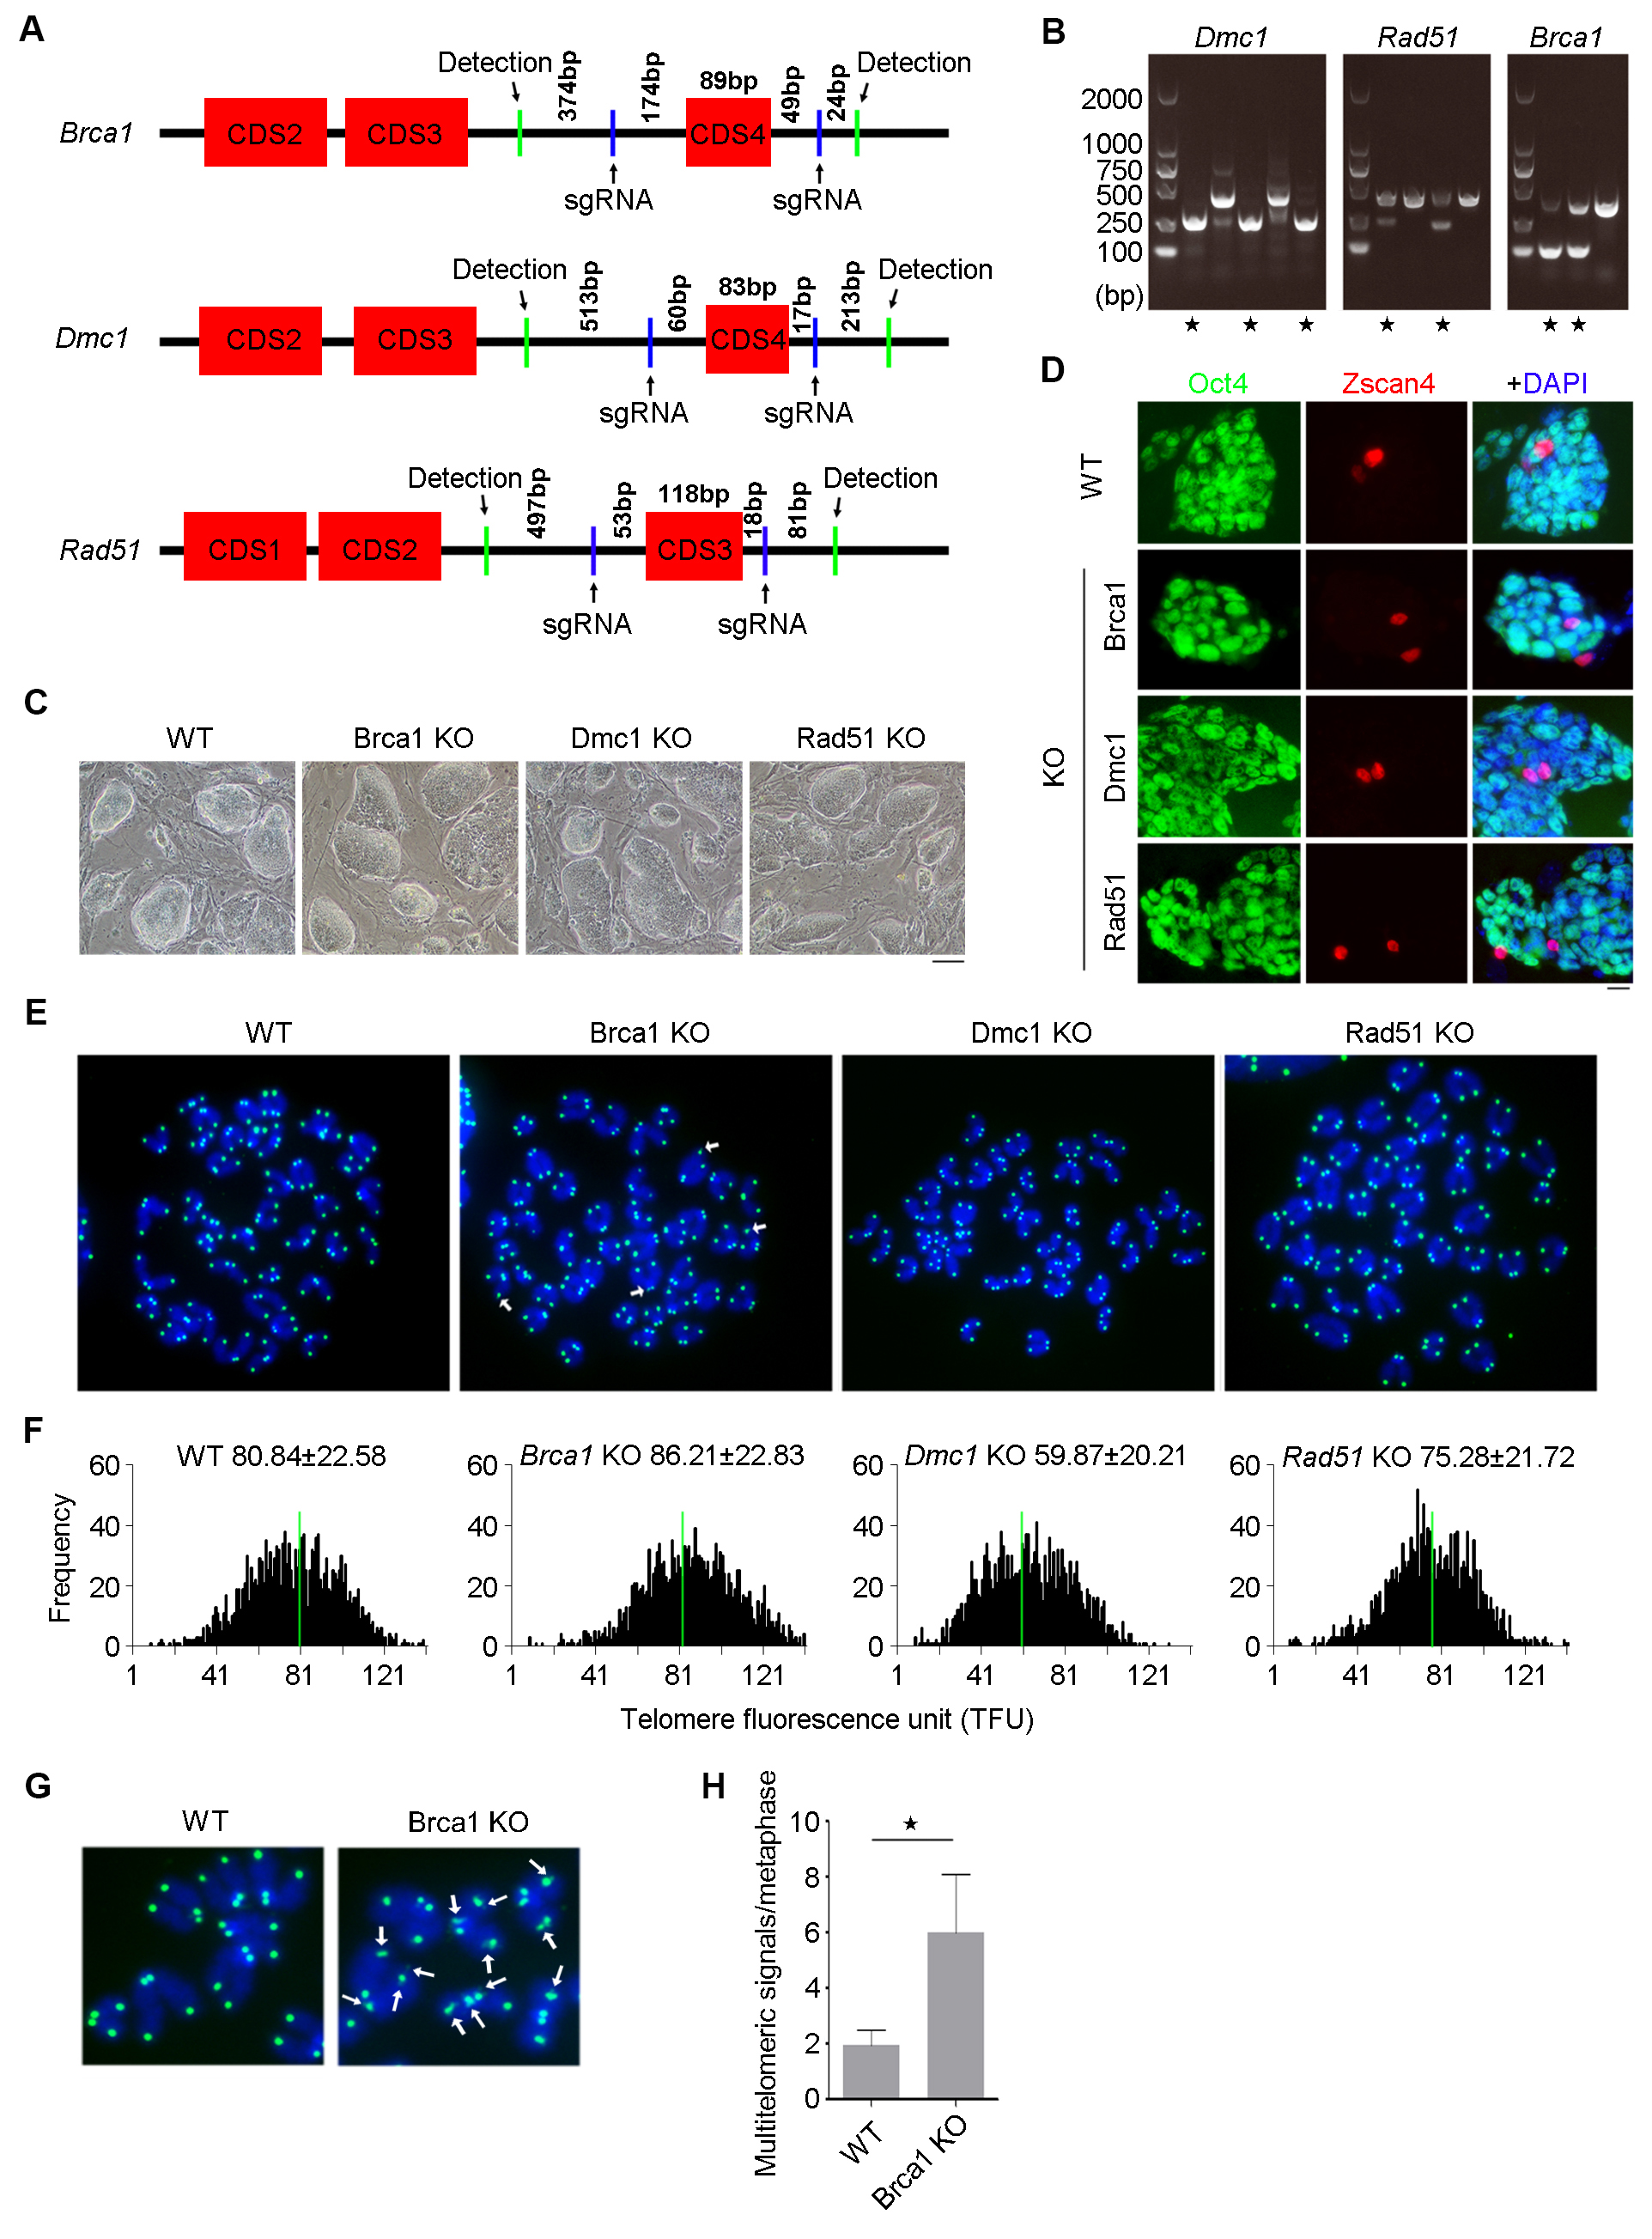

**Figure S6.** **DNA recombination repair genes link to telomere maintenance in naïve mESCs.** **Related to Figure 3**

(A) Schematic of Cas9/sgRNA-targeting sites of *Brca1*, *Dmc1* or *Rad51*. Sites of cleavage by Cas9 are indicated by blue lines. Detection forward and reverse primers are shown as green lines.

(B) Genotyping of *Brca1*, *Dmc1* or *Rad51* knockout (KO) clones generated by CRISPR/Cas9.

(C) Colony morphology of WT and *Brca1*, *Dmc1* and *Rad51* KO mESCs at P15+8. Scale bar = 100 μm.

(D) *Brca1*, *Dmc1* or *Rad51* KO does not alter expression of Oct4 and Zscan4 by fluorescence microscopy. Scale bar = 10 μm.

(E) Representative images displaying telomere FISH of WT, *Brca1*, *Dmc1* and *Rad51* KO mESCs at 129×C57 background at P15+8. Blue, chromosomes stained with DAPI; green dots, telomeres. The white arrows indicate fragile telomeres.

(F) Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel.

(G) Telomere Q-FISH images at large scale, showing telomere fragility (white arrowhead) in *Brca1* KO mESCs. Telomeres were labeled with telomere PNA probes (green), and chromosomes labeled with DAPI (blue).

(H) Frequency of telomere fragility per chromosome in G.

**
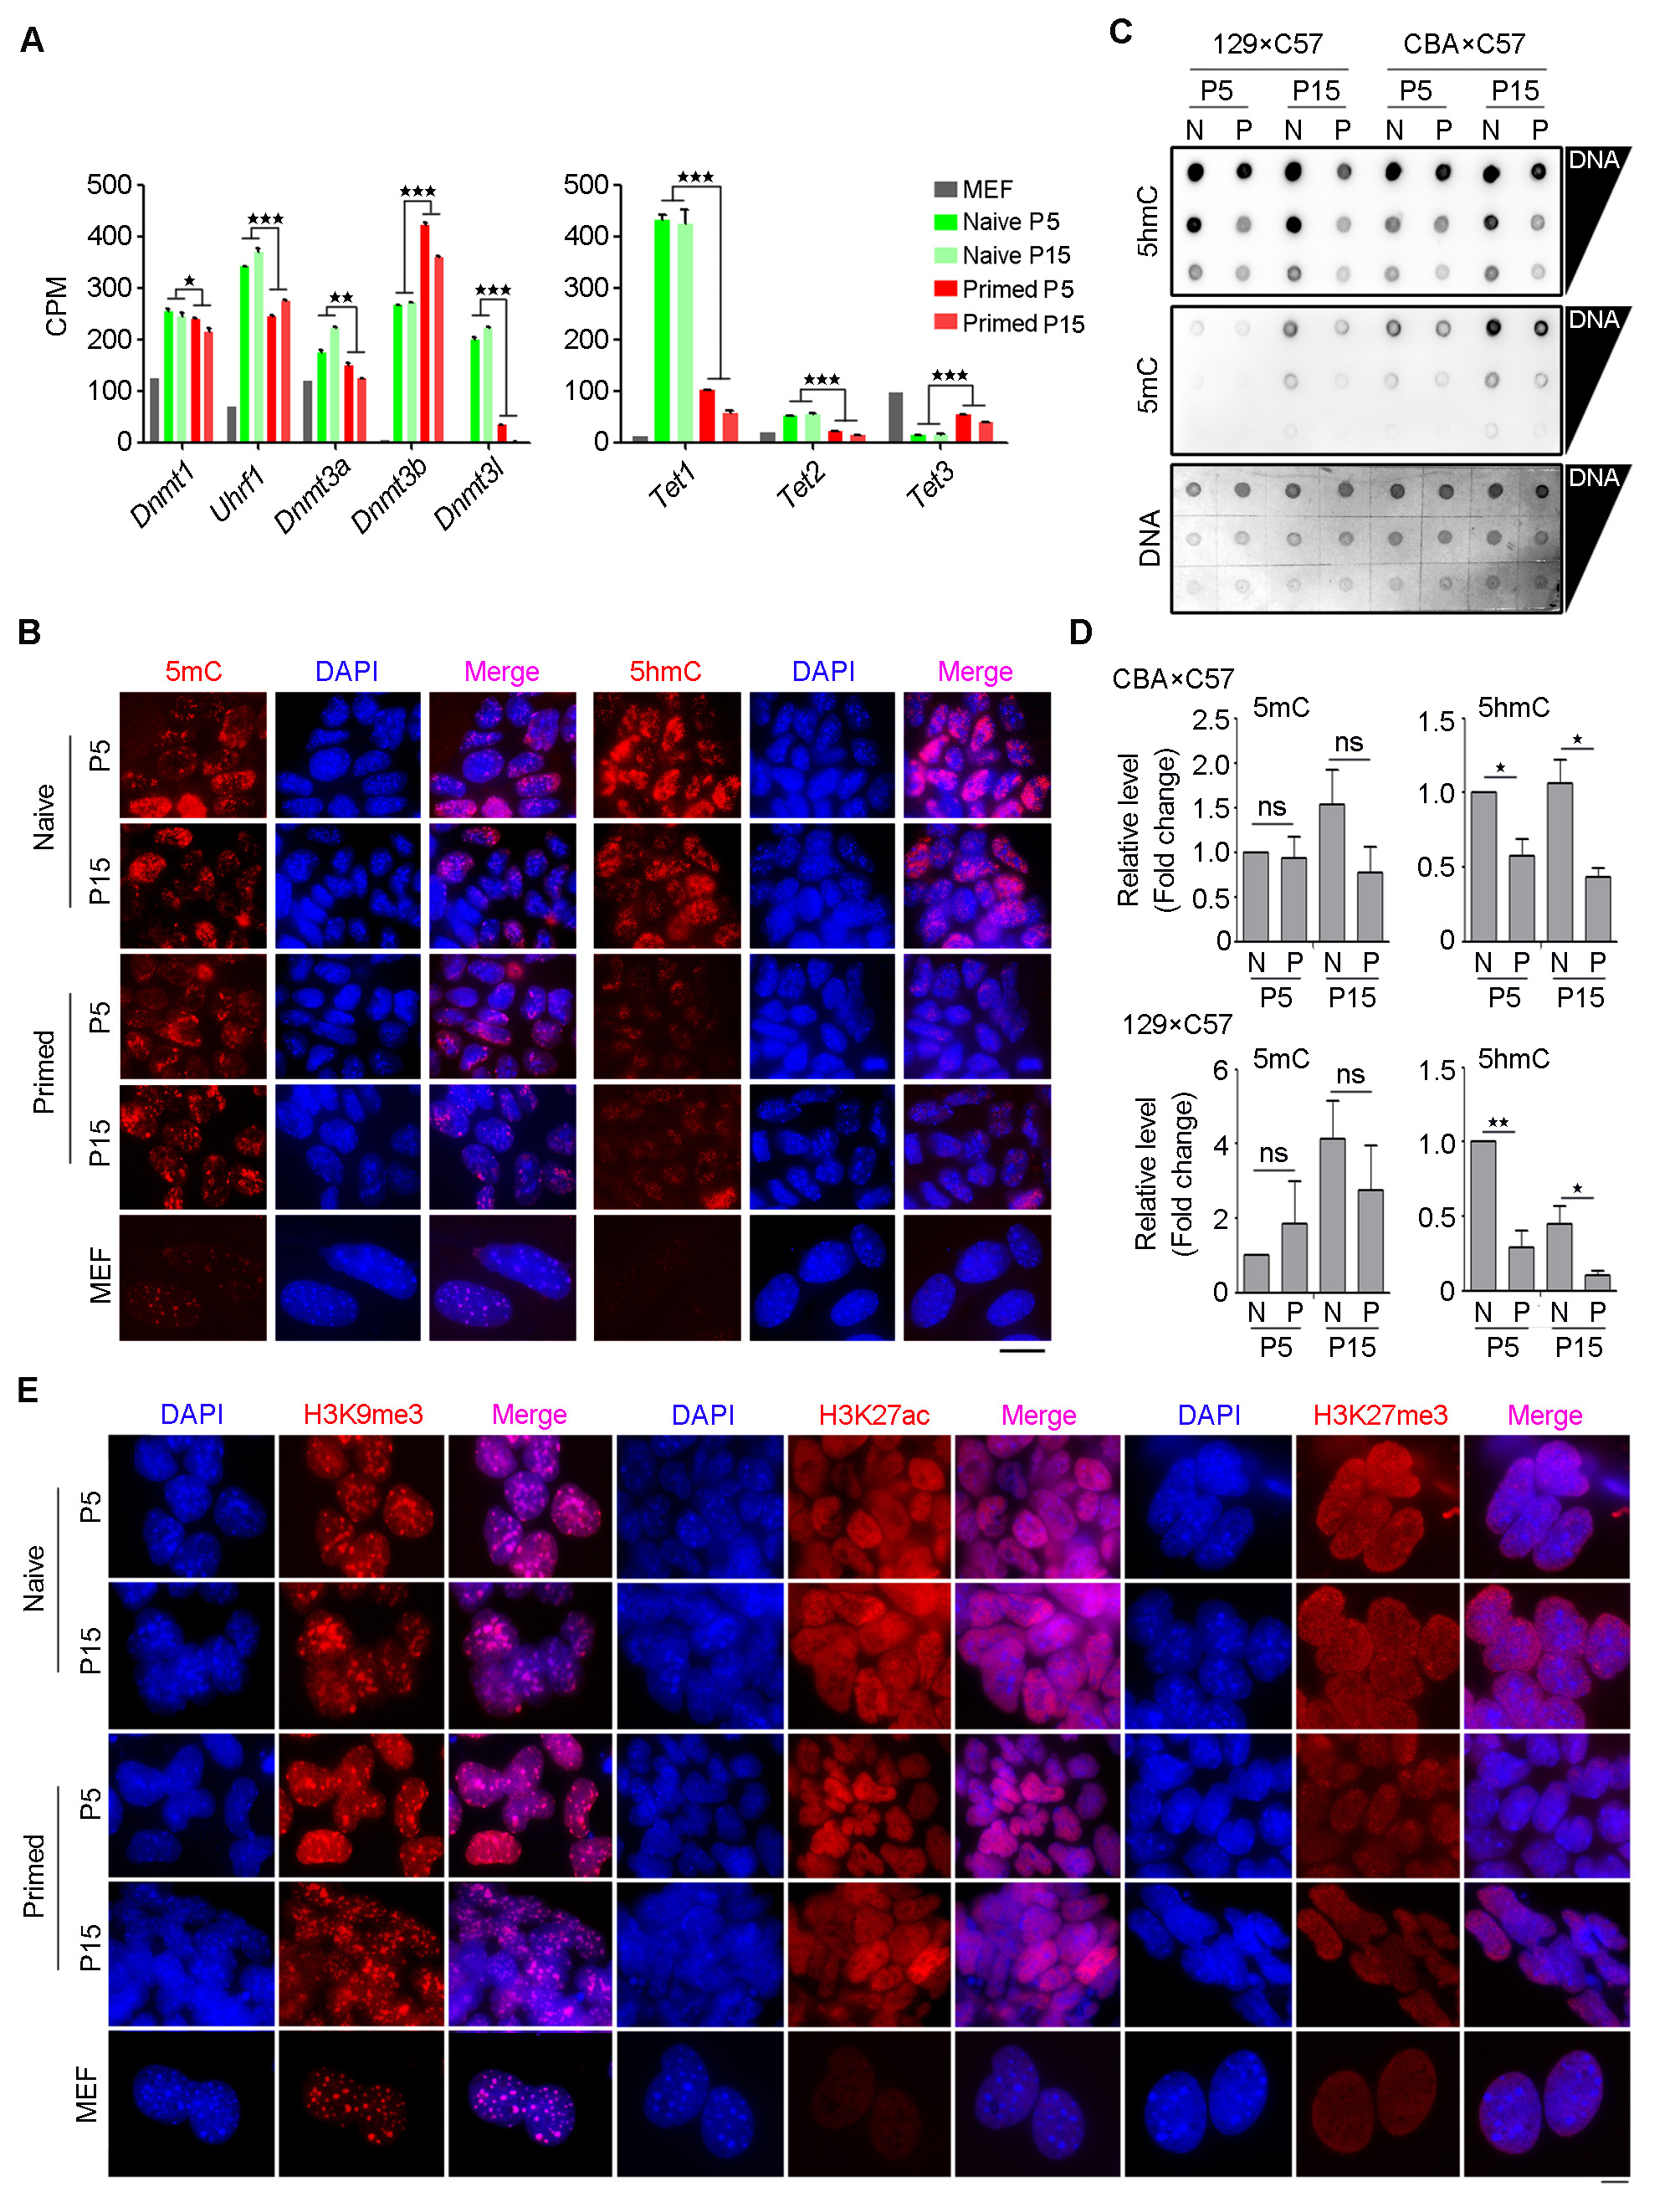
**

**Figure S7. Methylation and histone modifications in naïve and primed ESCs. Related to Figures 4 and 5**

(A) Expression levels (CPMs) of multiple genes involved in DNA demethylation.

(B) Immunofluorescence of 5mC and 5hmC in naïve and primed cells at P5 and P15 and MEF cells. Scale bar = 10 µm.

(C) Dot blot analysis showing global DNA methylation and hydroxymethylation levels in two cell lines at P5 and P15.

(D) Quantification of relative 5mC and 5hmC intensity using Image J software. *p < 0.05, **p < 0.01.

(E) Immunofluorescence of relative histone epigenetic modifications in naïve and primed cells at P5 and P15 and MEF cells. Scale bar = 10 µm.

**
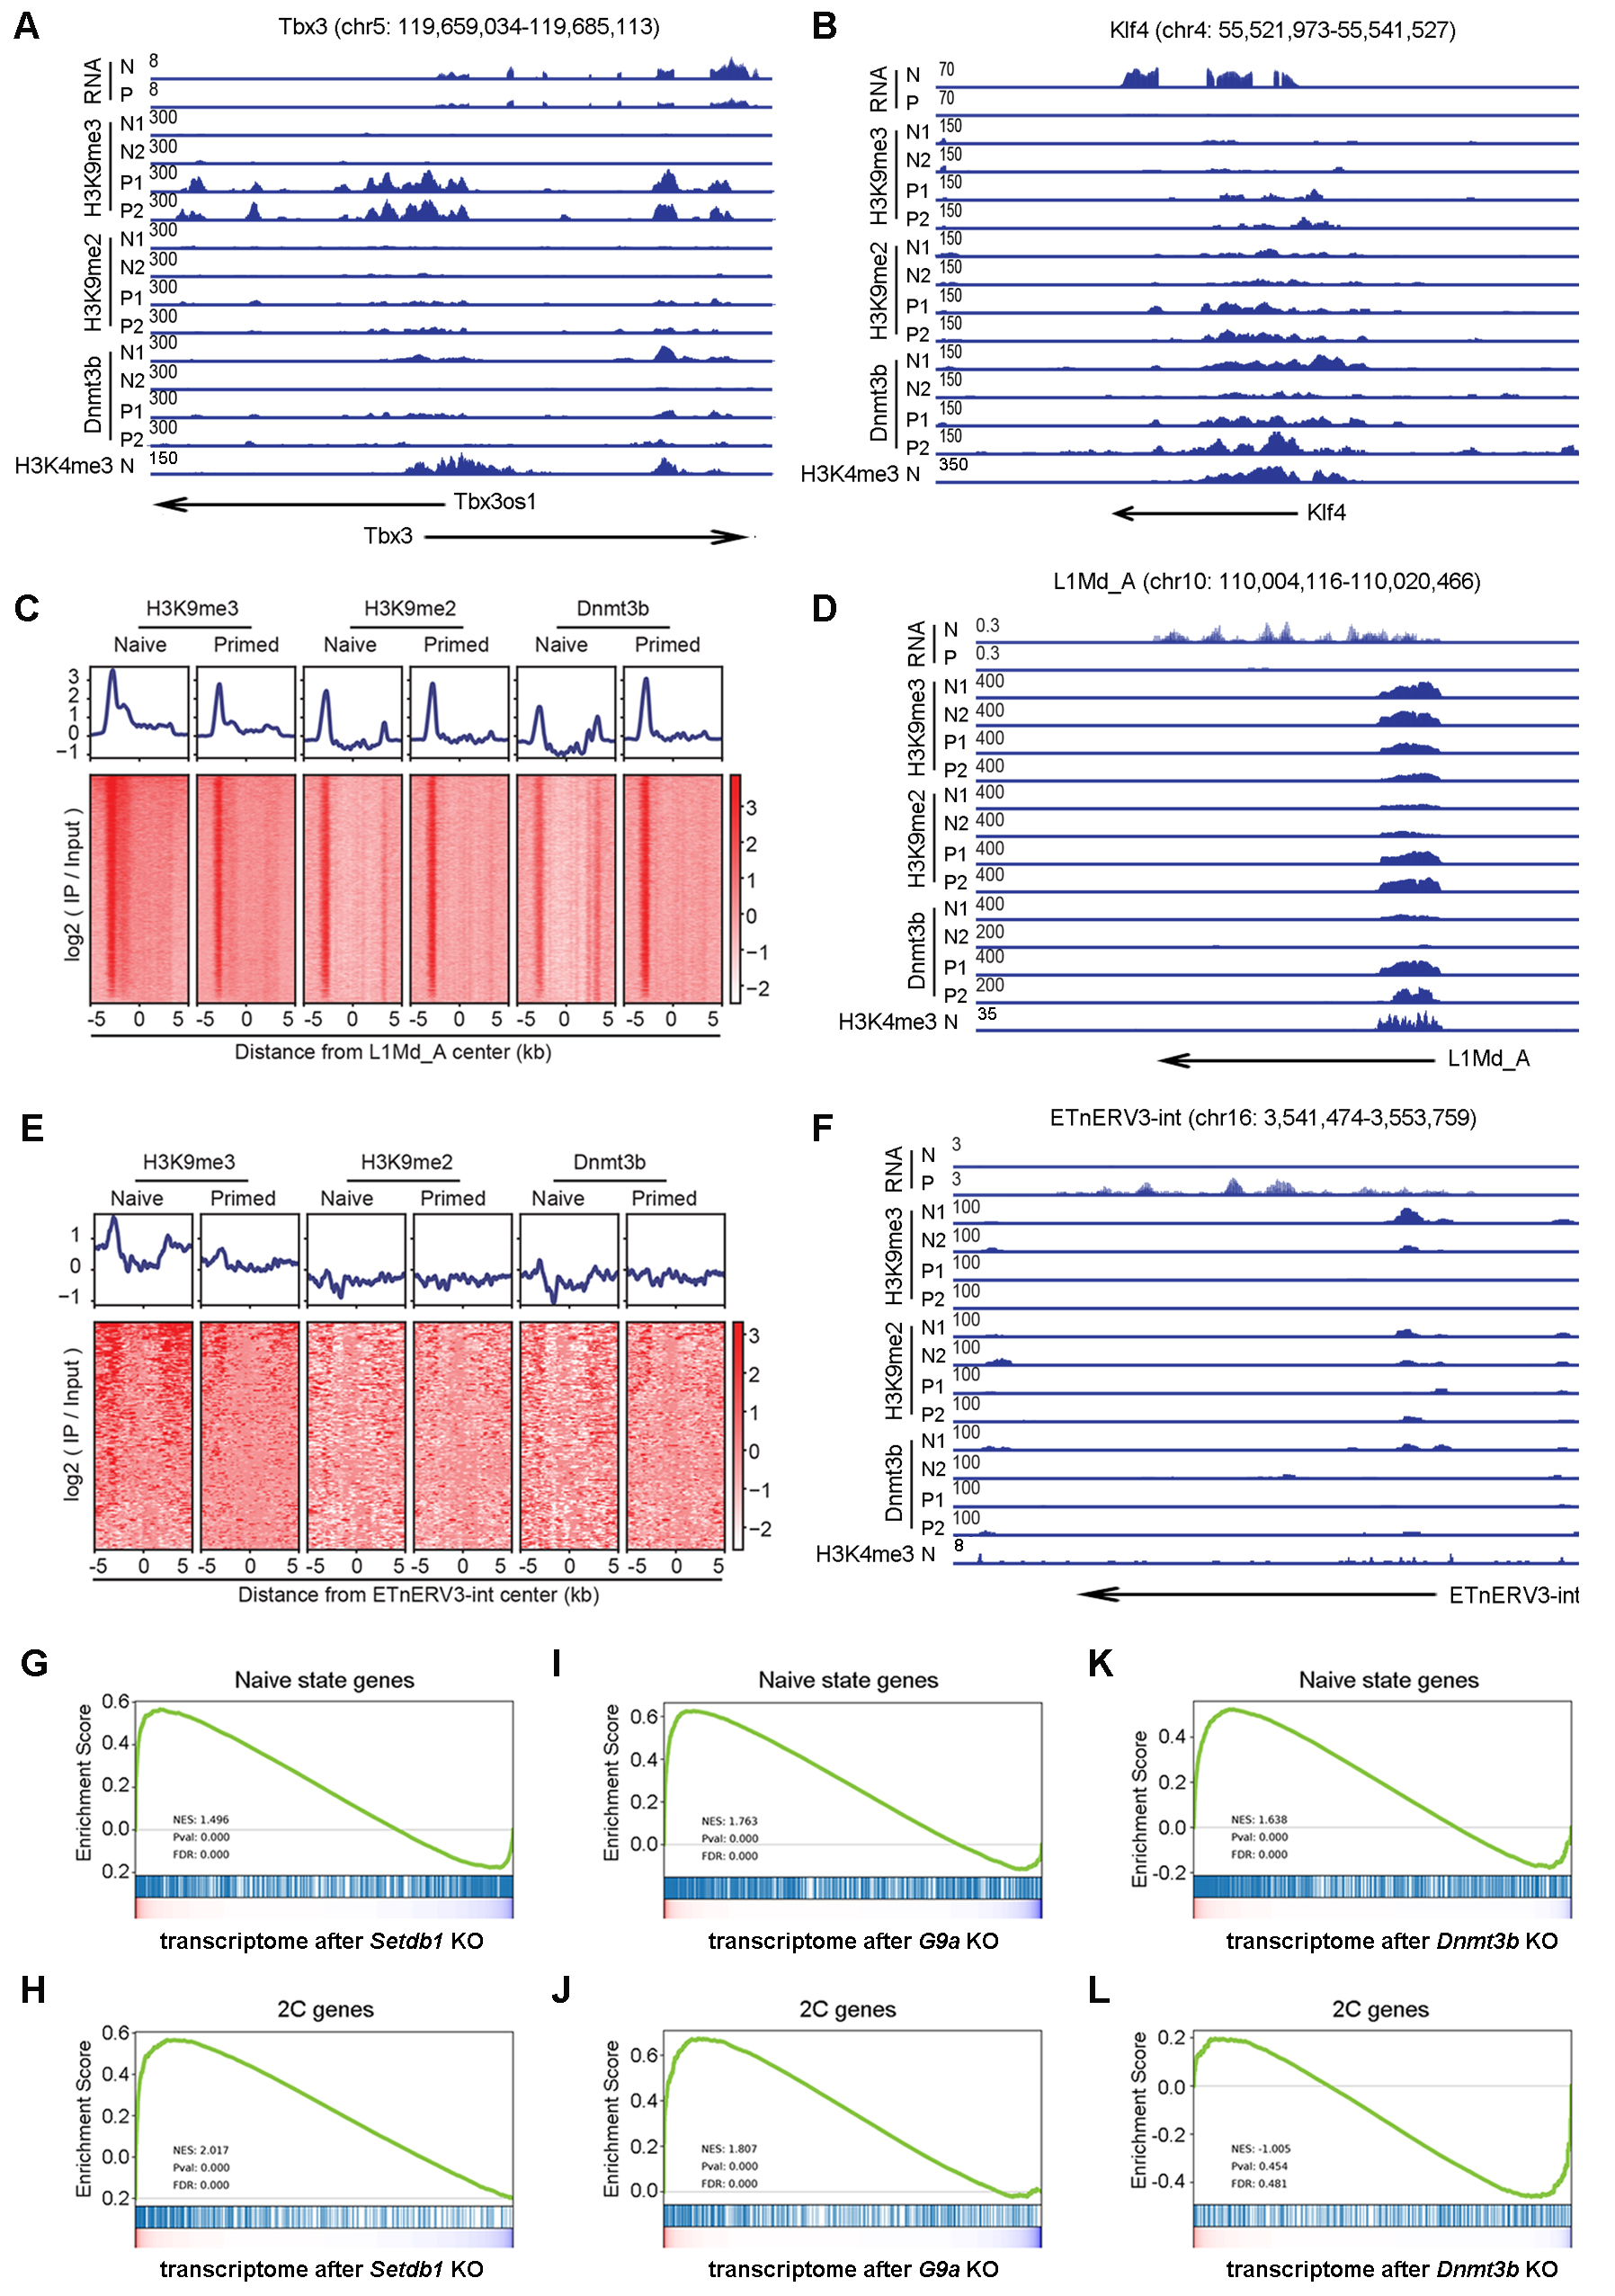
**

**Figure S8. Histone modifications and Dnmt3b enrichment at naïve and primed pluripotent genes and specific TEs. Related to Figure 5**

(A, B, D, F) Density plot of RNA-seq and ChIP-seq signal of *Tbx3*, *Klf4*, *L1Md_A* and *ETnERV3-int* loci. Arrow indicates the direction of transcription. H3K4me3 were used to indicate the promoters of genes. RNA-seq signals are normalized by CPM, ChIP-seq signals are normalized by RPKM.

(C, E) Plot of H3K9me3, H3K9me2 and Dnmt3b binding profile and heatmap at all *L1Md_A* and *ETnERV3* loci in naïve and primed PSCs. The ChIP-seq signals are calculated as log2 ratio of normalized reads relative to the input.

(G, H) Gene set enrichment analysis (GSEA) indicating that upregulated naïve state genes and 2C genes after *Setdb1* knockout (KO) in naïve mESCs (data from [70]).

(I, J) Gene set enrichment analysis (GSEA) indicating that upregulated naïve state genes and 2C genes after *G9a* KO in naïve mESCs (data from [71]).

(K, L) Gene set enrichment analysis (GSEA) indicating that upregulated naïve state genes and unaffected 2C genes after *Dnmt3b* KO in naïve mESCs (data from [72]).

**
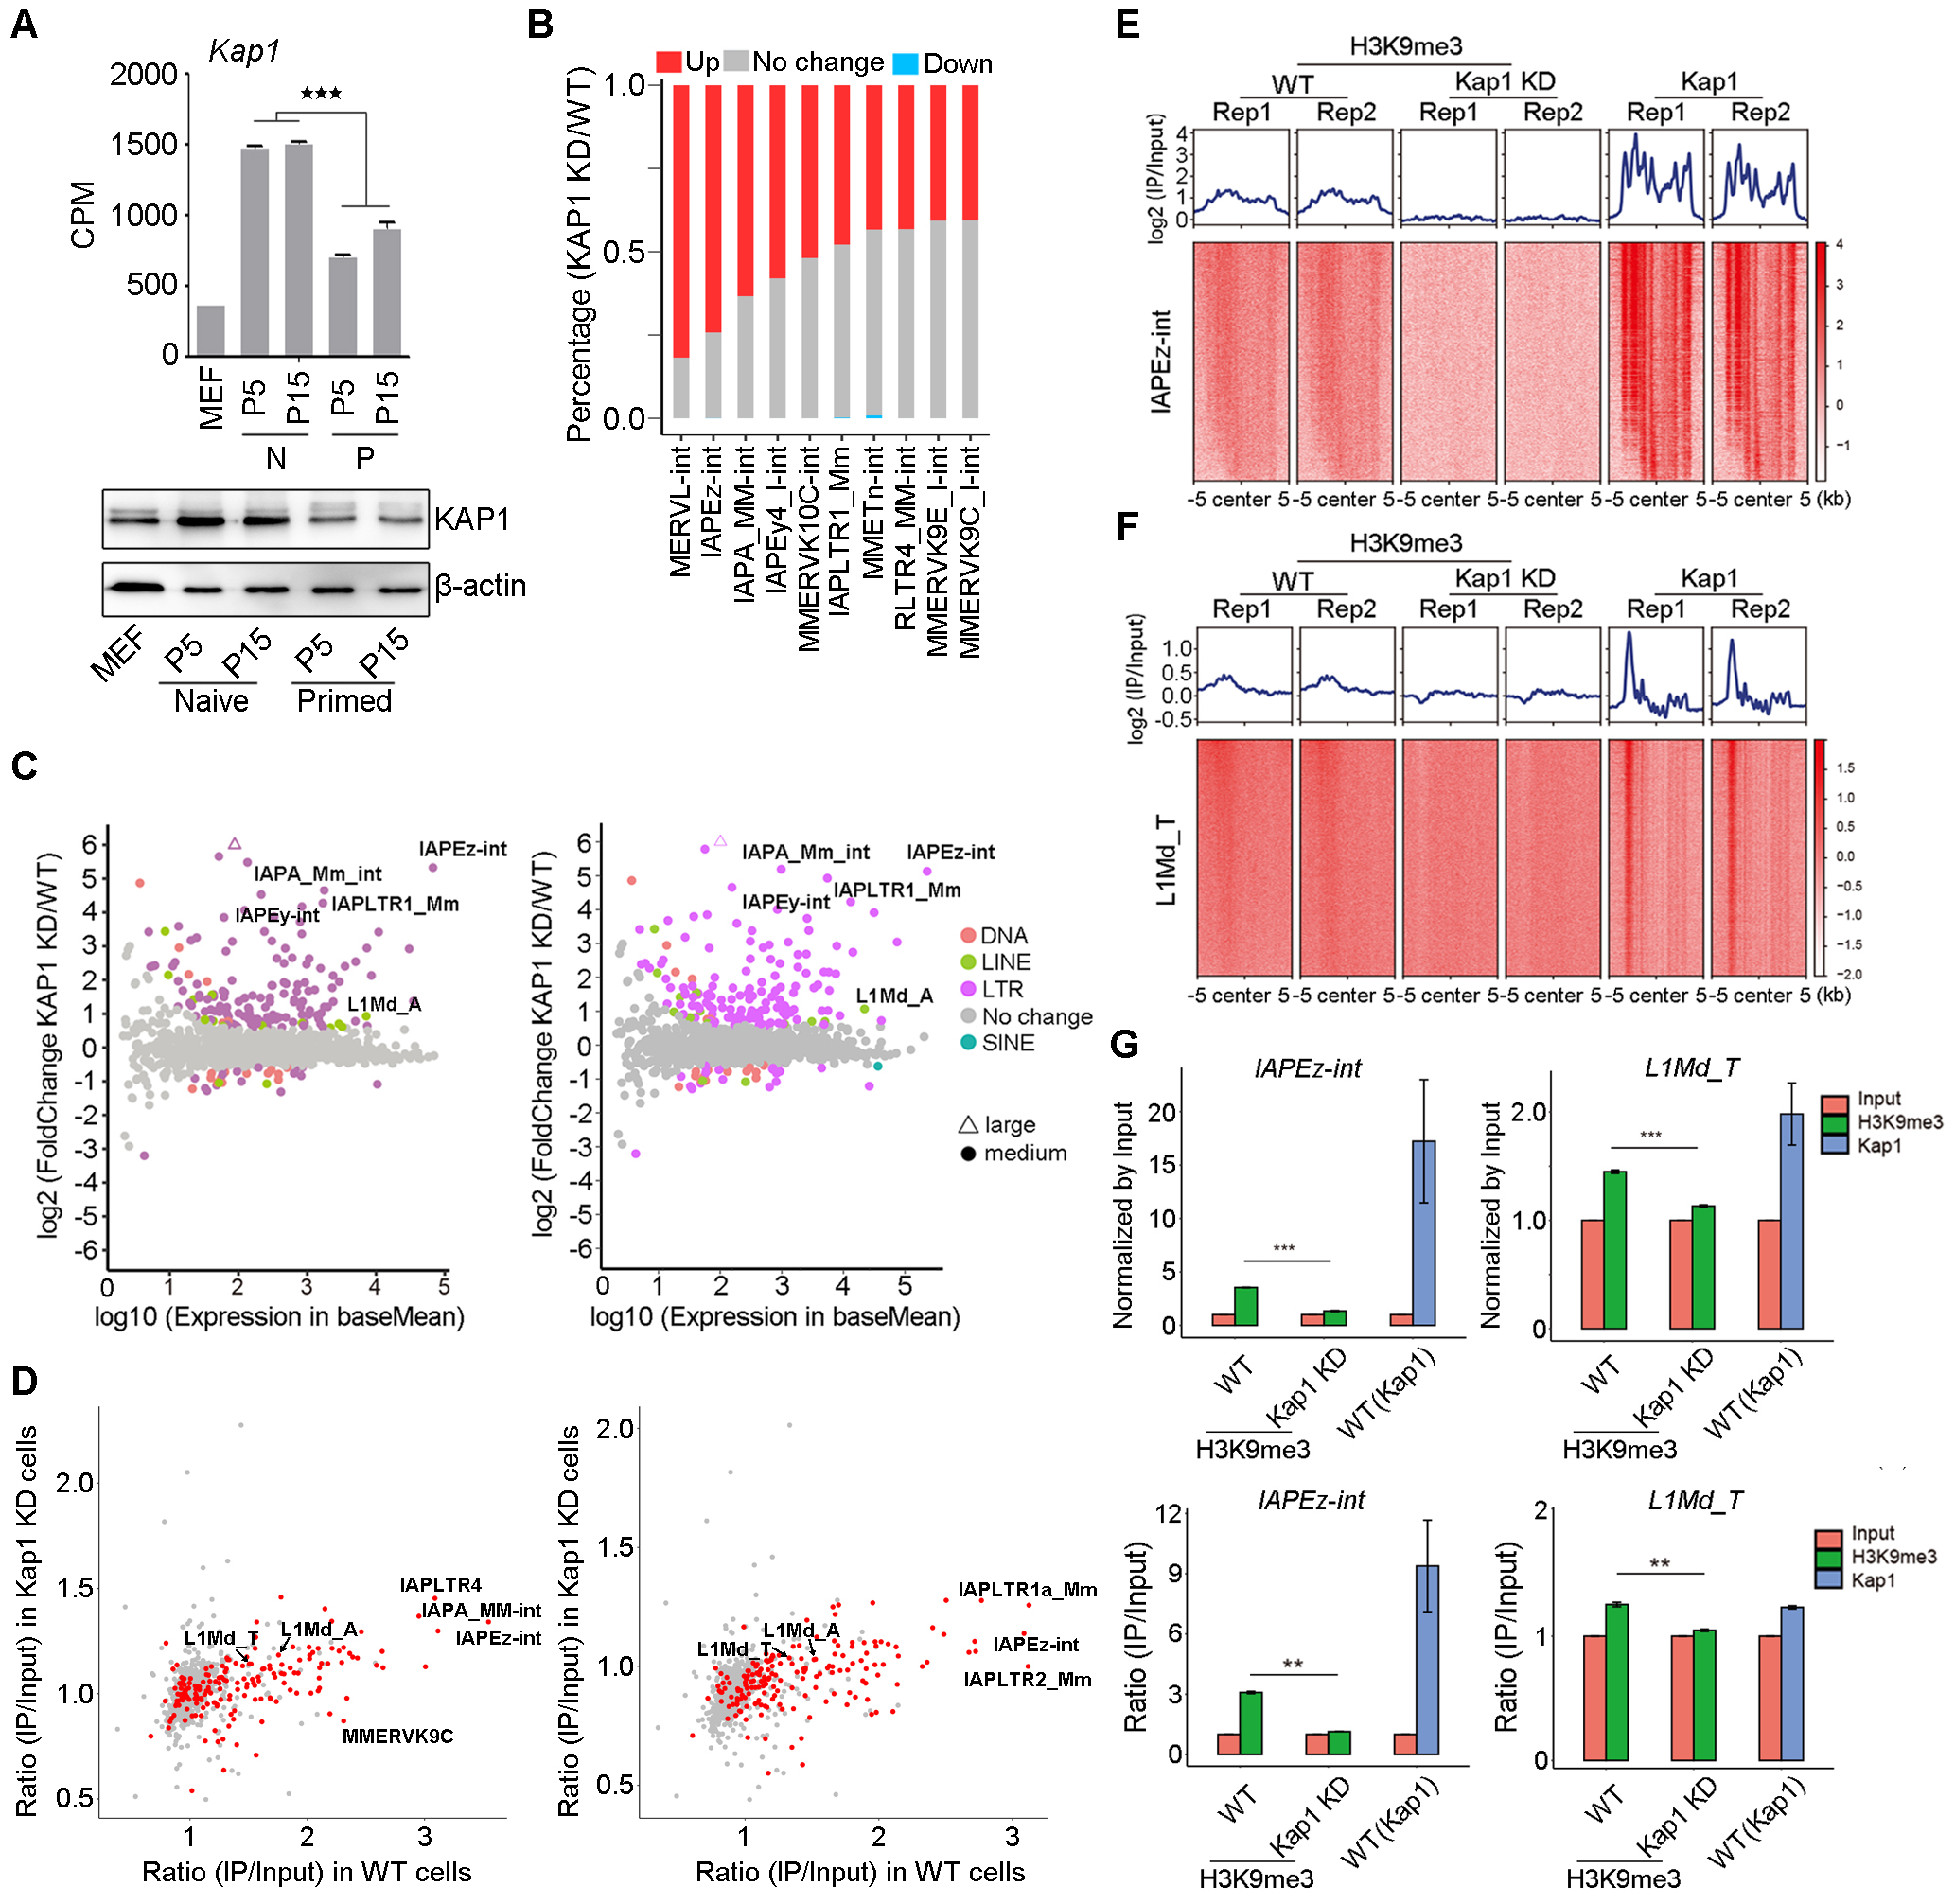
Figure S9. Kap1-mediated H3K9me3 regulates *L1Md_T* and *IAPEz-int* transcription in naïve and primed PSCs. Related to Figure 5**

(A) Expression level (CPM) and protein level of Kap1 in naïve and primed cells at P5 and P15 and MEFs.

(B) TE signatures after *Kap1* knockdown (KD) in mESCs showing that most TEs are up-regulated, and *MERVL* and *IAPEz-int* are the most significantly up-regulated.

(C) Scatter plot figure showing change of TEs after *Kap1* KD in mESCs by uniquely mapped reads (left panel) and multi-mapped reads (right panel). The count of TE subfamilies is the sum of count of corresponding loci.

(D) Scatter plot for ChIP-signal on TE subfamilies by uniquely mapped reads (left panel) and multi-mapped reads (right panel). Ratio of cpm of IP/Input was used. Significance was calculated by Student's t-test. p < 0.05 was considered significant and label as red.

(E) H3K9me3 and Kap1 binding profile plot and enrichment heatmap at *IAPEz-int* site in WT and *Kap1* KD mESCs. The ChIP-seq signals were calculated as the ratio of normalized reads relative to input.

(F) H3K9me3 and Kap1 binding profile plot and enrichment heatmap at *L1Md_T* site in WT and *Kap1* KD mESCs. The ChIP-seq signals were calculated as the ratio of normalized reads relative to input.

(G) Enrichment of H3K9me3 and Kap1 by ChIP-seq on *IAPEz-int* and *L1Md_T* by uniquely mapped reads (upper panel) and multi-mapped reads (bottom panel). Ratio of cpm of IP/Input was used. Significance was calculated by Student's t-test. **p < 0.01 and ***p < 0.001.

Results from Figures B-G are analyzed from published data [75,76].

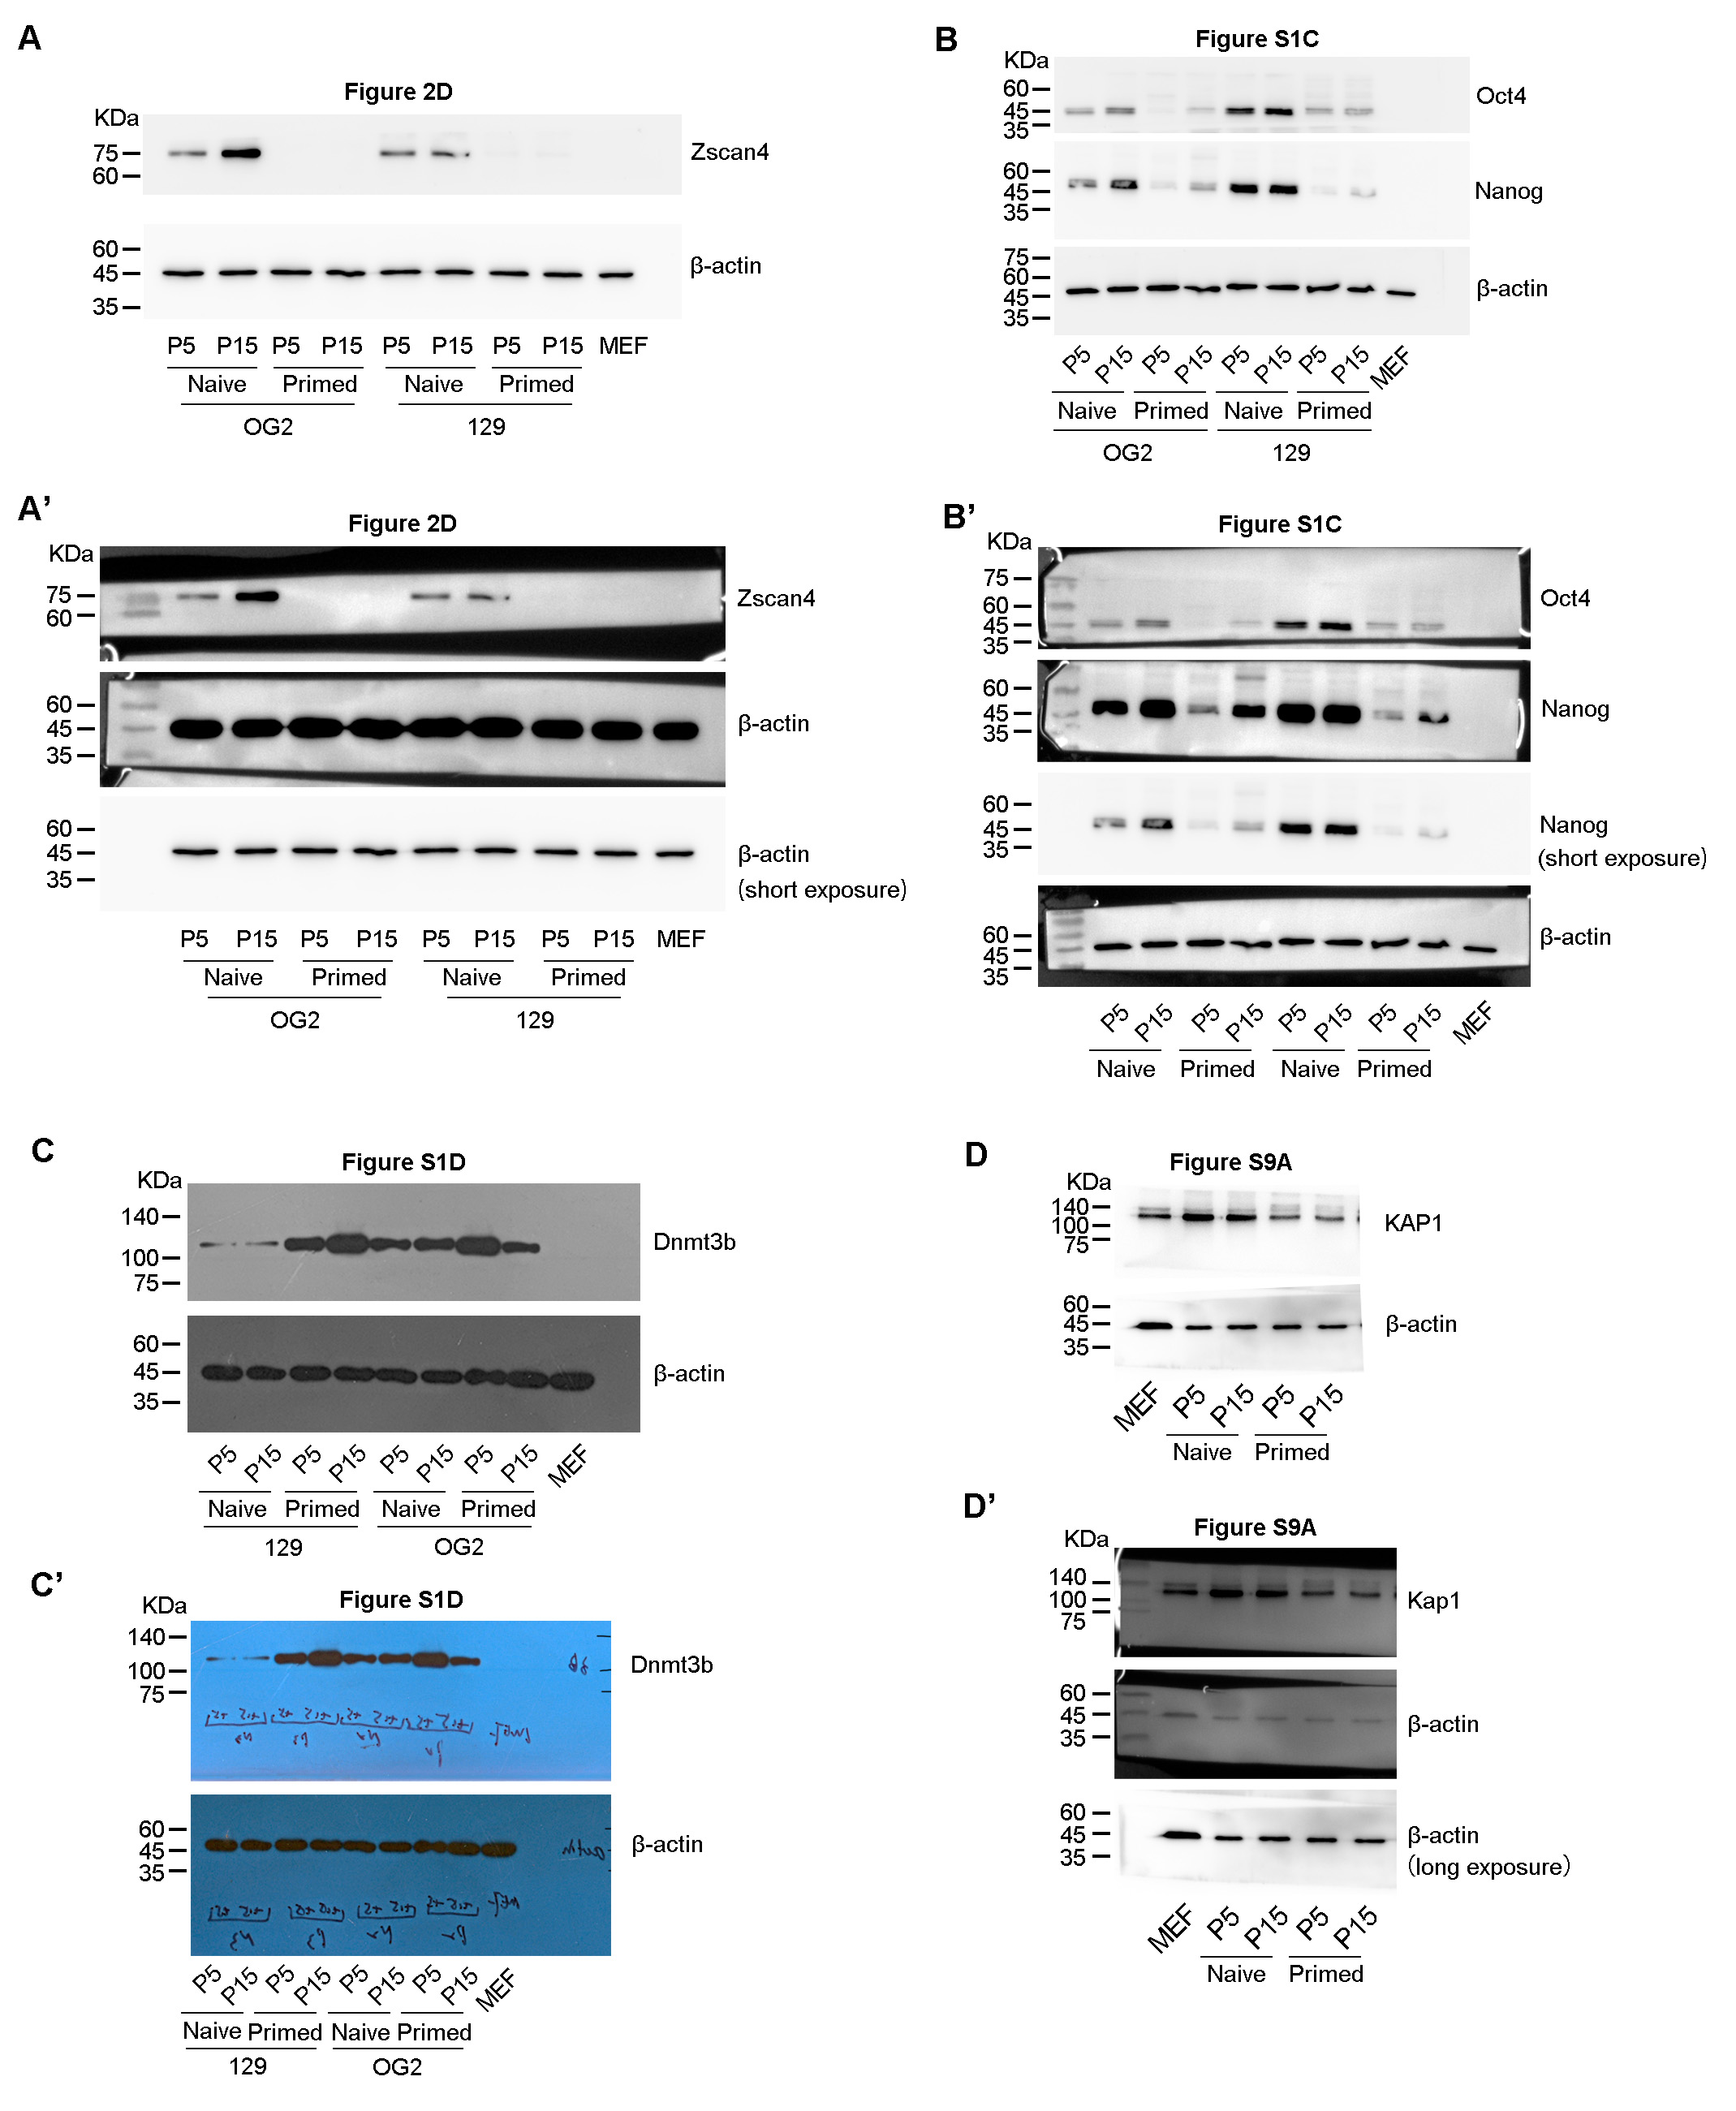

**Figure S10. Uncropped scans of Western blot with molecular weight markers.**

(A and A’) The uncropped Western blot for Figure 2D comparing the Zscan4 protein level in naïve and primed PSCs from two genetic background and MEFs served as negative control. β-actin served as loading control. β-actin band with short exposure time was used in Figure 2D. (A’) was the same gel as the image of (A) but with protein markers under bright field, and the black background was from exposure machine panel.

(B) The uncropped Western blot for Figure S1C comparing the Oct4 and Nanog protein levels in naïve and primed PSCs from two genetic background and MEFs served as negative control. β-actin served as loading control. Nanog with short exposure band was used in Figure S1C. (B’) was the same gel as the image of (B) but with protein markers under bright field, and the black background was from exposure machine panel.

(C) The uncropped Western blot for Figure S1D comparing the Dnmt3b protein level in naïve and primed PSCs from two genetic background and MEFs. β-actin served as loading control. (C’) was the original X-ray film of (C), but the markers could not appear on the X-ray film, so the markers appeared on the transferred PVDF membrane were copied on the right hand side.

(D) The uncropped Western blot for Figure S9A comparing the Kap1 protein level in CBA×C57 naïve and primed PSCs and MEFs. β-actin served as loading control. β-actin band by long exposure time was used in Figure S9A. (D’) was the same gel as the image of (D) but with protein markers under bright field, and the black background was from exposure machine panel.

How the deposited data were processed for this re-analysis (not part of the article)

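RNA-seq of 9 libraries was used, namely 2 each of naïve mESCs and primed mEpiSCs at P5 and at P15 and 1 of MEFs. The condition and replicate of every library were read from the deposited sample titles and from the column names, whose early and late cells are P5 and P15 in the deposited study design. The deposited file holds raw counts per gene, and the authors made them from poly(A) RNA sequenced on an Illumina HiSeq, with reads trimmed by Cutadapt, aligned by HISAT2 to mm10 and counted by featureCounts on an Ensembl annotation. The paper's text does not name the release of that annotation or how featureCounts treated strand and reads with several alignments. The values were checked to be whole numbers whose sums differ between libraries. The file lists 54232 genes by Ensembl ID, of which 54079 had a name in GENCODE M21, the annotation used here for names and coordinates. The other 153 IDs held 0.0116% to 0.0165% of the counts of a library and were kept without a name. A further 92 spike-in entries held 0 counts and were left out.

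Total counts ranged from 14378051 to 20985136 in the naïve and primed libraries, and the MEF library had 25646547. A gene without a count in a library could be present at up to 3 counts, between 0.148 and 0.221 CPM in naïve and primed libraries and 0.128 CPM in MEFs, and this covers counting error only. Folds against a group with no library above 3 counts are given as bounds against that level.

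Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. CPM were taken from library sizes scaled by TMM over all 9 libraries, and the SD is that of the 2 libraries of a group. At each passage, primed cells were compared with naïve cells in a fit of the 4 libraries by edgeR's quasi-likelihood test after TMM scaling, with genes of at least 10 counts in at least 2 libraries. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, which were 16482 at P5 and 15733 at P15. Genes were counted at an adjusted p under 0.01 and a fold change of at least 2, the thresholds the paper gives, and a single gene was called at an adjusted p under 0.01. The difference between the effects at P15 and P5 was tested over 16926 genes in a fit of the 8 naïve and primed libraries. The MEF library entered no fit. For the principal components, log2 of CPM plus 1 was used.

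Of gene lists, 7 were written by hand from general knowledge (recombinational repair, mismatch repair, nucleotide excision repair, non-homologous end joining, base excision repair, glycolysis and oxidative phosphorylation), and the list of 2C genes was copied from Fig. 2a. These 8 lists were tested at each passage by limma's camera with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 8 lists and a threshold of 0.05, and the value given is the median log2 fold change. Repair lists of the genes labelled in Fig. 1c and Fig. S4, and 13 mitochondrially encoded genes added to the oxidative phosphorylation list, were alternatives. Lists of 30 fibroblast markers for feeder cells, 24 S phase genes and 52 G2/M genes served for tests of explanations. The feeder share of a library was the median ratio of the 30 fibroblast markers to their level in the MEF library. Ratios of single markers differed widely, so that this share may be too large for feeder RNA of the MEF library's composition. The lists, the comparisons, their tests and the alternatives were set before the data were examined, except the lists of S phase and G2/M genes, which were written afterwards and ahead of their test, the alternatives marked as chosen after seeing the data, and the differences of gene lists between passages and the tests on fibroblast genes and on the growth state of remaining naïve cells, which were also chosen after it.

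Genes named are those the paper's text or figures name for its RNA-seq, apart from some that are not reported here. Named besides are the 5 genes in each direction with the largest change past the threshold at both passages and a mean of at least 10 CPM, the 5 in each direction with the largest difference between the passages, and the 3 members of a list with the smallest adjusted p. *Dcn*, *Ccl2*, and *Fos*, *Fosb*, *Klf2* and *Klf4* as genes that kept less than a remaining share of naïve cells would, were named after their values were seen.

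The alternatives were DESeq2's size factors, library size alone, no low-count filter, a fit of all 8 libraries, a block for the replicate number, subtraction of the feeder share of the MEF counts, DESeq2's Wald test, limma's fry, camera with an estimated correlation, and each replicate left out in turn. A block with crossed pairs of replicates and DESeq2's Wald test without a low-count filter were added after seeing the data. Leaving out 1 of 2 replicates leaves a group with 1 library, for which no p-value was computed. With 2 libraries per group, other splits of the samples were not counted. The code was tested on simulated data in which 200 genes were changed, and edgeR found 98.5% of them at each passage with 0 false calls, against 90% at P5 and 91.5% at P15 for DESeq2. These changes were balanced in direction and each larger than 2-fold, with the same dispersion for all genes. The real data hold far more changed genes. The simulation thus checks the code, and cannot decide whether the genes that edgeR alone called are right. The paper's GO and KEGG gene sets, its transposable element analysis, and its ChIP-seq, exome and protein data were not used here.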

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

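The tests on fibroblast genes, on the growth state of remaining naïve cells and on differences of gene lists between passages were chosen only after the result was seen. The difference between primed and naïve cells itself differed between P5 and P15 for 1212 of 16926 genes, with 399 higher and 813 lower at P15 (adjusted p under 0.01 for the interaction by edgeR's quasi-likelihood test and a difference of at least 1 on the log2 scale). With every library thinned to the smallest total, 1169 genes passed, which argues against depth as the cause. With the feeder share taken off, 1570 passed, 872 of them among the 1212, and with the trend on GC content and gene length removed, 1251 genes past the adjusted p differed by at least 1, so that neither accounts for the number. A biological difference between the passages, such as a conversion still under way at P5, stays open and was not tested by the design, which holds 1 series of 2 libraries per group.

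Genes of the naïve state fell further at P15 than at P5, by the difference in log2 fold change, for *Zfp42* (−6.35), *Dppa3* (−2.43), *Esrrb* (−3.69), *Nr0b1* (−5.09), *Fgf4* (−3.52), *Dmc1* (−2.45), *Dppa2* (−5.07), *Dppa4* (−6.01), *Dnmt3l* (−5.43), *Zfp936* (−2.56) and *Dppa5a* (−7.03). The same held for *Gm46332* (−6.94), *Rbmxl2* (−10.66), *Triml1* (−8.75) and *Zfp981* (−7.07). Their primed libraries at P15 held no more than 3 counts, so that the size of the difference depends on the prior count. Adjusted p of the interaction for the single genes listed so far ranged from 1.53e-29 to 0.000153. The list of 2C genes had a median difference of −2.56 (adjusted p = 0.00102 by camera). At each passage 7 of its 11 tested genes held no more than 3 counts in every primed library. The median is the value of *Gm4340*, with 1 and 0 primed counts at P5 and none at P15, so that its size depends on the prior count. Of the list, *Tbx3* (−0.54, adjusted p = 9.58e-05 for the interaction), *Dppa2* and *Dppa4* fell further. For the others adjusted p was 0.0222 or higher, and *Usp17lc* went the other way (1.38). One explanation that may apply is a remaining share of naïve cells in the primed libraries at P5. Against it, the paper reports that GFP fluorescence marking the naïve state was lost on conversion. It also reports Zscan4 protein in naïve but not in primed cells. The paper's text gives no count of GFP-positive cells, so that a limit on such a share cannot be set from it. Over 49 genes nearly absent from primed cells at P15, the level kept at P5 had a median of 12.8% of the naïve level (quartiles 10.0% and 16.1%, range 2.95% to 39.0%). Replicates of primed cells at P5 differed by a median of 13.0% over these genes. Most genes lay between 50% of that median and 2 times it, as such a share would give. Of the 49 genes, 5 (10.2%) kept less than 50% of the median, 1 of them by more than counting error, and 2 kept over 2 times it. A share alone would not give values that far from the median except by counting error. Naïve cells in the growth state of the naïve libraries are argued against, since 4 of the 2219 genes at 100 CPM or more in naïve cells kept less than 50% of the median, namely *Fosb* (0.247%), *Fos* (1.65%), *Klf2* (4.94%) and *Klf4* (6.29%), and the sum of the *Zscan4* genes kept 1.33%. Remaining naïve cells in another state and a slower loss of these transcripts in converting cells stay open.

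*Cdcp1* was higher in primed cells at P5 (2.17) and lower at P15, with 3 and 0 counts in the primed libraries, a difference of −8.09 that depends on the prior count. Transcripts of *Pou5f1* (1.39) and *Nanog* (1.40), lower in primed cells at both passages, were nearer to the naïve level at P15, and *Wnt8a* (3.47), *Lefty1* (2.44) and *Eomes* (1.03) were higher in primed cells at P15 relative to P5. *Wnt8a*, past the threshold at P5 only in the fit of all 8 libraries, and *Lefty1*, past it there except with library size alone (−0.0018), were lower than in naïve cells at P5 and higher at P15. No technical explanation was tested for these genes alone, and those tested for all 1212 did not account for their number.

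*Fos* (4.83) and *Fosb* (6.04) were far lower in primed cells at P5 than at P15, with log2 fold changes of −5.89 and −8.63 at P5 and −1.08 and −2.61 at P15. They were at 14.2 CPM and 3.20 CPM in primed cells at P5, and the MEF library held 53.9 CPM and 8.55 CPM. Feeder RNA could thus supply part of these P5 levels. The interferon-stimulated genes *Oasl2* (4.10), *Ifit1* (4.16) and *Isg15* (4.19) rose more at P15, where their level in naïve cells was 2.90 CPM, 2.90 CPM and 7.09 CPM, against 24.2 CPM, 23.4 CPM and 33.4 CPM at P5, while in primed cells it went from 86.1 CPM, 40.4 CPM and 59.1 CPM at P5 to 182 CPM, 91.7 CPM and 232 CPM at P15. The MEF library held 9.48 CPM, 5.19 CPM and 12.4 CPM, less than the primed cells, so that feeder cells of its composition do not account for the levels. Handling at harvest and a change in culture between the passages were not tested.

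Of the 8 gene lists, glycolysis (0.51, adjusted p = 3.82e-08 by camera), oxidative phosphorylation (0.37, adjusted p = 1.72e-10) and nucleotide excision repair (0.18, adjusted p = 0.0466) were less lowered at P15 than at P5. The difference of nucleotide excision repair was 0.067 (adjusted p = 0.166) with library size alone, and all 3 lost their call with an estimated correlation. Those of mismatch repair (0.15, adjusted p = 0.0636), base excision repair (0.11, adjusted p = 0.0680), recombinational repair (0.033, adjusted p = 0.703) and end joining (0.093, adjusted p = 0.703) did not pass the threshold.

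Of the 30 fibroblast markers, *Dcn* and *Ccl2* lay above their MEF level in each of the 4 primed libraries, by at least 2.67 and 11.9 times. By CPM from library size alone, *Dcn* was at 194 CPM in MEFs and 522 and 743 CPM in primed cells at P5 and P15, and *Ccl2* at 27.9, 332 and 398 CPM. Feeder RNA of the composition of the MEF library is excluded for these 2 genes, since it brings no gene above its MEF level. Library size or scaling is excluded as well, since 15 of the other 28 markers were lower in primed cells at P5 and 6 higher past the threshold, and 7 and 15 at P15. Feeder cells that changed in the medium of primed cells and expression by primed cells themselves stay open and were not tested. None of the 30 markers is in another list, and 5 were over 2 times the median share in naïve cells.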

How the results depend on the processing

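The crossed pairing of replicates and DESeq2's Wald test without a low-count filter were chosen only after the result was seen. The counts of genes past the threshold stayed within 1.5 times of 3680 at P5, 3646 at P15 and 1212 for the difference between passages under each alternative run for them, from 2906 to 4273, from 3009 to 4173 and from 1023 to 1570. Of the 3680 and 3646 genes, 3050 and 3128 were also among the 3053 and 3139 that DESeq2's Wald test called, and 3296 and 3086 among the 4273 and 4173 called with the feeder share taken off. The count of genes that changed at least 2-fold without a test rose from 4102 to 12736 at P5 and from 4031 to 12546 at P15 without a low-count filter, which admits genes with few counts, and lay between 4158 and 4176 at P5 and between 4016 and 4265 at P15 with 1 replicate left out.

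Library size alone moved the median log2 fold change of all genes tested to 0.21 at P5 and 0.10 at P15, and that of the difference between passages to −0.11, and shifted list medians along with it. Under it the P15 medians of base excision repair (0.025) and oxidative phosphorylation (0.023) and the log2 fold changes of *Tert* at P5 (0.013) and of *Terf1* (0.077) and *Eno1* (0.037) at P15 turned positive. The differences between passages of the lists for base excision repair (−0.0040), end joining (−0.022) and recombinational repair (−0.081) turned negative, and that of nucleotide excision repair (0.067, adjusted p = 0.166) was no longer past the threshold. None of these values that turned sign was past its threshold in either setting. Of the 186 results for single genes, 180 kept their direction and side of the threshold, 3 turned and 3 lost their call, and of 300 CPM means 143 moved by more than the spread between replicates.

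With the feeder share taken off, *Eno1* (0.062), *Terf1* (0.12) and base excision repair (0.041) turned positive at P15, and mismatch repair (−0.086, adjusted p = 0.173) and recombinational repair (−0.37, adjusted p = 0.0971) lost their calls at P15. The differences between passages of base excision repair (0.17) and mismatch repair (0.28) then passed the threshold. A further 4 results for single genes lost their call, and the cause was not tested. The share is a median over markers whose ratios to MEFs differed widely, so that too much may have been taken off.

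With the correlation between genes estimated, all 10 lists that camera called lost their call with their medians unchanged, at adjusted p from 0.158 to 0.226. At P5 these medians were −0.42 for recombinational repair, −0.54 for mismatch repair, −0.39 for nucleotide excision repair, −0.22 for base excision repair, −5.20 for 2C genes, −0.37 for glycolysis and −0.43 for oxidative phosphorylation, and at P15 −0.43 for recombinational repair, −0.18 for mismatch repair and −8.31 for 2C genes. The differences between passages of nucleotide excision repair (0.18), 2C genes (−2.56), glycolysis (0.51) and oxidative phosphorylation (0.37) also lost theirs, at adjusted p from 0.127 to 0.446. With fry, all 10 held, and end joining at P5 (−0.23) and at P15 (−0.11), nucleotide excision repair at P15 (−0.18) and base excision repair at P15 (−0.080) passed as well, as did the differences of base excision repair (0.11) and mismatch repair (0.15). Fry asks whether a list changes at all and camera whether it changes more than other genes.

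At P15, nucleotide excision repair passed the threshold with DESeq2's size factors (−0.19), in the fit of all 8 libraries (−0.18), without the filter (−0.17) and over the genes labelled in Fig. S4 (−0.27), while the labelled end joining genes had a median of 0.037, of opposite sign. Without the filter, end joining at P5 (−0.24) and the differences of base excision repair (0.14) and mismatch repair (0.17) passed the threshold. The cause was not tested for any of these.

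A block for the replicate number gave 3663 genes at P5, 3369 at P15 and 1036 for the difference between passages, changed no call of the 16 list results or the 186 results for single genes, and brought the differences of base excision repair (0.11) and mismatch repair (0.14) past the threshold. Over genes, deviations of libraries with the same replicate number correlated at −0.1228 at P5 and −0.1834 at P15. Pairing replicate 1 of one state with replicate 2 of the other, as a block, gave 3691 genes at P5 and 3647 at P15.

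With 1 replicate left out, the list medians at P5 ranged from −0.49 to −0.40 for recombinational repair, −0.58 to −0.52 for mismatch repair, −0.42 to −0.38 for nucleotide excision repair, −0.23 to −0.10 for end joining (nearest 0 without primed replicate 2), −0.24 to −0.18 for base excision repair, −5.47 to −4.48 for 2C genes, −0.39 to −0.35 for glycolysis and −0.45 to −0.41 for oxidative phosphorylation. At P15 they ranged from −0.44 to −0.42, −0.28 to −0.11 (lowest without primed replicate 1), −0.23 to −0.12, −0.20 to −0.021 (lowest without primed replicate 1, nearest 0 without primed replicate 2), −0.081 to −0.034 (nearest 0 without naïve replicate 2), −8.96 to −8.06, 0.035 to 0.075 and −0.13 to −0.054 in the same order. Among the 186 results for single genes, 1 changed sign, that of *Terf1* at P15. Low counts limit *Terc*, *Duxf3*, *Tcstv1*, *Tcstv3*, *Zfp352* and *Usp17ld*, which could not be tested with the filter, and the size of any fall to 3 counts or fewer. Depth need not be the only cause. Selection of poly(A) RNA could keep counts of *Terc* low, and reads shared between near-identical copies those of *Duxf3*, *Tcstv1*, *Tcstv3* and *Usp17ld*.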

Differences from the paper's values

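Values of the paper were compared for 41 log2 fold changes in Tables S1 and S2, of which 1999 of 17758 and 1999 of 16921 lines were read, for 68 CPM means read from its figures by eye, and for 4 gene counts of Fig. S1i. The log2 fold changes here lay within the larger of the paper's standard error and the spread between replicates, and the CPM means and gene counts within 1.5 times of the figures or, for CPM, within the SD. A further 23 log2 fold changes rest on 3 counts or fewer in one state and were set against the paper's as lower bounds alone, which the paper's values could hardly contradict, so that they are no test of the sizes. The gene counts were higher here than in Fig. S1i. Read by eye, the paper's counts are about 1800 genes higher and about 1200 lower in primed cells at P5, and about 1600 and about 1500 at P15, against 2222, 1458, 1912 and 1734 obtained with edgeR's quasi-likelihood test and 1847, 1206, 1619 and 1520 with DESeq2's Wald test, an alternative set before the data were examined. Over genes present in both, the log2 fold changes here and in the paper's tables had a median absolute difference of 0.0095 at P5 (1946 genes) and 0.0034 at P15 (1921 genes), against 0.0044 and 0.0085 with DESeq2's Wald test and 0.212 and 0.106 with library size alone.

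The paper states that *Trf1* did not change between the states, and *Terf1* had a log2 fold change of −0.44 at P5 (adjusted p = 1.09e-07 by edgeR's quasi-likelihood test), past the threshold under each of the alternatives with a test (adjusted p from 7.26e-11 to 0.000968), and −0.028 at P15 (adjusted p = 0.759), not past it under any. The paper states that the end joining and base excision repair pathways did not differ between the states. Base excision repair had a median of −0.22 at P5, past camera's threshold (adjusted p = 0.0117), but not with the correlation estimated (adjusted p = 0.170), and −0.080 at P15, not past it (adjusted p = 0.251). With library size alone its P5 median was −0.019, with 18 of 34 genes lower, and still past the threshold (adjusted p = 0.0322). End joining was not past camera's threshold at either passage, but was with fry at both and without the filter at P5 (adjusted p = 0.0252). The paper states that nucleotide excision repair was repressed, and at P15 its median of −0.18 was not past camera's threshold (adjusted p = 0.0626). It was with DESeq2's size factors (adjusted p = 0.0286), without the filter (adjusted p = 0.00647), in the fit of all 8 libraries (adjusted p = 0.0456), with fry (adjusted p = 0.0144) and over the genes labelled in Fig. S4 (adjusted p = 0.0348).

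The paper states, from RNA-seq and a Seahorse experiment on oxygen consumption, that glycolysis and oxidative phosphorylation decreased in the transition. The Seahorse data were not used here, and the hand-written lists bear on transcripts alone. At P15 the list medians were 0.052 (adjusted p = 0.584 by camera) and −0.082 (adjusted p = 0.251). No alternative brought either past the threshold in the paper's direction. The paper states that *Terc* was expressed at a higher level in naïve and primed cells than in MEFs, and it had 2 to 10 counts in every naïve or primed library and 2 in the MEF library. In CPM, naïve and primed means were 0.124 and 0.180 at P5 and 0.560 and 0.286 at P15, against 0.0851 in MEFs. This is the direction the paper states. The comparison was not tested, and the MEF count is within the 3 that an absent gene allows. The libraries were made from poly(A) RNA, which may not capture this noncoding RNA in proportion to its level. *Tcstv1*, *Tcstv3* and *Dux*, which the paper states were lower in primed cells, had too few counts for the test, and without the filter edgeR's quasi-likelihood test called *Tcstv1* at P15 (adjusted p = 0.00470), but neither of the others, and DESeq2's Wald test without the filter, chosen after seeing the values, called none of the 3. Fig. S1h places *Wnt8a* and *Lefty1* among primed genes, and at P5 their log2 fold changes were −0.60 (adjusted p = 0.0261) and −0.20 (adjusted p = 2.67e-05) by edgeR's quasi-likelihood test, against 2.86 and 2.22 at P15. The P5 call of *Lefty1* was lost with library size alone (−0.0018, adjusted p = 0.968, from a range of 9.74e-06 to 0.968), and *Wnt8a* was past the threshold at P5 in the fit of all 8 libraries (adjusted p = 0.00860, from a range of 0.00860 to 0.195).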

Other observations

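The tests of feeder RNA, of GC content and gene length and of S phase in relation to the repair lists were chosen before the result of each test was seen, but the S phase and G2/M lists were written only after the repair lists had been compared. The recombinational repair list was lower in primed cells at both passages. With the feeder share taken off, its median stayed −0.47 at P5 and −0.34 at P15 below that of all genes, which argues against feeder RNA as the whole cause. At P15 the list was then no longer past camera's threshold (adjusted p = 0.0971), so that a part played by feeder RNA stays open there. With the trend on GC content and length removed the median was −0.64 and −0.57, which argues against these as the cause. A smaller share of primed cells in S phase is a candidate explanation, since 24 S phase genes outside the repair lists had medians of −0.61 at P5 and −0.48 at P15, with 23 lower at each passage. Their median minus that of the repair list was −0.047 at the passage where it was higher, while 52 G2/M genes had medians of −0.35 and −0.32. Of the S phase genes, 1 is in another list and 22 were at 10 CPM or more in the MEF library. From flow cytometry at P5, the paper reports an extended G1 phase in primed cells, which could go with a smaller share in S phase. Those measurements were not used here. A lower expression of repair genes per cell stays open.

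Over the genes labelled in the paper's figures, which the study picked from these libraries, the medians at P5 and P15 were −0.61 and −0.36 for mismatch repair, −0.52 and −0.27 for nucleotide excision repair, −0.24 and 0.037 for end joining and −0.24 and −0.055 for base excision repair. With the mitochondrially encoded genes added, the P5 median of oxidative phosphorylation was −0.40.

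Transcripts of *Pou5f1*, which encodes Oct4, were at 712 ± 2.27 CPM (SD, n = 2) in naïve and 211 ± 0.445 CPM (SD, n = 2) in primed cells at P5 and at 756 ± 5.39 CPM (SD, n = 2) and 598 ± 20.2 CPM (SD, n = 2) at P15, with log2 fold changes of −1.72 (adjusted p = 1.12e-26) and −0.35 (adjusted p = 5.41e-07) by edgeR's quasi-likelihood test, the latter not past the threshold with the feeder share taken off (adjusted p = 0.0396, from a range of 3.51e-11 to 0.0396). *Nanog* had log2 fold changes of −2.01 and −0.62 and *Sox2* of −1.28 and −1.66 at P5 and P15. Among other genes of Fig. S1h, *Klf4* had −3.96 and −3.34 and *Fgf4* −1.93 and −5.47, and *Sox17* (5.74 and 5.16), *Sox11* (2.14 and 1.54) and *Gata6* (2.06 and 1.77) were higher in primed cells. MEFs held 57.6 CPM of *Klf4*, 82.2 CPM of *Sox11* and 38.8 CPM of *Gata6*.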
